# MCM3 upregulation confers endocrine resistance in breast cancer and is a predictive marker of diminished tamoxifen benefit

**DOI:** 10.1038/s41523-020-00210-8

**Published:** 2021-01-04

**Authors:** Sanne Løkkegaard, Daniel Elias, Carla L. Alves, Martin V. Bennetzen, Anne-Vibeke Lænkholm, Martin Bak, Morten F. Gjerstorff, Lene E. Johansen, Henriette Vever, Christina Bjerre, Tove Kirkegaard, Bo Nordenskjöld, Tommy Fornander, Olle Stål, Linda S. Lindström, Laura J. Esserman, Anne E. Lykkesfeldt, Jens S. Andersen, Rikke Leth-Larsen, Henrik J. Ditzel

**Keywords:** Predictive markers, Mechanisms of disease

## Abstract

Resistance to endocrine therapy in estrogen receptor-positive (ER^+^) breast cancer is a major clinical problem with poorly understood mechanisms. There is an unmet need for prognostic and predictive biomarkers to allow appropriate therapeutic targeting. We evaluated the mechanism by which minichromosome maintenance protein 3 (MCM3) influences endocrine resistance and its predictive/prognostic potential in ER^+^ breast cancer. We discovered that ER^+^ breast cancer cells survive tamoxifen and letrozole treatments through upregulation of minichromosome maintenance proteins (MCMs), including MCM3, which are key molecules in the cell cycle and DNA replication. Lowering MCM3 expression in endocrine-resistant cells restored drug sensitivity and altered phosphorylation of cell cycle regulators, including p53(Ser^315,33^), CHK1(Ser^317^), and cdc25b(Ser^323^), suggesting that the interaction of MCM3 with cell cycle proteins is an important mechanism of overcoming replicative stress and anti-proliferative effects of endocrine treatments. Interestingly, the MCM3 levels did not affect the efficacy of growth inhibitory by CDK4/6 inhibitors. Evaluation of MCM3 levels in primary tumors from four independent cohorts of breast cancer patients receiving adjuvant tamoxifen mono-therapy or no adjuvant treatment, including the Stockholm tamoxifen (STO-3) trial, showed MCM3 to be an independent prognostic marker adding information beyond Ki67. In addition, MCM3 was shown to be a predictive marker of response to endocrine treatment. Our study reveals a coordinated signaling network centered around MCM3 that limits response to endocrine therapy in ER^+^ breast cancer and identifies MCM3 as a clinically useful prognostic and predictive biomarker that allows personalized treatment of ER^+^ breast cancer patients.

## Introduction

Approximately 80% of breast cancers express the estrogen-receptor (ER^+^)^1^, rendering them suitable for adjuvant anti-estrogen treatment. In ER^+^ breast cancer patients, adjuvant anti-estrogen treatment with aromatase inhibitors (AIs) and tamoxifen significantly reduced the risk of recurrence and death in all age groups studied^2^. In addition to the adjuvant setting, anti-estrogen treatments are also effective in the metastatic setting and, although not curative, extend survival. In postmenopausal women with ER^+^ breast cancer, AIs are superior to tamoxifen^3^. However, the side-effects of the two types of drugs differ and some patients may not be eligible for AI treatment due to co-morbidities^3^. Tamoxifen is therefore maintained as an adjuvant treatment option for postmenopausal ER^+^ breast cancer patients. Further, tamoxifen is a recommended treatment modality for premenopausal breast cancer patients. Although tamoxifen is of great benefit for many ER^+^ breast cancer patients, recurrence occurs in approximately 30% over 15-years of follow-up^2^.

Tamoxifen is a selective estrogen receptor modulator (SERM) with both antagonistic and agonistic tissue-dependent effects. In vitro, tamoxifen acts as a partial estrogen antagonist, by antagonizing the estrogen regulation of the transcription of most ER-regulated genes and inhibiting growth of estrogen receptor-dependent breast cancer cells^4–6^. Tamoxifen resistance has been studied in vitro and at the clinical level. Loss of ERα expression during adjuvant tamoxifen therapy has been observed in approximately 20% of recurring patients^7,8^, however, tamoxifen resistance can be acquired with intact functional ER signaling, since studies have shown that patients with acquired tamoxifen resistance may benefit from fulvestrant or AIs^9–11^.

The minichromosome maintenance 3 protein (MCM3) protein belongs to a family of 6 highly conserved minichromosome maintenance proteins (MCM2-MCM7) that are essential to ensure eukaryotic DNA is replicated only once per cell cycle, and additionally acts as a helicase to drive replication elongation. In late M1 phase, cdt1 and cdc6 recruits a heterohexamer complex of MCM2-7, which is loaded on to the origin of replication forming the pre-replication complex. Activation of the pre-replication complex occurs by cdc7-, cdc45-, DBF4- and S-phase cyclin-dependent kinases along G1-S phase transition^12^.

In this study, quantitative proteomic analysis revealed upregulation of MCM3 in tamoxifen- and AI-resistant breast cancer cells and knockdown of MCM3 resensitized these cells to tamoxifen or letrozole and resulted in altered phosphorylation of cell cycle regulator proteins. The clinical relevance of MCM3 expression as a biomarker was demonstrated in primary ER^+^ breast cancers of 4 large well-characterized cohorts of ER^+^ breast cancer patients.

## Results

### Quantitative proteomic analysis reveals altered protein expression levels in tamoxifen-resistant vs. parental breast cancer cell lines

To identify protein and pathways alterations associated with tamoxifen resistance, the proteomes of parental tamoxifen-sensitive MCF-7/S0.5 and tamoxifen-resistant TamR-1 cell lines were compared using SILAC-labeling and quantitative LC-MS/MS. The mass spectrometry data identified 4,448 proteins (>two unique peptides, FDR of 1%), of which 539 exhibited significant altered expression in TamR-1 vs. MCF-7/S0.5 cells (Supplementary Table 1). The 539 proteins with altered expression could be sub-grouped into kinases, transcription factors, receptor proteins, cell adhesion proteins, cell cycle proteins and stress response proteins (Fig. 1a). Among the kinases, expression of AKT1, PDK2, and A-Raf were higher, while proto-oncogenes YES1 and IGF-1R, were lower in TamR-1 vs. MCF-7/S0.5 (Fig. 1a, b). Among transcription factors, KDM5B, JUNB, and NFKB2 showed increased expression, while FOXO3 and FOXJ3 were expressed at a lower level in TamR-1 vs. MCF-7/S0.5 (Fig. 1a). In agreement with previous studies, we found lower ERα (1.5-fold) and severely reduced (10-fold) expression of PGR in TamR-1 vs. MCF-7/S0.5^6,13^. Among the cell cycle and stress response proteins, the conserved family of DNA replication licensing factor MCM complex proteins, including MCM3, −6 and −7 and the DNA damage-response serine/threonine kinase ATR, exhibited higher expression, while the cell cycle regulatory protein p95 (NBS1) and CtIP exhibited reduced expression in TamR-1 vs. MCF-7/S0.5 cells (Fig. 1a). The altered expression of selected proteins from each sub-group, including AKT1, IGF-1R, JUNB, FOXO3a, ERα, ATR, and CtIP, was validated by Western blotting (Supplementary Fig. 1). Sixteen of the 30 protein kinases exhibiting altered expression in TamR-1 vs. MCF-7/S0.5 could be associated with different pathways of which AKT1, IGF1R, and PRKCD were all involved in pathways such as MAPK-, ErbB-, and insulin signaling pathways (Fig. 1b).

**Fig. 1:**
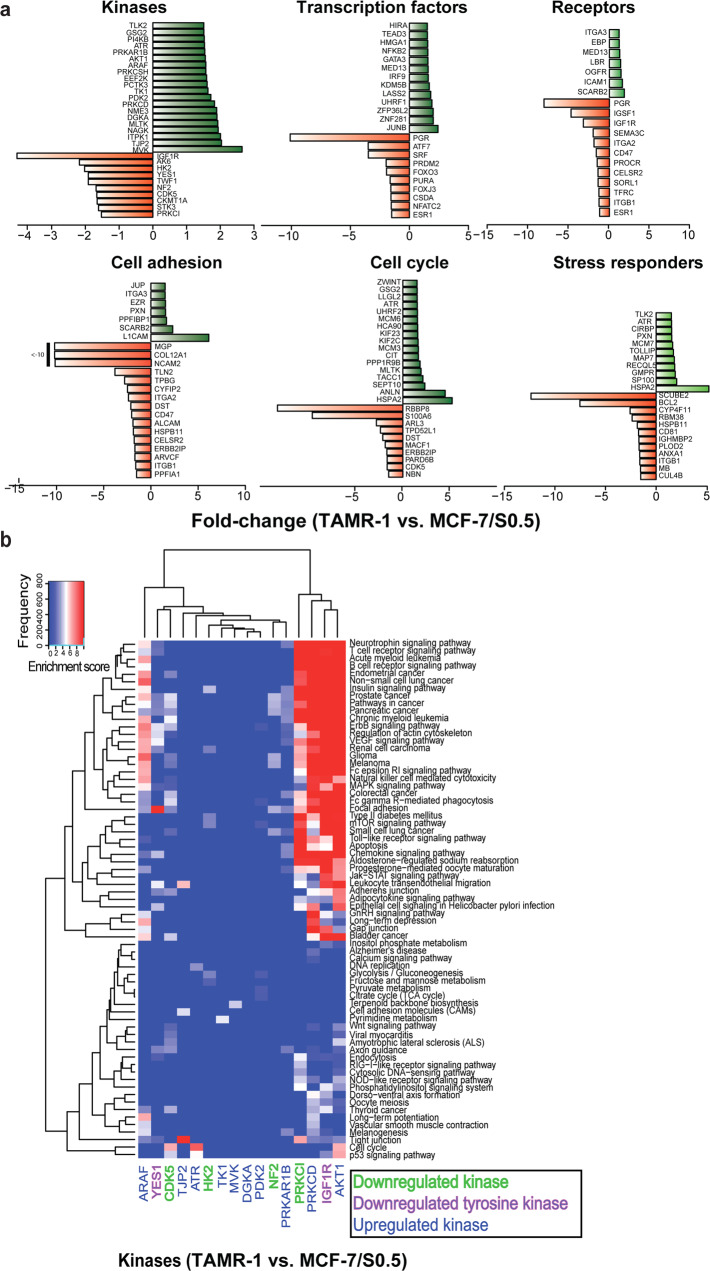
Protein expression in tamoxifen-resistant cells by quantitative proteomic analysis. (**a**) Proteins exhibiting altered expression levels above 1.5-fold in TamR-1 vs. MCF-7/S0.5 were sub-grouped into kinase-, transcription factor-, receptor-, cell adhesion-, cell cycle and stress response proteins. (**b**) Heatmap of pathways associated with subnetworks centered around each of the 16 kinases from larger significant protein networks (STRING score > 0.7) among the regulated kinases shown in (**a**). A global functional association network was constructed using the probabilistic algorithm STRING based on identified proteins exhibiting altered expression by >1.5-fold. Subsequently, networks of direct neighbors for each regulated kinase were extracted and subjected to KEGG pathway analysis. using the bioinformatical tool DAVID by applying hypergeometric enrichment testing (Fisher’s Exact test) and subsequent adjustment for multiple testing using the standard Benjamini-Hochberg (BH) algorithm to obtain an adjusted *p*-value. The significance level was set to 0.05 after BH-adjustment. Finally, an enrichment score was defined as –log10(P). Color key indicates the pathways enrichment score. Kinases central to each subnetwork are shown as expressed in TamR-1 vs. MCF-7/S0.5 and listed as the column names in the heatmap. Upregulated kinases are shown in blue, downregulated kinases in green, and downregulated tyrosine kinases in purple. The pathways as listed as the row names in the heatmap.

### DNA replication and cell cycle functions are enriched in tamoxifen-resistant breast cancer cells

Protein-protein interaction network analysis of the 539 proteins exhibiting altered expression was performed using the STRING database (Supplementary Fig. 2a). MCODE analysis of the global network extracted five highly connected subnetworks (Supplementary Figs 2b and 3a). Deciphering the functional subnetworks with KEGG pathway analysis showed that DNA replication and cell cycle functions were greatly enriched among the regulated proteins (Supplementary Figs. 2b and 3b). Interestingly, subnetwork 1 included the family of MCM proteins, including MCM3, MCM4, MCM5, MCM6 and MCM7, and the serine/threonine kinase ATR, that were all more highly expressed in TamR-1 vs. MCF-7/S0.5 (Supplementary Fig. 3a, c) and involved in DNA replication and cell cycle functions.

### MCM3 expression is associated with short recurrence-free and overall survival in early-stage, ER^+^ breast cancer patients treated with tamoxifen mono-therapy

To explore whether MCM expression levels were associated with clinical outcome of tamoxifen treatment, we evaluated MCM3 expression by immunohistochemistry in three independent cohorts ER^+^ breast cancer patients. In addition, we evaluated MCM3 expression at the mRNA level in a large cohort (cohort 3) of ER^+^ breast cancer patients treated with endocrine therapy (*n* = 1802), ER^+^ patients who did not receive any systemic therapy (*n* = 503) as well as ER^−^ breast cancer patients (*n* = 250). The first cohort consisted of postmenopausal patients with early ER^+^ breast cancers (*n* = 79) who received adjuvant tamoxifen mono-therapy for 5 years (Supplementary Table 2) of which 68 had sufficient tumor tissue for MCM3 staining. Evaluation of MCM3 staining showed that its expression was limited to the nucleus of tumor cells, while other cells in the tumor such as lymphocytes and stromal cells were generally negative (Supplementary Fig. 4). The analysis showed that patients with MCM3-positive (MCM3^+^) tumors were significantly more likely to develop recurrence and die than patients with MCM3-negative (MCM3^−^) tumors (Fig. 2a, b). Multivariate analysis showed that MCM3 expression was independent of tumor size, lymph node status, tumor grade, and age in its association with RFS (*p* < 0.003) and OS (*p* < 0.008) (Table 1).

**Fig. 2:**
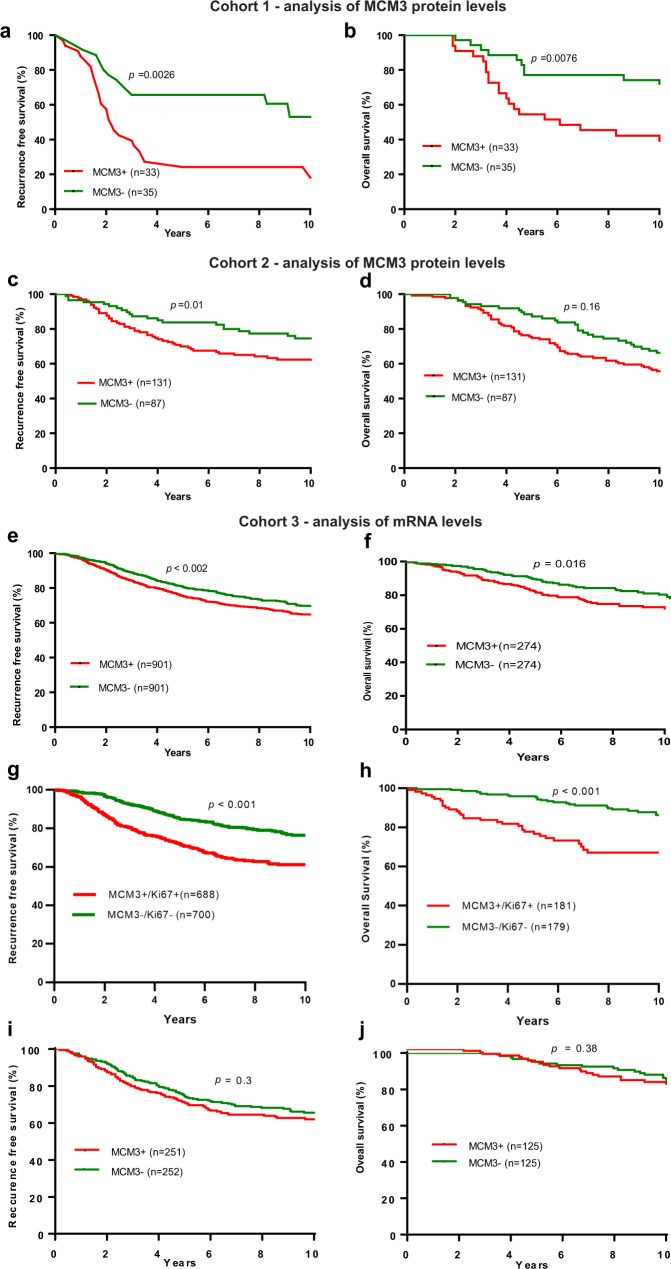
Association of MCM3 expression with clinical outcome in endocrine treated-patients. Kaplan-Meier plots showing the association of MCM3 expression with 10-year recurrence-free survival (RFS) and overall survival (OS) in ER^+^, adjuvant endocrine treated patients in cohort 1 (**a**, **b**) that consisted of 79 ER^+^ breast cancer patients who received 5 years of adjuvant tamoxifen monotherapy, and in cohort 2 (**c**, **d**) that consisted of 218 post and perimenopausal ER^+^ breast cancer patients who received adjuvant tamoxifen monotherapy assessed by immunohistochemistry. The association of MCM3 expression with PFS and OS in cohort 3 (**e**, **f**) that consisted of 1802 adjuvant endocrine treated ER^+^ breast cancer patients where MCM3 expression was assessed by gene array. The prognostic significance of the combination of MCM3/Ki67 in ER^+^ breast cancer patients as demonstrated by correlation to disease progression (**g**) or death (**h**) in patients included in cohort 3 using Cox regression analysis. Evaluation of the association of MCM3 mRNA expression with PFS (**i**) and OS (**j**) in the 503 ER^+^ breast cancer patients in cohort 3 who did not receive adjuvant endocrine or chemotherapy showed no significant correlation between MCM3 expression and clinical outcome.

**Table 1:** Correlation of selected clinical parameters and MCM3 expression with clinical outcome in the 3 cohorts of breast cancer patients where MCM3 expression was measured by immunohistochemistry.

	Cohort 1				Cohort 2				Cohort 4			
	RFS		OS		RFS		OS		RFS		BCSS	
Clinical parameter	*P* value	HR (95% CI)	*P* value	HR (95% CI)	*P* value	HR (95% CI)	*P* value	HR (95% CI)	*P* value	HR (95% CI)	*P* value	HR (95% CI)
MCM3	0.0026	2.7 (1.4–5.3)	0.007	2.5 (1.3–4.6)	0.01	2.0 (1.2–3.3)	0.16	1.4 (0.89–1.89)	0.033	2.5 (1.1–5.7)	0.044	2.9 (1.0–8.1)
Lymph node	0.002	2.4 (1.4–4.2)	0.002	2.5 (1.4–4.6)	0.0001	2.6 (1.7–4.0)	0.0001	2.1 (1.5–3.0)	NA	–	NA	–
Tumor size	0.4	0.9 (0.6–1.4)	0.9	0.9 (0.6–1.5)	0.005	1.7 (1.2–2.4)	0.002	1.6 (1.2–2.1)	0.7	1.2 (0.5–2.6)	0.065	2.4 (0.9–5.9)
Age	0.9	0.9 (0.9–1.0)	0.7	1.0 (0.9–1.1)	0.87	1.0 (0.96–1.03)	0.02	1.2 (1.0–1.05)	0.3	0.7 (0.3–1.4)	0.7	0.8 (0.3–2.1)
Tumor grade	0.012	3.4 (1.3–8.9)	0.03	2.6 (1.1–6.6)	0.6	1.1 (0.85–1.3)	0.8	1.02 (0.85–1.2)	0.1	1.6 (0.8–3.3)	0.3	1.6 (0.7–3.8)

Variables were analyzed as follows: MCM3 (+ vs. −), tumor size (<20 mm vs. >20 mm), tumor grade (1 vs. 2 and 3), nodal status (+ vs. −), age (< or = 59 vs. > 59). 95% CI (95% confidence interval). Bold data represent significant values. *RFS* relapse-free survival, *OS* Overall survival, *BCSS* breast cancer-specific survival.

Subsequently, MCM3 expression was evaluated in the second cohort consisting of 218 postmenopausal patients with high-risk, early-stage, ER^+^ breast cancers, who had received adjuvant tamoxifen mono-therapy (Supplementary Table 2). MCM3^+^ tumors were significantly associated with poor 10-year RFS compared to MCM3^−^ tumors. However, the association to OS did not reach statistical significance in this cohort (Fig. 2c, d). Multivariate analysis revealed that MCM3 expression in this cohort was an independent prognostic factor associated with a shorter RFS (*p* = 0.01) (Table 1).

Next, we analyzed the correlation between MCM3 mRNA expression and outcome in a large cohort of 1802 endocrine-treated ER^+^ breast cancer patients that received adjuvant endocrine therapy, ER^+^ breast cancer patients that did not receive adjuvant therapy (*n* = 504 for PFS and *n* = 250 for OS) as well as ER^−^ patients (*n* = 249 for PFS and *n* = 104 for OS) available through KM plotter 2014 version^14^. In agreement with the MCM3 analysis by immunohistochemistry, the gene expression data showed that endocrine treated patients with primary tumors exhibiting high MCM3 mRNA level were significantly more likely to develop recurrence (HR 1.3, 95%CI 1.13–1.56, *p* = 0.0019) and die (HR 1.7, 95%CI 1.1–2.3, *p* = 0.016) than patients with low MCM3 mRNA level (Fig. 2e, f). In contrast, no correlation between MCM3 mRNA expression and clinical outcome in ER^−^ breast cancer patients was observed using mRNA data in KM plotter (data not shown).

Next, we evaluated whether MCM3 is a predictive marker of adjuvant tamoxifen treatment benefit. The MCM3 level was examined by immunohistochemistry in the Stockholm Tamoxifen (STO-3) trial from the Stockholm Breast Cancer Study Group randomizing postmenopausal lymph node-negative breast cancer patients to receive adjuvant tamoxifen versus not^15^. MCM3 expression was evaluated in 683 accessible tumors, of which 516 (78%) were ER^+^ and 147 (22%) were ER^−^ (Supplementary Table 2). Of the 516 ER^+^ patients, 267 (51.7%) were treated with adjuvant tamoxifen. In this subgroup, MCM3^+^ tumors were detected in 125 of 267 (47%) ER^+^ patients. These patients had a significantly shorter RFS than those with MCM3^−^ tumors (Fig. 3a), supporting the findings in the first 3 cohorts. Interestingly, patients with MCM3^+^ tumors also had a significantly shorter breast cancer-specific survival (BCSS) compared to patients with MCM3^−^ tumors (Fig. 3b). Multivariate analysis revealed that MCM3 expression was an independent prognostic factor associated with RFS (*p* = 0.033) and a BCSS (*p* = 0.044) in ER^+^ patients in cohort 4 (Table 1).

### MCM3 is a predictive marker of adjuvant tamoxifen treatment benefit in early-stage ER^+^ breast cancer patients

To determine whether MCM3 had a predictive potential in addition to its prognostic value, the association of MCM3 expression and clinical outcome was investigated in 2 cohorts of ER^+^ breast cancer patients that did not receive adjuvant endocrine or chemotherapy; one based on gene array data obtained from KMplot.com and the second based on immunohistochemical evaluated of this subgroup of the STO-3 cohort. Interestingly, no significant correlation between MCM3 expression and RFS (*p* = 0.3, or *p* = 0.24) or breast cancer-specific death (*p* = 0.34 or *p* = 0.74) was observed for neither of the two cohorts (Fig. 2i, j and Fig. 3c, d), suggesting that MCM3 has potential as a predictive marker that can stratify ER^+^ patients into good and poor responders of adjuvant tamoxifen treatment. Further analysis showed that MCM3 was not significantly associated with RFS or breast cancer-specific death in the ER^−^ patient subgroup in the STO-3 cohort (Fig. 3e, f) and similar observation was made in ER^−^ patients obtained from the KM plotter data (data not shown), which suggests that the prognostic and predictive value of MCM3 is restricted to the ER^+^ breast cancer subgroup.

**Fig. 3:**
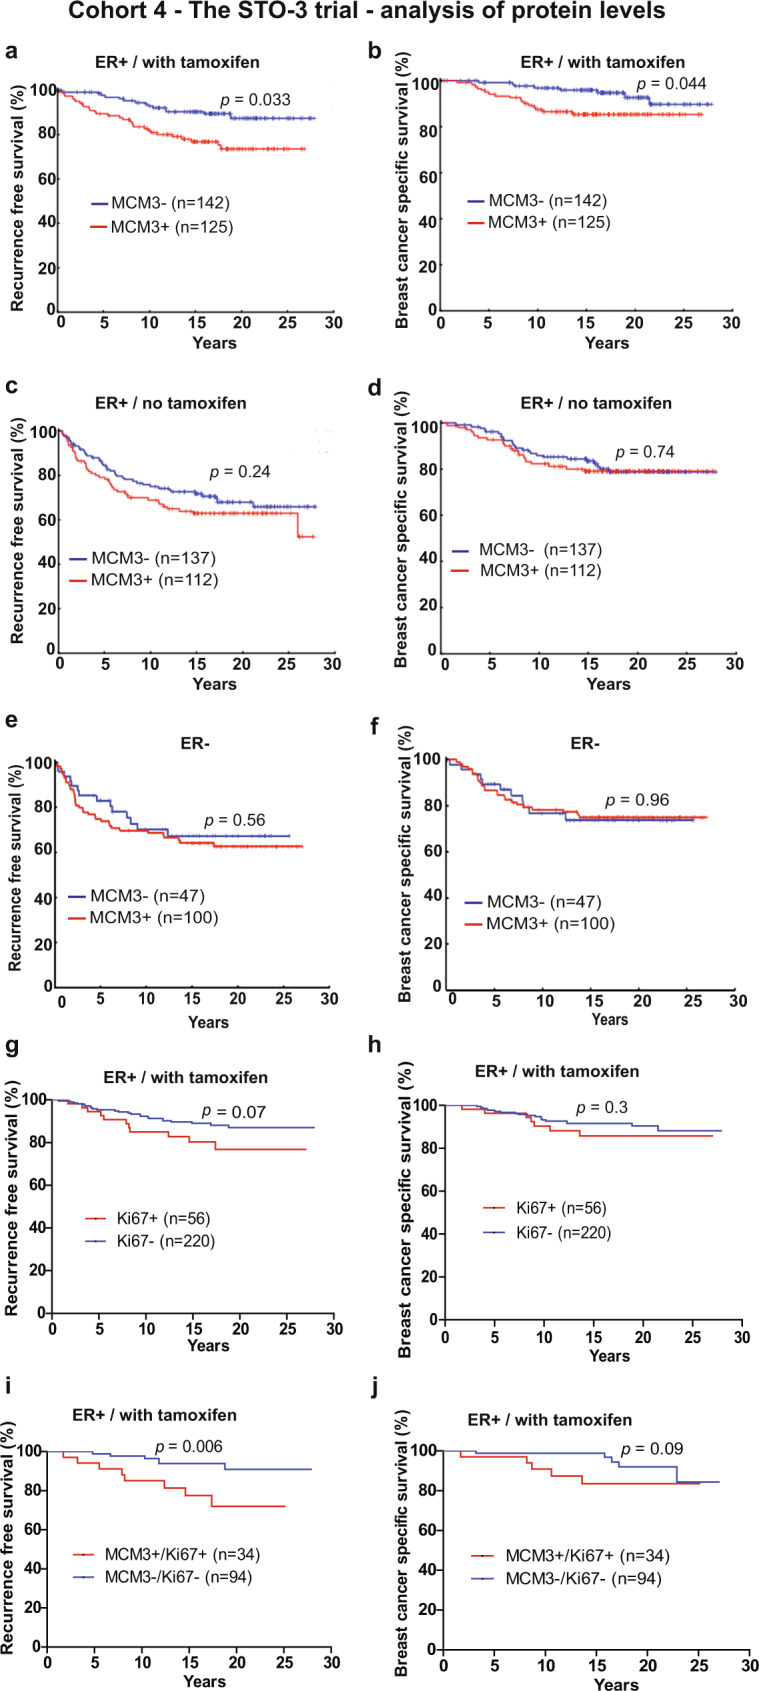
Association of MCM3 expression with clinical outcome in tamoxifen-treated patients. Kaplan-Meier plots showing the association of MCM3 expression with recurrence-free survival (RFS) and breast cancer-specific survival (BCSS) in cohort 4 consisting of adjuvant tamoxifen-treated or -untreated postmenopausal, high-risk, ER^+^ breast cancer patients from the STO-3 trial. In ER^+^ adjuvant tamoxifen-treated patients, MCM3^+^ expression was significantly associated with a shorter RFS (**a**) and BCSS (**b**) compared to MCM3^−^ tumors. However, in adjuvant untreated patients, MCM3 expression was not significantly associated with RFS (**c**) or BCSS (**d**). Moreover, in the ER^−^ subgroup of this cohort, MCM3 expression did not significantly correlate with RFS (**e**) or BCSS (**f**). Ki67 expression was evaluated in the tamoxifen-treated patient population and shown not to significantly correlate to RFS (**g**) or BCSS (**h**). Combining MCM3 expression with Ki67 significantly improved correlation to RFS (**i**), but not BCSS (**j**). The log-rank (Mantel-Cox) test was used to determine statistical significance.

### Comparison of the prognostic potential of MCM3 and Ki67 in ER^+^ breast cancer patients who received adjuvant endocrine therapy

Since the MCM3 protein is involved in cell proliferation and is consistently associated with outcome of ER^+^ breast cancer patients who received adjuvant endocrine therapy, we questioned whether the prognostic potential of MCM3 expression is affected by Ki67, a molecule widely used as a proliferative marker. Ki67 is a clinically used marker to distinguish high versus low proliferative tumors, which is especially important for ER^+^ breast cancers. Univariate analysis showed that Ki67 expression is significantly correlated to clinical outcomes in cohorts 1, 2, and 3, but not in cohort 4 (Table 2, Fig. 3g–j). For cohort 3 we further investigated whether the prognostic potential of MCM3 can be affected by Ki67 expression levels by performing multivariate analysis using Cox proportional hazards model with MCM3 and Ki67 as co-variates. The result showed that the 2 markers independently correlate to RFS (MCM3: HR 1.32, 95% CI 1.11–1.58, *p* = 0.002; Ki67: HR 1.27 95*%* CI 1.05–1.55, *p* = 0.013). MCM3 was independent of Ki67 in its correlation to OS (HR 1.67, 95% CI 1.12–2.5, *p* = 0.012). However, the correlation of Ki67 to OS was not significant (*p* = 0.8) when controlling for MCM3 expression, consistent with the observation in cohort 4, where Ki67 failed to show significant correlation to clinical outcome (Fig. 3g, h). This suggests that MCM3 expression is a more consistent and reliable marker of clinical outcome in ER + breast cancer patients than Ki67. Taken together, the results suggest that MCM3, in addition to being a predictive marker of tamoxifen benefit in ER^+^ breast cancer, is a more consistent prognostic marker in ER^+^ breast cancer than Ki67, and may add information to clinical decision-making beyond that of Ki67.

**Table 2:** Correlation between Ki67 expression levels and clinical outcome in 4 independent cohorts of tamoxifen-treated ER^+^ breast cancer patients.

Cohort	Progression free survival		Overall survival (or BCSS^a^)	
	HR (95% CI)	*P* value	HR (95% CI)	*P* value
Cohort 1	2.8 (1.48–5.3)	0.003	2.4 (1.2–4.8)	0.012
Cohort 2	1.8 (1.05–2.9)	0.03	1.7 (1.1–2.7)	0.011
Cohort 3	1.5 (1.3–1.8)	<0.0001	2.4 (1.7–3.5)	<0.0001
Cohort 4	2.1 (0.93–4.97)	0.07	1.7 (0.6–4.4)	0.30

^a^For cohort 4 breast cancer-specific survival (BCSS) was considered the clinical end-point, while in cohorts 1, 2, and 3, death irrespective of cause was considered the clinical endpoint.

### Reduction of MCM3 protein expression restored tamoxifen and AI sensitivity in resistant cells

Based on the important clinical data on MCM3 as a prognostic marker and a predictive biomarker for tamoxifen responsiveness, we examined the underlying mechanism by which MCM3 confers endocrine resistance. Initially, the higher MCM3 level in tamoxifen-resistant vs. parental cells was confirmed by Western blotting (Fig. 4a and Supplementary Fig. 5a) and found to be independent of the growth rate (Supplementary Fig. 5b). Higher MCM3 level was also observed in T47D-derived tamoxifen-resistant (T47D/R) cells vs. parental cells (T47D/S2) (Fig. 4a and Supplementary Fig. 5a) and in AI-resistant (letrozole) cell line (LetR1) vs. parental cells (Fig. 4b). We also found increased MCM3 level (1.5–1.7 fold) in MCF-7 cells cultured 6–10 months in estrogen-deprived medium, referred to as long-term estrogen-deprived (LTED) cells vs. those cultured at normal conditions (Supplementary Table 3). In contrast, MCM3 level was not increased in the fulvestrant-resistant cell line (FulvR-1) compared to the parental cells (MCF-7/S0.5) (Supplementary Fig. 5c).

**Fig. 4:**
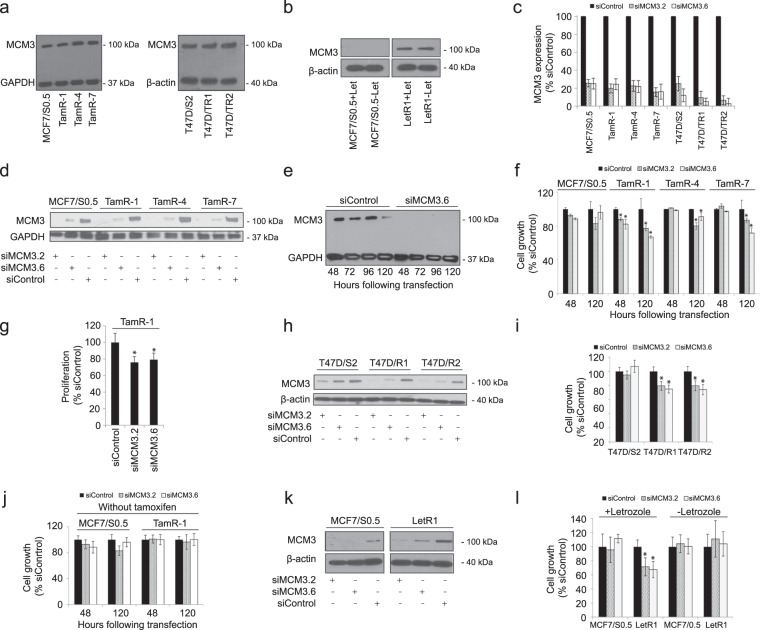
Resistant cells regain sensitivity to tamoxifen and letrozole following MCM3 knockdown. Increased MCM3 protein levels in tamoxifen- or aromatase inhibitor-resistant vs. -sensitive cell lines was confirmed by Western blotting using whole cell lysate in (**a**) two tamoxifen-resistant models, one MCF-7-based (MCF-7/S0.5 vs. TamR-1, TamR-4 and TamR-7) and one T47D-based (T47D/S2 vs. T47D/TR-1 and T47D/TR-2) and in (**b**) a letrozole-resistant model (MCF-7/S0.5 vs. LetR1). Transfection of cells with 2 separate MCM3 targeting siRNAs (siMCM3.2 and siMCM3.6) resulted in > 75% reduction in the expression of MCM3 compared to a scrambled siRNA (siControl) used as a control, as measured by RT-qPCR at 48 h (**c**) and Western blotting at 96 h (**d**) or at 48, 72, 96 and 120 h (**e**). Data are representive of three independent experiments. (**f**) Knockdown of MCM3 by either of the two siRNAs in TamR cells treated with 10^−6^M tamoxifen significantly decreased growth compared to siControl transfected cells measured by a colorimetric crystal violet assay at 120 h. The reduction in cell growth of MCM3 knockdown was confirmed in three independent experiments. Data is represented as OD590 values ± s.e.m of triplicates. (**g**) Cell proliferation as measured by BrdU incorporation demonstrated significantly lower proliferation of TamR-1 cells transfected with siMCM3.2 and siMCM3.6 compared to siControl-transfected cells. Similarly, transfection of the tamoxifen-resistant cell lines T47D/S2, T47D/TR-1, and T47D/TR-2 with two separate siRNAs targeting MCM3 lead to 70–90% reduction of MCM3 levels vs. siControl, as measured by RT-qPCR at 48 h (**c**) and by Western blotting at 96 h (**h**), and significantly reduced growth of T47D/TR-1 and T47D/TR-2 in the presence of 10^−6^M tamoxifen (**i**) as measured by a colorimetric crystal violet assay. In contrast, the growth of the tamoxifen-sensitive parental cell lines MCF-7/S0.5 (**f**) and T47D/S.2 (**i**) or tamoxifen-resistant TamR-1 cells cultured in the absence of tamoxifen (**j**) transfected with siMCM3 was not significantly reduced compared to cells transfected with siControl. A representative of three independent experiments in which data is represented by OD590 values ± s.e.m in triplicates is shown, *p < 0.05. Transfection of the letrozole-resistant cell line LetR1 vs. MCF-7/S0.5 with two separate siRNAs targeting MCM3 resulted in significant reduction of MCM3 levels vs. siControl as measured by Western blotting at 96 h (**k**), and significantly reduced growth of LetR1 in the presence, but not in the absence, of letrozole (**l**), as measured by a colorimetric crystal violet assay at 120 h. *p < 0.05. PUM1 was used as a reference gene in the RT-qPCR and β-actin or GAPDH was used as loading control for Western blotting.

The effect of MCM3 expression on growth of the different MCF-7-derived tamoxifen-resistant cell lines treated with tamoxifen was studied by MCM3 silencing using two different siRNAs, siMCM3.2 and siMCM3.6. MCM3 knockdown resulted in significantly reduced growth of TamR-1 (*p* ≤ 0.037), TamR-4 (*p* = 0.013), and TamR-7 (*p* ≤ 0.048) in tamoxifen-containing medium as measured by colorimetric crystal violet assay, but did not significantly affect the growth of tamoxifen-sensitive parental MCF-7/S0.5 cells, indicating that up-regulation of MCM3 is important for the resistant phenotype (Fig. 4f). MCM3 knockdown also reduced proliferation as determined by a BrdU incorporation assay, as demonstrated for TamR-1 (Fig. 4g). Together this suggests that increased MCM3 expression protects tamoxifen-resistant cell lines against tamoxifen-induced growth inhibition.

To confirm that these observations were not restricted to one cell line model, MCM3 was also silenced in two T47D-derived tamoxifen-resistant (Fig. 4c, h) and the letrozole-resistant LetR1 cell lines (Fig. 4k). Lowering MCM3 expression led to significantly reduced growth of T47D/TR-1 (*p* = 0.033) and T47D/TR-2 (*p* = 0.008) cells in tamoxifen-containing medium (Fig. 4i and Supplementary Fig. 5d) and LetR1 cells (*p* = 0.001) in letrozole-containing medium (Fig. 4l and Supplementary Fig. 5e). Importantly, MCM3 knockdown in parental cells did not significantly inhibit growth (Fig. 4i, l). Neither did MCM3 knockdown in the resistant cells in absence of tamoxifen or letrozole (Fig. 4j, l), suggesting that the importance of MCM3 to the growth and survival is dependent on the ER pathway.

Next, the effect on MCM3 knockdown on apoptosis was evaluated in the MCF7- and T47D-based tamoxifen-resistant and corresponding parental cells (Fig. 5a, b) using camptothecin treated or untreated cells as a positive (signal intensity of 1.7) and negative control (signal intensity of 0.011) respectively. Knockdown of MCM3 resulted in significant enhancement of tamoxifen-induced apoptotic cell death in tamoxifen-resistant breast cancer cell lines (Fig. 5a, b), while no significant difference was observed in the absence of tamoxifen, with the exception of TamR-7. Furthermore, no significant change in apoptosis was observed following MCM3 knockdown in the parental cell lines.

**Fig. 5:**
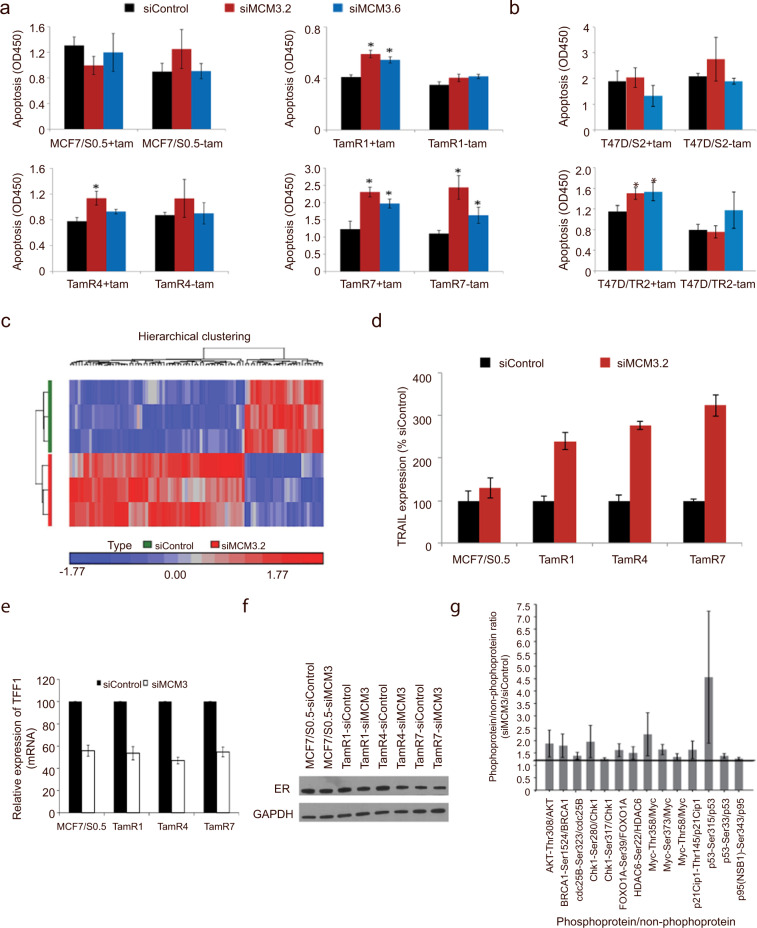
Reduction of MCM3 levels enhances apoptosis and reduces ER-transactivation. Apoptotic cell death following siRNA-mediated knockdown of MCM3 was analyzed in two different tamoxifen-resistant breast cancer cell line models, (**a**) one MCF-7-based consisting of 3 tamoxifen-resistant TamR-1, TamR-4 and TamR-7, and the parental (MCF-7/S0.5) cells and (**b**) one T47D-based consisting of one tamoxifen-resistant (T47D/TR2) and the parental (T47D/S2) cells. Apoptosis was measured by ELISA at 96 h following transfection with two different siRNAs targeting MCM3 (siMCM3.2 and siMCM3.6) and control siRNA (siControl) in the presence (+tam) or absence (-tam) of 10^−6^M tamoxifen. *p < 0.05. A representative of three independent experiments, each performed in triplicate, is shown. (**c**) Heatmap showing the effect of MCM3 knockdown on gene expression in TamR cell lines as evaluated using Affymetrix HG-U133 plus 2 gene array. Data analysis was performed using Partek Genomic Suite. Raw Affymetrix intensity measurements were normalized and summarized into gene expression measurements using Robust Multiarray Average. Levels of (**d**) TRAIL, (**e**) the estrogen-regulated gene TFF1 (pS2) and (**f**) estrogen receptor (ER) in MCF7/S0.5 and TamR cell lines following MCM3 gene knockdown (comparing siMCM3.2- vs. siControl-transfected cells) as determined by RT-qPCR or Western blotting. PUM1 was used as a reference gene in the RT-qPCR and GAPDH used as Western blot loading control. (**g**) Phosphorylation alterations of 14 cell cycle regulator proteins in TamR cells following MCM3 knockdown as determined by protein array. The bold line indicates a 1.2-fold regulation. Fold-changes are the mean values of 3 biological experiments.

To address the underlying mechanism of the decreased cell growth and increased apoptosis in endocrine-resistant cells, we performed global gene array analysis of TamR-1, TamR-4, TamR-7, and parental MCF/S0.5 cells following siRNA MCM3 knockdown or transfection with siControl using Affymetrix HG-U133 plus 2 arrays. 

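MCM3 mRNA was lower in every cell line after transfection with siRNA against MCM3. Its log2 value was 9.94 in TamR-1, 10.31 in TamR-4 and 9.66 in TamR-7 with siMCM3, against 11.62, 11.67 and 11.39 with siControl. In the 3 TamR lines it fell by 1.59 ± 0.20 on the log2 scale (SD, n = 3 lines), to 33.2% of the control level (SE 0.11, adjusted p = 0.000913 from limma). In MCF-7/S0.5 the value was 9.97 with siMCM3 and 11.54 with siControl, or 33.6% of the control level. Of the mRNAs of the other subunits of the replicative helicase to which MCM3 belongs (MCM2, MCM4, MCM5, MCM6 and MCM7), none passed the test in TamR, with log2 fold changes from -0.20 for MCM6 to 0.03 for MCM4.
MCF-7/S0.5 is a tamoxifen-sensitive subline of the estrogen receptor-positive breast cancer line MCF-7, adapted to low serum and grown with 1% serum, and TamR-1, TamR-4 and TamR-7 were established from it by extended tamoxifen treatment. The paper gives 1 µM tamoxifen in the medium of the TamR lines, where the sample labels write 10e6 mM, and none for MCF-7/S0.5, so line and drug cannot be separated. Cells were electroporated with siRNA (300 nM in the paper's protocol, with 2 siRNAs combined or 1 alone, and which of these the arrays used is not stated), RNA was purified after 48 h, and each of the 8 RNA samples was hybridized to its own array, 1 for each cell line and siRNA. The authors summarized the scanner intensities into 1 log2 value per probe set with Robust Multiarray Average, and these deposited values were used without further normalization. After 52 spike-in controls were left out, 54623 probe sets were tested, of which 41097 had 1 gene symbol in the platform's gene table, 1801 had several and 11725 had none.
Fold changes are siMCM3 minus siControl on the log2 scale within a line. The TamR effect was tested over 6 arrays with limma, with the cell line as a block and Benjamini-Hochberg adjustment over all probe sets tested, and a probe set was called at an adjusted p under 0.05. Because each line has 1 array per siRNA, the p-values rest on the spread between the lines and not on repeat transfections. With limma, each probe set's spread is drawn toward a value shared by all probe sets, so it is not that of its 3 lines alone. The number of arrays limits the precision. The change in MCF-7/S0.5 has no replicate, and tests of the difference between TamR and MCF-7/S0.5 assume that it varies like the TamR lines. In simulated data, where few probe sets were changed, the test of the difference recovered 2.74% of 2-fold differences. On the arrays many more were called, which makes the adjusted cut-off less strict, so the share missed there is not known. Some differences near 2-fold were called on the arrays and others were not. A difference that was not called therefore does not show that the changes were equal.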

To identify the genes that were functionally related to growth inhibition in TamR cells following MCM3 knockdown, we focused on those genes that were regulated in TamR, but not in the parental MCF7/S0.5 cells, transfected with MCM3-specific siRNAs. This analysis led to the identification of 77 genes with altered expressions (FDR < 0.05 and ≥ 1.5 fold altered expression) (Fig. 5c, Supplementary Table 4) and enrichment analysis using Ingenuity Pathway Analysis (IPA) revealed that the genes were associated with cell signaling, cell death and survival, and cell cycle (Supplementary Table 5). 

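A small set of genes moved in the TamR lines and not in MCF-7/S0.5. LRP2, a large endocytic receptor, rose by 1.49 ± 0.35 on the log2 scale (SD, n = 3 lines) in TamR and had a change of -0.10 in MCF-7/S0.5 (adjusted p of the difference = 0.00845 from limma). NDST4, an enzyme of heparan sulfate synthesis, had a change of 1.49 ± 0.44 in TamR and 0.27 in MCF-7/S0.5 (adjusted p of the difference = 0.0407), and CYP4B1, a cytochrome P450, a change of 0.81 ± 0.04 and -0.11 (adjusted p of the difference = 0.0265). NPR3, the natriuretic peptide clearance receptor, fell by 0.80 ± 0.13 in TamR, with 0.19 in MCF-7/S0.5 (adjusted p of the difference = 0.0234). OAS1, an interferon-induced antiviral enzyme, parted by probe set, since one had 1.46 in TamR and 0.39 in MCF-7/S0.5 (adjusted p of the difference = 0.0184) and another 1.60 and 1.81 (adjusted p = 0.736).
Many other genes moved alike in both. SERPINA1, a protease inhibitor, had a log2 fold change of -1.18 in TamR and -1.22 in MCF-7/S0.5 on its lowest probe set, and HERC6, an interferon-induced ubiquitin ligase family member, 1.46 and 1.38. Of 93 probe sets (67 genes) changed at least 1.5-fold in the same direction in each TamR line, 52 (39 genes) were also changed at least 1.5-fold in that direction in MCF-7/S0.5 and 0 in the opposite one. The remaining 41 probe sets, 35 up and 6 down (30 genes), stayed under 1.5-fold in MCF-7/S0.5, and for 11 of them, which cover LRP2, NDST4, CYP4B1, NPR3 and OAS1 among named genes, the difference itself was called.
Over all probe sets, the knockdown effect differed between TamR and MCF-7/S0.5 for 2873, of which 163 were higher and 2710 lower in TamR. On 74.6% of these, the MCF-7/S0.5 siControl array held the extreme value of the 8 arrays on the side that makes the difference, against 32.3% for the MCF-7/S0.5 siMCM3 array. Over all probe sets the shares were 30.6% and 25.0%, and choosing probe sets by a difference from MCF-7/S0.5 by itself favours an extreme value there. The count under 1.5-fold in MCF-7/S0.5 was 75 with 1.4-fold in place of 1.5-fold, 5 with 2-fold, and between 69 and 128 with any 1 TamR line left out.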

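After MCM3 knockdown the TamR lines had more mRNA of some interferon-stimulated genes and less of a few estrogen-regulated genes. Of 54623 probe sets tested with limma, 142 were called, 118 up and 24 down, which cover 82 genes up and 16 down. The highest change was that of CSTA, the protease inhibitor cystatin A, at 1.75 ± 0.18 on the log2 scale (SD, n = 3 lines, adjusted p = 0.000581), and after MCM3 and SERPINA1 the lowest was that of USP13, a deubiquitinase, at -1.15 ± 0.21 on the lowest of its probe sets (adjusted p = 0.00325). CYBRD1, an iron reductase, fell by 0.91, and ST13, a co-chaperone, by 0.91 on the only one of its probe sets that was called.
Of 51 measured interferon-stimulated genes, listed before the data were examined, 13 rose and none fell (40 rose when adjusted over the list alone), with a median log2 fold change of 0.70. Among them, IFIT1, which binds viral RNA, rose by 1.50 ± 0.22 (SD, n = 3 lines, adjusted p = 0.00107), and IFITM1, a membrane protein that restricts virus entry, by 1.30 ± 0.43. The list median was 0.21 in TamR-1, 0.90 in TamR-4, 0.81 in TamR-7 and 0.59 in MCF-7/S0.5. Supplementary Table 4, which the study drew from these arrays, had been seen when the list was written. It holds 14 of the 51 genes, so the list is not fully independent of these data. The list stood above other genes in limma's camera with a preset correlation (adjusted p = 3.26e-50), and not when the correlation was estimated (adjusted p = 0.327 with an estimated correlation). Of 15 antigen presentation genes, 0 were called (7 had an unadjusted p under 0.05, and 5 rose when adjusted over the list alone). PSMB9, an immunoproteasome subunit, had a log2 fold change of 1.04 (adjusted p = 0.208), and the list's camera adjusted p was 3.01e-08 (adjusted p = 0.411 with an estimated correlation).
Of 35 estrogen response genes, 5 fell (SERPINA1, MYBL1, EGR3, PDZK1 and TFF3) and none rose (12 fell and 1 rose when adjusted over the list alone), and the list median was -0.18 (camera adjusted p = 1.24e-08, adjusted p = 0.327 with an estimated correlation). In MCF-7/S0.5 the list median was -0.26, and 3 of the 35 are in Supplementary Table 4. PDZK1, a scaffold protein, fell by 0.73 ± 0.17 in TamR (SD, n = 3 lines) and TFF3, a secreted trefoil peptide, by 0.71 ± 0.14. Their changes in MCF-7/S0.5 were -0.26 and -1.45. Of 28 genes of G2 and mitosis, 0 were called with limma (7 lower and none higher at an unadjusted p under 0.05, none when adjusted over the list alone), and 26 had a mean below 0, with a median of -0.15 (camera adjusted p = 5.96e-07, adjusted p = 0.312 with an estimated correlation). In the TamR lines 13 leukocyte markers had a median of 0.03.
The number of called probe sets was 49 without TamR-4, 264 without TamR-7 and 582 without TamR-1, and 0 without the cell line as a block (985 at an unadjusted p under 0.05). From the genes regulated in TamR and not in parental cells, taken as those functionally related to growth inhibition, the paper goes on by enrichment analysis to state that they were associated with cell signaling, cell death and survival, and cell cycle.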

The two top networks of genes exhibiting altered expression are provided in Supplementary Fig. 6. 

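TNFSF10 encodes TRAIL, a ligand of the tumor necrosis factor family that induces apoptosis through death receptors. On the probe set in Supplementary Table 4, its mRNA rose in TamR by 1.05 ± 0.35 on the log2 scale (SD, n = 3 lines), to 206% of the control level (SE 0.13, adjusted p = 0.0105 from limma). The change was 0.85 in TamR-1, 0.84 in TamR-4 and 1.45 in TamR-7. In MCF-7/S0.5 it was 1.20, or 230% of the control level, and the difference of TamR from MCF-7/S0.5 was -0.15 (SE 0.27, adjusted p = 0.817). The other probe sets of TNFSF10 did not pass the test in TamR, with 0.84 ± 0.48 for the brightest (adjusted p = 0.0781) and 0.42 ± 0.66 for the remaining one (adjusted p = 0.638). Of 24 measured genes of apoptosis, listed before the data were examined and each taken by its brightest probe set, 0 were called with limma (1 higher and 2 lower at an unadjusted p under 0.05, and TNFSF10 alone when adjusted over the list alone). The list median was -0.03. FAS, which encodes a death receptor, had a log2 fold change of -0.27 in TamR (adjusted p = 0.565), and APAF1, which activates caspases, -0.33 (adjusted p = 0.504).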

Analysis of the MCM3-regulated genes unique to TamR showed that TRAIL, a key inducer of apoptosis, was upregulated upon MCM3 knockdown, as confirmed by RT-qPCR (Fig. 5d). 

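EGR3, an immediate early transcription factor induced by estrogen, and F11R, which encodes the junctional adhesion molecule JAM-A, fell in TamR after MCM3 knockdown, while STAT1, a transcription factor of the interferon response, was higher on each of its 4 control probe sets. EGR3 fell by 0.78 ± 0.21 on the log2 scale (SD, n = 3 lines, adjusted p = 0.0226 from limma), to 58.4% of the control level, with -1.01 in TamR-1, -0.60 in TamR-4 and -0.72 in TamR-7. F11R fell by 0.87 ± 0.24 (adjusted p = 0.0128), to 54.6% of the control level, with -1.14, -0.80 and -0.68 in the same order. In MCF-7/S0.5 the change was -0.52 for EGR3 and -1.16 for F11R, and the difference from TamR was not called for either (adjusted p = 0.622 and adjusted p = 0.587). In simulated data with few changed probe sets that test missed most 2-fold differences. The share that it misses on the arrays is not known.
STAT1 was read from 4 control probe sets along its transcript. The one at the MA position rose by 0.68 ± 0.13 in TamR (adjusted p = 0.0311), with 0.45 in MCF-7/S0.5 (adjusted p of the difference = 0.635), and it was singled out after its values were seen, as the only one of the 4 that was called. The others had 0.50 at the 3' end (adjusted p = 0.197), 0.62 at the 5' end (adjusted p = 0.121) and 0.55 at the MB position (adjusted p = 0.106). The platform's gene table does not list the probe sets of F11R and STAT1, and their names are those of Supplementary Table 4. F11R therefore stands here by the 1 probe set that the study had chosen. Any other probe sets of F11R or STAT1 on the array were not read. That table cuts the identifier of STAT1 short, so which of the 4 probe sets it means is not known.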

Among growth and proliferation-related genes, EGR3 and JAM-A (F11R) were downregulated and STAT1 upregulated following MCM3 knockdown in TamR cells. 

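CDKN2B, which encodes the CDK4 and CDK6 inhibitor p15INK4B, and CADM1, the cell adhesion gene also known as TSLC1, rose in TamR after MCM3 knockdown on the probe sets of Supplementary Table 4. CDKN2B rose by 1.32 ± 0.39 on the log2 scale (SD, n = 3 lines, adjusted p = 0.00540 from limma), or 2.50-fold. CADM1 rose by 0.91 ± 0.03 (SD, n = 3 lines, adjusted p = 0.00697), or 1.88-fold. In MCF-7/S0.5 the change was 1.66 for CDKN2B and 1.36 for CADM1, and the difference from TamR was not called for either gene (adjusted p = 0.592 and adjusted p = 0.294). The other probe set of CDKN2B had 0.68 ± 0.36 in TamR (adjusted p = 0.0983). CADM1 parted more by probe set, since its brightest had 0.44 ± 0.13 (adjusted p = 0.198), and the other 4 had changes from -0.19 to 0.40, none of them called. Among 6 measured CDK inhibitor genes, CDKN2B alone was called (also when adjusted over the list alone). CDKN1A, which encodes p21, had a log2 fold change of 0.28 (adjusted p = 0.538), and CDKN1B, which encodes p27, -0.15 (adjusted p = 0.772).

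**Figure D1:**
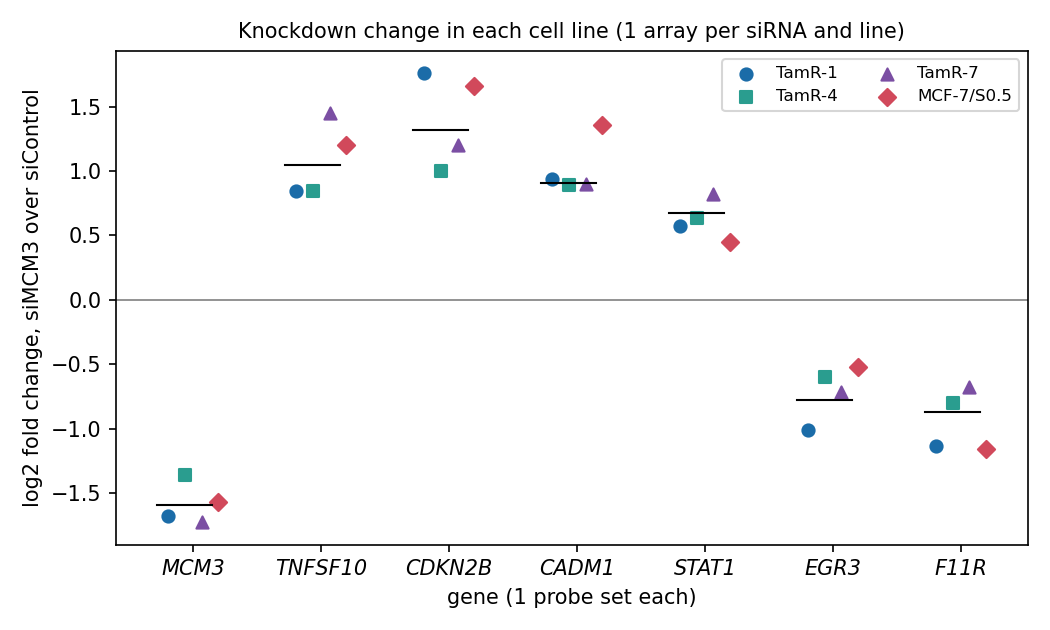
Log2 fold change, siMCM3 over siControl, of 7 genes that the paper names from the array (MCM3, TNFSF10, EGR3, F11R, STAT1 at its MA position, CDKN2B and CADM1) in each cell line, 1 point per line from 1 pair of arrays. The black bar is the mean of TamR-1, TamR-4 and TamR-7, and in each gene the MCF-7/S0.5 point lies on the same side of 0 as the TamR points, for CDKN2B at 1.66 beside a TamR mean of 1.32.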

Finally, two tumor suppressors, CDKN2B and TSLC1, were upregulated upon MCM3 knockdown in TamR cells.

The importance of the ER pathway in mediating the effect of MCM3 on growth and survival in tamoxifen-resistant cells, was demonstrated by evaluation of ER-mediated transactivation, as it is well known that the ER transcriptional activity is reprogrammed upon development of endocrine resistance^16,17^. TFF1 (pS2), an estrogen-regulated gene, was consistently downregulated in tamoxifen-resistant and parental cells following MCM3 knockdown as determined by RT-qPCR (Fig. 5e), while ER levels in tamoxifen-resistant and parental cells were not significantly altered (Fig. 5f).

### MCM3 Reduction Alters Phosphorylation of Cell Cycle Regulator Proteins in Tamoxifen-Resistant Cells

To understand how MCM3 expression may influence tamoxifen resistance, the TamR-1 cells following MCM3 knockdown were analyzed for altered expression of downstream cell cycle-associated molecules using protein/phosphoprotein arrays. Analysis of the antibody-based microarray showed that phospho-protein vs. non-phospho-protein ratios of Cdc25B(Ser^323^)/Cdc25B, Chk1(Ser^280^)/Chk1, Chk1(Ser^317^)/Chk1, p21^Cip1^(Thr^145^/p21^Cip1^, p53(Ser^315^)/p53 and p53(Ser^33^)/p53 were consistently increased when MCM3 expression was reduced (Fig. 5g). IPA analysis of the proteins exhibiting altered phosphorylation revealed cell cycle G1/S checkpoint regulation and G2/M DNA damage checkpoint regulation as the top canonical pathways, and identified one protein network (Supplementary Fig. 7). Phosphorylation of all sites shown in Fig. 5g has been reported to cause activation of cell signaling, and most are associated with DNA damage response and cell cycle arrest, e.g., p53 is phosphorylated at multiple sites in response to DNA damage, including Ser33 and Ser315, which we found to be increased, leading to p53-dependent cell cycle arrest. Phosphorylation of Chk1 at both Ser317 and Ser280, also found to be increased, are both central for the activation of replication checkpoints. Downstream of Chk1, DNA damage causes phosphorylation of Cdc25B at Ser323, which were also increased, mediating G2/M cell cycle arrest. Finally, phosphorylation of Myc at Thr358 and Ser373, also increased, regulates Myc transcriptional activity and Myc phosphorylation at these sites, decreasing the affinity of Myc for Myc-associated factor X and thus decreasing binding of E-box DNA elements. Considering that the phosphorylated forms of several of the above-mentioned cell cycle regulators act as inhibitors of cell cycle progression, increased MCM3 expression in tamoxifen-resistant cells may suppress activation of cell cycle inhibitors and thereby overcome the anti-proliferative effects of tamoxifen.

### Efficacy of CDK4/6 inhibitor treatment is independent of MCM3 expression

CDK4/6 inhibitors (CDK4/6i) have shown impressive improvement of PFS and OS in ER^+^ advanced breast cancer in combination with either aromatase inhibitors or fulvestrant, and these combinations have recently become standard-of-care in this patient population^18–23^. Moreover, combined CDK4/6i and endocrine therapy is currently being tested in the adjuvant setting (NCT02513394, NCT03155997 and NCT03701334) and is expected to also be approved for treatment of primary ER^+^ breast cancer. Therefore, we investigated the role of MCM3 in the response to CDK4/6i. First, we evaluated MCM3 expression by Western blotting after treating ER^+^ breast cancer cells with CDK4/6i alone and in combination with endocrine therapy. We found that CDK4/6i alone reduced MCM3 levels in both endocrine-sensitive (MCF7/S0.5) and -resistant (TamR-1, LetR-1, and FulvR-1) breast cancer cell lines (Fig. 6a). This reduction in MCM3 expression was more significant when CDK4/6i was combined with endocrine therapy in endocrine-sensitive cells, but not in endocrine-resistant cell lines (Fig. 6a). Importantly, no effect on MCM3 expression was observed in ER^+^ breast cancer cell lines resistant to combined CDK4/6i and fulvestrant (MPF-R and TPF-R cells) after treatment with combined therapy (Fig. 6a). We also evaluated the effect of CDK4/6i on MCM3 expression in vivo by transplanting mice with FulvR-1 and MPF-R cells. When tumors reached 100–150 mm^3^, mice were treated with combined CDK4/6i and fulvestrant or vehicle. After sacrifice, the tumors were removed and stained for MCM3 protein expression by immunohistochemistry. Comparable to the results in vitro, we observed that treatment with combined CDK4/6i and fulvestrant decreased MCM3 levels in endocrine-resistant FulvR-1 tumors, but not in MPF-R tumors, which are resistant to combined CDK4/6i and endocrine therapy (Fig. 6b). Next, we investigated whether MCM3 expression affects response to combined CDK4/6i and endocrine therapy in ER^+^ breast cancer cell lines. We observed that growth of both MCM3-low (MCF-7/S0.5 and FulvR-1) and -high (TamR-1 and LetR-1) cell lines was significantly inhibited by CDK4/6i alone or combined with endocrine therapy (Fig. 6c). Furthermore, we found no significant difference in CDK4/6i IC50 between tamoxifen-resistant (high-MCM3) and -sensitive (low-MCM3) cells in either MCF-7 or T47D models (Supplementary Fig. 8a, b). However, letrozole-resistant (high-MCM3) cells showed higher CDK4/6i IC50 compared to the parental cell line MCF-7 (low-MCM3) (Supplementary Fig. 8a). Importantly, CDK4/6i IC50 was not significantly altered following MCM3 knockdown of endocrine-sensitive and -resistant cells (Supplementary Fig.8c and 8d). Together, these results suggest that the effect of CDK4/6i on endocrine-sensitive and -resistant cells is independent of MCM3 levels. To further investigate whether MCM3 is involved in resistance to combined CDK4/6i and endocrine therapy, we performed transient knockdown of MCM3 in MPF-R cells using two different siRNAs, siMCM3.2 and siMCM3.6, which significantly reduced MCM3 protein levels, as evaluated by Western blotting (Fig. 6d). We found that MCM3 knockdown did not significantly alter MPF-R cell growth, proliferation or apoptosis (Fig. 6e–g). Together, these results suggest that MCM3 does not confer resistance to CDK4/6i. Finally, we examined whether MCM3 is a marker of resistance to CDK4/6i, and compared it with another cell cycle molecule, AURKA, which is known to be involved in the mechanisms of resistance to CDK4/6i^24^. We evaluated the expression of MCM3 and AURKA by immunohistochemistry in metastatic lesions from ER^+^ advanced breast cancer patients treated with combined CDK4/6i and endocrine therapy (*n* = 86). Neither MCM3 or AURKA showed a significant correlation with PFS in this patient cohort (*p* = 0.31 and *p* = 0.81, respectively; Supplementary Fig. 9a, b). Furthermore, subgroup analysis according to endocrine status (sensitive, intrinsic, or acquired resistance) did not identify a correlation between MCM3 level and PFS (Supplementary Fig. 9c). There were no patients with intrinsic resistance to endocrine therapy whose tumors expressed low MCM3 (Supplementary Fig. 9c). However, ER + advanced breast cancer patients with intrinsic resistance to endocrine therapy and treated with combined CDK4/6i and endocrine therapy whose tumors expressed low AURKA exhibited significantly shorter PFS (Supplementary Fig. 9d). The clinical findings that MCM3 does not correlate with response to CDK4/6i are in line with our in vitro data showing that MCM3 is not involved in resistance to CDK4/6i.

**Fig. 6:**
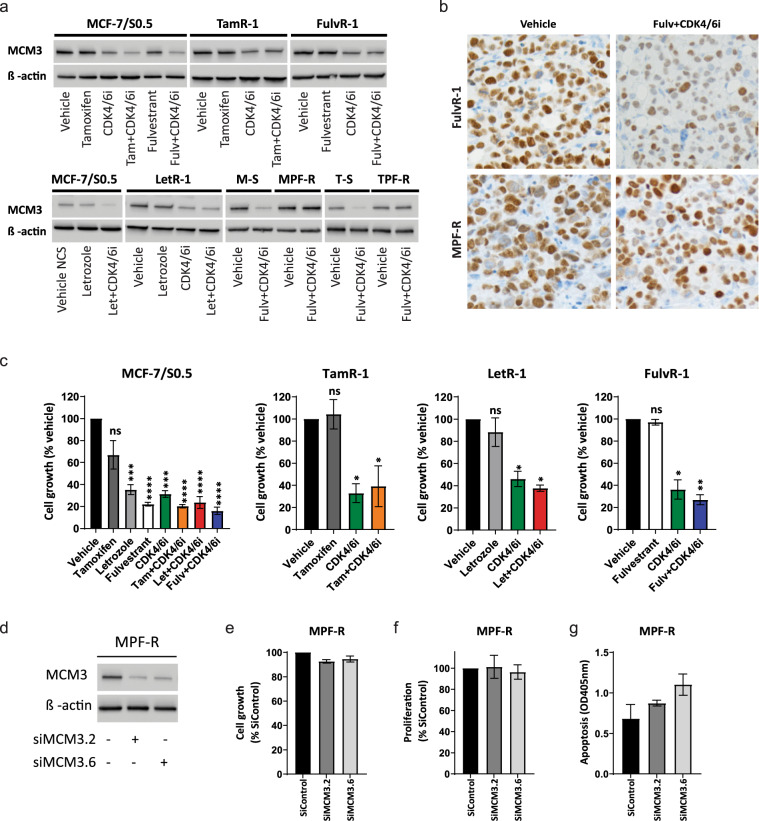
Efficacy of CDK4/6 inhibitor is independent of MCM3 expression. (**a**) MCM3 protein expression was evaluated following treatment with CDK4/6 inhibitor (CDK4/6i) in endocrine-resistant cells, including tamoxifen- (TamR-1), aromatase inhibitor- (LetR-1) and fulvestrant-resistant (FulvR-1), and in cell lines resistant to combined CDK4/6i and endocrine therapy (MPF-R and TPF-R), by Western blotting using whole cell lysate. β-actin was used as loading control. A representative of two biological replicates is shown. (**b**) Representative micrographs (40x magnification) showing MCM3 immunhistochemistry staining of FulvR-1 and MPF-R tumor xenografts treated with CDK4/6i (50 mg/Kg) combined with fulvestrant (100 mg/Kg; *n* = 7 and 9) or vehicle (castor oil and 25% w/v HPB cyclodextrin; *n* = 8 and 10). (**c**) Evaluation of growth of endocrine-resistant cells following treatment with CDK4/6i as measured by colorimetric crystal violet assay at 96 h. Data are representative of three independent experiments and are shown as ± s.e.m in triplicates. (**d**) Transfection of MPF-R cells with 2 separate MCM3 targeting siRNAs (siMCM3.2 and siMCM3.6) resulted in a marked reduction of MCM3 protein levels as evaluated by Western blotting 96 h post siRNA transfection. β-actin was used as loading control. A representative of two biological replicates is shown. Knockdown of MCM3 expression caused no significant changes in growth, proliferation, or apoptosis as measured by colorimetric crystal violet (**e**), BrdU incorporation (**f**), and cell death (**g**) assays, respectively, at 96 h after transfection. Data were confirmed in 3 independent experiments and are shown as ± s.e.m in triplicates. *p < 0.05.

## Discussion

To gain insight into the biology of endocrine resistance in breast cancer, and to identify potential predictive or prognostic markers, we used a quantitative proteomic approach combined with systems biology analyses. Cell cycle and DNA replication were particularly enriched in the differentially expressed proteins, including MCM3 and other MCM proteins as well as ATR kinases that showed increased expression in tamoxifen-resistant vs. -sensitive cell lines and were found to be central in the highest-ranked subnetwork. MCM3 proteins, together with MCM2-7, form a heterohexamer complex, which is the final component loaded onto origins of DNA replication sites^25,26^. We propose that the increased expression of MCM proteins and ATR kinases in tamoxifen-resistant cells allow them to escape G0/G1 cell cycle arrest as induced in tamoxifen-sensitive cells upon tamoxifen treatment. This is supported by our findings that lowering MCM3 protein expression levels in multiple tamoxifen-resistant and letrozole-resistant cell lines restored their sensitivity to tamoxifen or letrozole. We expect this will also be the case for the other MCM proteins as they exhibit highly similar function, and also exhibited correlation with outcome in cohort 3 (Supplementary Fig. 7). However, we chose to focus on MCM3 as it was central in a functional subnetwork of regulated proteins with DNA replication and cell cycle functions. Earlier reports have shown that in vitro estrogen treatment of ER^+^ breast cancer cell lines affected MCM3 expression^27^, and that a number of different tumor types including breast cancer exhibit increased expression compared to surrounding normal tissues^28^. These data suggest that MCM3 may play a potential role in tumor development and growth.

The clinical relevance of MCM3 levels was demonstrated by its strong correlation with RFS and OS in 4 independent cohorts consisting of 79, 218, 2305, and 683 early-stage, ER^+^ breast cancer patients receiving adjuvant tamoxifen or no adjuvant treatment. Importantly, the results indicated that MCM3 was not only a prognostic marker in adjuvant tamoxifen-treated early-stage breast cancer patients, but also a predictive marker of tamoxifen benefit, as we found a correlation between MCM3 levels and outcome in the tamoxifen adjuvant treatment arm, but not in the no-adjuvant-treatment arm of ER^+^ breast cancer patients. Further, no correlation between MCM3 levels and outcome was observed in early-stage ER- breast cancer patients.

Among biomarkers of clinical relevance in breast cancer, the proliferation marker Ki67 has shown promise as a prognostic marker. However, the use of Ki67 in the clinical routine varies due to limitations such as lack of standardized assessment and interpretation^29^. We compared the prognostic potential of Ki67 with MCM3 in 4 different cohorts of ER^+^ breast cancer patients treated with anti-hormonal therapy. In the first 3 cohorts, both MCM3 and Ki67 showed significant prognostic potential. However, in cohort 4, MCM3, but not Ki67, was significantly correlated to clinical outcome in the tamoxifen-treated population despite using the same cut-off for Ki67 in all cohorts (>15%). Interestingly, comparison of the four cohorts in terms of clinical outcome showed that cohort 4 consisted of patients who were lymph node-negative, generally had smaller tumors and lower recurrence rates than the first 3 cohorts. It has been widely shown that Ki67 is a good prognostic marker in high-risk patients, but performs poorly in the low-risk patients subgroup (reviewed in^30^). This, and the lack of standardized cut-off for Ki67 measurement, have limited its use in clinical decision-making. Our results indicate that MCM3 may be a more robust prognostic marker, easy to assess by immunohistochemistry, and works in both low- and high-risk ER^+^ breast cancer patients.

Our study showed that reduction of MCM3 increased the activating phosphorylation of Chk1(Ser^317^), which is a phosphorylation site of ATR^31^. This suggests a possible involvement of the Chk1/ATR canonical cell cycle signaling cascade normally associated with genotoxic stress-related single-stranded DNA^32^, and double-stranded DNA damage^33^. Although several cell cycle-related molecules, such as Rb, Cyclin E, Cyclin D, CDK6, p16, and AURKA, have been associated with resistance to the recently approved CDK4/6 inhibitor^24,34–38^, our study showed that reduction of MCM3 level does not impair the efficacy of this inhibitor.

In conclusion, our results showed increased expression of MCM3 in endocrine-resistant breast cancer cell lines, and that this upregulation plays a significant role in protecting cells against tamoxifen- or letrozole-mediated growth inhibition and apoptosis. Moreover, high expression of MCM3 in primary breast tumors is not only a strong and consistent prognostic marker, but also predictive of diminished response to tamoxifen therapy.

## Methods

### Cell lines and Standard Culture Conditions

The human breast cancer cell line MCF-7 was originally received from The Breast Cancer Task Force Cell Culture Bank, Mason Research Institute (Worcester, MA). The MCF-7 cells were gradually adapted to grow in low serum concentration and the tamoxifen-sensitive subline MCF-7/S0.5^39^ was used to establish the tamoxifen-resistant cell lines MCF-7/TAM^R^-1 (TamR-1), MCF-7/TAM^R^-4 (TamR-4), and MCF-7/TAM^R^-7 (TamR-7) by extended treatment with high dose tamoxifen (10^−6^M) for 18–20 passages^6,40,41^. Although generated in parallel, the three TamR cell lines exhibited considerable differences. The MCF-7/0.5 cell lines were grown in standard phenol-red-free DMEM:F12 (1:1) medium (Gibco, 21041-025) supplied with 1% heat-inactivated FBS (Gibco, 10270-106), 6 ng/ml insulin (Sigma-Aldrich, I6634) and 2.5 mM glutamax (Gibco, 35050). The standard medium for TamR-1, TamR-4, and TamR-7 was the same as the medium of parental cells supplied with 10^−6^ M tamoxifen (Sigma-Aldrich, T5648). Fulvestrant-resistant cell line FulvR-1 was developed from MCF-7/S0.5 cells, by extended treatment with high dose fulvestrant 10^−7^M (Tocris, ICI 182,780) for 4–5 months^42^, and maintained in the same growth medium as MCF-7/S0.5 cells supplemented with 100 nM fulvestrant. MCF-7-derived cell lines resistant to combined CDK4/6 inhibitor (CDK4/6i, MedchemExpress, HY-A0065) and fulvestrant (MPF-R) were developed from FulvR-1 cells by prolonged treatment (4 months) with 150–200 nM of CDK4/6i and 100 nM of fulvestrant and maintained in the same growth medium as FulvR-1 cells supplemented with 200 nM CDK4/6i. MCF-7-sensitive cells grown in parallel with MPF-R cells were designated M-S. The tamoxifen-sensitive T47D/S2 cell line was gradually adapted to grow in medium with 2% FBS. The tamoxifen-resistant cell lines T47D/TR-1 and T47D/TR-2 were established from T47D/S2 by long-term treatment with tamoxifen (10^−6^ M) for 10 months^43^. The T47D-derived cell line model was cultured in phenol-red free RPMI1640 medium supplied with 2% heat-inactivated FBS, 8 µg/ml insulin, and 2.5 mM glutamax. The standard medium for T47D/TR-1 and T47D/TR-2 was the same as the medium of parental cells supplied with 10^−6^ M tamoxifen. T47D cells resistant to fulvestrant and CDK4/6i (TPF-R) were established from T47D-derived fulvestrant-resistant cells^44^ by long-term treatment (3 months) with 100 nM fulvestrant and 150–200 nM CDK4/6i and maintained in the same growth medium as T47D/S2 cells supplemented with 5% heat-inactivated FBS, 100 nM fulvestrant and 200 nM CDK4/6i. T47D-sensitive cells grown in parallel with TPF-R were designated T-S. From the MCF-7/S0.5 cell line, the letrozol-resistant cell line MCF-7/S0.5/Let^R^-1 (LetR-1) was established by selection of surviving colonies from long-term AI treatment (10^−6^ M letrozole, Selleck Chemicals) of the MCF-7/S0.5 cells grown under conditions where endogenous aromatase-mediated conversion of androgen to estrogen was required for growth (DMEM/F12 medium supplemented with 10 % newborn calf serum (NCS, Life Technologies), 10^−7^ M testosterone, 6 ng/mL insulin, and 2.0 mM glutamax. The AI-resistant cell line was maintained in DMEM/F12 medium with 10 % NCS, 10^−7^ M testosterone, 6 ng/mL insulin, 2.0 mM glutamax, and 10^−6^ M letrozole. Previous studies have shown that the AI-resistant cell line had acquired the ability to proliferate without aromatase-mediated conversion of testosterone to estradiol. However, when AI treatment was withdrawn, testosterone caused minor growth stimulation^45^. Letrozole was able to inhibit the stimulation by testosterone, but was unable to reduce growth to below the level in standard growth medium with AI. In contrast, fulvestrant totally abolished growth of the AI-resistant cell line both after AI was withdrawn and in the presence of AI treatment. Together this indicates that ER is the main driver of growth of the AI-resistant cell line and points to ligand-independent activation of ER^45^. The cell lines were cultured at 37 °C and 5% CO_2_ and kept at maximum 10 passages throughout the experiments to minimize possible phenotypic changes. The cell lines were verified as being free of mycoplasma contamination.

### Mass spectrometry-based proteomic analysis

MCF-7/S0.5 and TamR-1 cells were SILAC-labeled (Stable Isotope Labeling with Amino Acids) and prepared for mass spectrometry analysis as described in the Supplementary Methods (available online). MS analysis was performed on an LTQ-Orbitrap-Velos (Thermo Fisher Scientific) connected to an Agilent 1100 nanoflow HPLC system (Agilent) using a nanoelectrospray ion source (Proxeon Biosystems). All raw files were processed with MaxQuant v. 1.0.13.13 into centroided data and submitted to the database with Mascot v.2.2 (Matrix‐Science). Data from MaxQuant processing was subjected to analysis using the statistical environment R (RDevelopmentCoreTeam). More details regarding processing and bioinformatic analysis of proteomic data, processing of gene microarray datasets, Western blot analysis, quantitative real-time PCR, phospho-specific cell cycle antibody microarray analysis are provided in the Supplementary Methods (available online).

### Characteristics of Patient Cohorts

Formalin-fixed, paraffin-embedded (FFPE), ER^+^ primary breast cancer samples from three comparable, but independent, patient populations were analyzed (Supplementary Table 1). In addition, microarray data from 2555 breast cancer patients obtained from kmplot.com database were analyzed. The first cohort consisted of ER^+^ primary breast cancer tissues from 79 patients collected from Herlev and Roskilde Hospitals, Denmark. Of these 68 had sufficient tumor for staining. All tumors were ERα + (> 10%), 54% had tumor sizes > 20 mm, and 92% of the patients were lymph node-positive. These patients were part of a nationwide study of 1,115 Danish postmenopausal early-stage ER^+^ breast cancer patients who received 20 mg adjuvant tamoxifen daily for 5 years following radical surgery between 1995 and 2006. Eight-ten patients were excluded due to lack of tissue, leaving a total of 68 evaluable samples^46,47^. The second cohort was extracted from a retrospective cohort of 589 patients from the Danish Breast Cancer Co-operative Group (DBCG) 89C randomized study^46,48^. The selected patients consisted of 218 post- or peri-menopausal patients who, between 1989 and 2001, had lumpectomy or mastectomy at Odense Hospital. These patients received adjuvant tamoxifen mono-therapy for 0.5, 1, 2, or 5 years. Inclusion criteria included one of the following: positive axillary lymph nodes, tumor size > 50 mm (> 20 mm since 1999) and/or ductal grade II–III (since 1999), and therefore defined as high-risk patients. An additional criterion for inclusion was age at surgery less than 75 years. Patients were selected on the basis of the availability of concurrent fresh-frozen tumor tissue and positive hormone receptor status (ERα or PGR). None of the cancer patients included in the cohorts had received adjuvant cytotoxic therapy, treatment with AIs, or neo-adjuvant endocrine treatment. The third cohort included 2555 breast cancer patients of which 2051 were ER^+^ (1802 were endocrine treated and 503 did not receive any systemic treatment). The remaining 250 were ER- patients. All data for cohort 3 were obtained from www.kmplot.com database, a net-based survival analysis tool where microarray data from over 4000 breast cancer patients was curetted and made publicly available (kmplot.com)^14^. The fourth cohort originated from the Stockholm Breast Cancer Study Group randomized tamoxifen STO-3 trial 1976–1990^15^. A cohort of 1,780 postmenopausal women with breast cancer were randomized to adjuvant tamoxifen for 2 or 5 years (*n* = 886), or no adjuvant endocrine therapy (*n* = 894). The patients were all postmenopausal at the time of diagnosis and had a tumor size ≤ 30 mm (76% ≤ 20 mm) and lymph node-negative (N0), thus defined as low-risk patients. The patients had been treated with modified radical mastectomy (*n* = 1348) or breast-conserving surgery plus radiation therapy (*n* = 432). Since the treatment predictive value of hormone receptor status in the adjuvant setting was not certain at the time of the trial, no selection on the basis of hormone receptor status was made. TMA was originally generated from primary tumors of 910 of these patients, and sufficient tumor tissue of 683 patients remained available for MCM3 assessment. The clinicopathological characteristics in this subset were similar to those in the complete series of 1,780 patients, such as a tumor size ≤ 20 mm (76% vs. 78%), ER-positive status (78% vs. 80%), and tamoxifen treatment (51% vs. 50%). The tumors were graded retrospectively according to the Nottingham system (NHG) by one pathologist blinded to clinical outcome. The study was approved by the local ethical committee at Karolinska Institute, Stockholm, Sweden. The biomarker study was conducted according to the REMARK recommendations^49^. FFPE metastatic lesions from ER^+^ breast cancer patients treated with combined CDK4/6i and endocrine therapy in the advanced setting were selected retrospectively by database extraction from the archives of the Department of Pathology at Odense University Hospital (*n* = 115). ER^+^ breast cancer patients treated with combined CDK4/6i and endocrine therapy in the advanced setting who had undergone surgery or biopsy for advanced-stage disease at Odense University Hospital were included. Samples were excluded if there was insufficient tumor material in the FFPE block or if the metastatic biopsy was only available after treatment with combined CDK4/6i and endocrine therapy. These parameters yielded *n* = 86 patients. All clinical samples were coded to maintain patient confidentiality and the studies were approved by the Ethics Committee of the Region of Southern Denmark and Copenhagen and Frederiksberg Counties (approval no. S-20080115, S-20170154, and 01025-KF12-138-99) and the Danish Data Protection Agency (2008-58-0035). All tissue samples were collected in compliance with informed consent policy.

### Clinical Data: Endpoints

For cohorts 1 and 2, clinical data on post-surgical patients were retrieved from the DBCG registry and by record linkage to the Danish Central Population Registry (date of death). For the first cohort, recurrence-free (RFS) and overall survival (OS) were defined as the time from surgery to recurrence or death within 10 years, respectively. Patients without recurrence/death were censored at the date of emigration, 10 years after the date of surgery, or to the date of clinical database retrieval from the national registry (July 12011), whichever came first. For the second cohort, RFS was defined as the time from surgery to the date of recurrence within 10 years. Exclusion criteria were: recurrence < 3 months of surgery, any treatment with AIs, bilateral breast cancer, and secondary primary cancers. OS was defined as the time from surgery to death within 10 years regardless of cause or end of follow-up. Patients who were recurrence-free or alive at 10-years follow-up were censored at the date of emigration, 10 years after surgery, or on the date of clinical database retrieval from DBCG (June 6, 2012), whichever came first. With regard to OS, no patients were lost to follow-up due to database linkage to the Danish Civil Registration System. For the third cohort, follow-up data was obtained from a public database in kmplotter.com that was collected and curated for use in survival analysis. For the 4th cohort, follow-up data were collected from regional population registers and the Swedish Cause of Death Registry and the median follow-up period for the patients was 17 years. RFS and breast cancer-specific survival (BCSS) were chosen as primary endpoints. For the cohort of ER^+^ advanced breast cancer patients treated with CDK4/6i, progression-free survival (PFS) was chosen as the endpoint and defined as the time from initiation of combined endocrine therapy and CDK4/6i treatment until disease progression or death.

### Xenograft tumor models

FulvR-1 and MPF-R cells (1 × 10^6^) were resuspended in 50 ul of extracellular matrix (ECM) from Engelbreth-Holm-Swarm sarcoma (Sigma-Aldrich) and injected orthotopically into the mammary fat pad of 7-week-old female NOG CIEA mice (Taconic) without exogenous estrogen supplements. When the FulvR-1 and MPF-R tumor xenografts reached 100–150 mm^3^, treatment with CDK4/6i (palbociclib, 50 mg/Kg bodyweight) combined with fulvestrant (100 mg/Kg bodyweight; *n* = 7 and 9) or vehicle (castor oil and 25% w/v HPB cyclodextrin; *n* = 8 and 10) was initiated and continued for up to 7 weeks. CDK4/6i was administered by oral gavage once daily for 5 days a week, whereas fulvestrant was administered subcutaneously once a week. At the end of treatment, animals were euthanized, tumors excised, and FFPE. The animal experiment was approved by the Experimental Animal Committee of The Danish Ministry of Justice and was performed at the animal core facility at University of Southern Denmark.

### Immunohistochemical Staining

Tissue microarrays (TMAs) of cohorts 1 and 2 contained two tissue cores per patient tumor with a diameter of 2 mm, while the TMA of cohort 4 contained three tissue cores per patient tumor with a diameter of 0.5 mm. TMAs and whole FFPE sections (4 μm) of metastatic lesions from patients treated with combined endocrine therapy and CDK4/6i and tumor xenografts were cut with a microtome, mounted on ChemMateTM Capillary Gap Slides (Dako), dried at 60 °C, deparaffinized, and hydrated. Endogenous peroxidase was blocked by 1.5% hydrogen peroxide in TBS buffer, pH 7.4, for 10 min. Antigen retrieval was performed by pretreatment with cell conditioner 1 (CC1) buffer for 32 minutes at 100 °C or 36 minutes at 36 °C, or by boiling sections in T-EG solution/TRS buffer (Dako)^50^. Whole biopsy or TMAs FFPE sections were incubated with anti-MCM3 (1:750 and 1:500, HPA004789, Atlas Antibodies), anti-Ki67 (Cohorts 1 and 2: ready to use, clone 30-7, Ventana)^51^, anti-Ki67 (Cohort 4: MIB-1; DAKO M7240)^52^ or anti-AURKA (1:1000, HPA002636, Sigma-Aldrich) using the PowerVision + ™ Poly-HRP (Leica, PV6104), Ultraview DAB detection kit (Ventana), EnVision Plus (Dako) and EnVision FLEX/HRP (Dako), respectively, on the autostainer (TechMate™ 500, Dako) or Ventana system. Evaluation of the immunohistochemistry staining was performed by a skilled breast pathologist in a blinded setup. MCM3 staining was located to the nucleus, and tumors were considered MCM3-positive (MCM3^+^) if 10% of the cells were clearly stained. Normal cells, such as lymphocytes and stromal cells, were generally negative for MCM3, making the scoring straightforward. For the majority of the TMAs, 2–3 cores were scored separately and good concordance was observed between them. In case of a discrepancy between the score of 2–3 paired cores, positive staining in just one core was deemed sufficient to be recorded as positive staining. Tumors were considered Ki67-positive (Ki67^+^), if > 15% of the tumor cells were stained for Ki67. AURKA staining was located in the nucleoplasm, centrosome and cytosol, and tumors were considered AURKA-positive (AURKA^+^) if 10% of the cells were clearly stained.

### Targeted Gene Knockdown using siRNA

Cells grown under standard culture conditions were harvested at 80% confluence. Cells (2 × 10^6^) were transfected with a combination of two or a single small interfering RNAs (siRNAs) (300 nM) in 100 µl nucleofector solution v (Cell Line Nucleofector^®^ Kit V, Amaxa) using electroporation P20 (nucleofector^®^ II, Amaxa) at room temperature according to manufacturer’s protocol. MCM3-specific siRNAs were obtained from Qiagen: SI02664879, SI00037009, while Control siRNA (siControl) was obtained from Sigma-Aldrich; MISSION^®^ siRNA Universal Negative Control: sic001. Transfected cells were cultured in standard culture medium. Gene knockdown efficiency was evaluated at 48 h using RT-qPCR. Cells were seeded in triplicates to measure cell growth after 48 and 120 h using the colorimetric crystal violet staining (absorbance at 590 nm) and for immunoblot assessment of protein expression levels 48, 72, 96, and 120 h after transfection. For the BrdU proliferation assay, cells were labeled with 10 µM BrdU for 16 h, stained with BrdU antibody and HRP-conjugated secondary antibody according to the manufacturer’s recommendations (BrdU cell proliferation assay kit; Cell Signaling). The signal was developed with TMB substrate and read at 450 nm. Total RNA was purified from TamR and MCF-7/S0.5 cells transfected with specific or siControl for 48 h using RNA kit (Qiagen) and arrayed separately. The effect of MCM3 knockdown on apoptotic cell death was assessed using cell death detection ELISA^plus^ assay (Roche) according to the manufacturer’s instructions. Briefly, cells transfected with siMCM3.2, siMCM3.6, or siControl were seeded in 24-well plates at a density of 4 × 10^4^ cells per well. After 96 h, the supernatant was removed, adherent cells were lysed in 200 μl lysis buffer and the lysates were assayed for levels of nucleosomes using the immunoreagent from the kit.

### Statistics

A two-tailed t-test was used to compare proliferative responses in cells following targeted gene knockdown. The association of protein expression to clinicopathological parameters was determined by Chi-square or Fisher’s exact test. The log-rank test was applied to examine the association between selected protein expression and clinical end-points, including RFS, OS and PFS. Results were depicted by Kaplan-Meier curves. The Cox proportional hazard regression model was used to calculate the hazard ratio (HR) of the protein expressions and standard clinical prognostic parameters using both the univariate and multivariate models. All statistical calculations were done with the statistical software GraphPad Prism or STATISTICA 10 (StatSoft Inc.). For microarray and proteomic data analysis false discovery rate of 0.05 was set as a cut-off for statistical significance, while *p*-values less than or equal to 0.05 in two-sided tests were considered significant for all other statistical tests involving 2-group comparisons. MCM3 expression in tumors was dichotomized as MCM3^+^ or MCM3^−^ using a cut-off of 10%, which was set and tested in cohort 1 and used in all subsequent cohorts.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Materials

Reporting Summary Checklist

## Data Availability

The mass spectrometry proteomics data generated during the study, are publicly available in the PRIDE repository, under the accession number https://identifiers.org/pride.project:PXD001087^53^. The effect of MCM3 knockdown on gene expression in TamR cell lines data, are publicly available in Gene Expression Omnibus, under the accession number: https://identifiers.org/geo:GSE148878^54^. The three microarray gene datasets analyzed during the study, are publicly available in Gene Expression Omnibus, under the following accession numbers: https://identifiers.org/geo:GSE20361^55^, https://identifiers.org/geo:GSE38829^56^, and https://identifiers.org/geo:GSE50820^57^. Microarray data from 2555 breast cancer patients (cohort 3), analyzed during the study, were obtained from the kmplot.com database (www.kmplot.com). Survival analyses and immunohistochemistry data, are not publicly available to protect patient privacy, but will be made available to authorized researchers who have an approved Institutional Review Board application and have obtained approval from The Regional Committees on Health Research Ethics for Southern Denmark. Please contact the corresponding author with data access requests. All other datasets generated during the study will be made available upon reasonable request from the corresponding author, Dr. Henrik Ditzel, email address: . Supplementary Tables 1 and 4 are available in the figshare repository: 10.6084/m9.figshare.13234520^58^. Uncropped Western blots are part of the supplementary files.

# Supplementary material for: MCM3 upregulation confers endocrine resistance in breast cancer and is a predictive marker of diminished tamoxifen benefit
**Source:** NPJ Breast Cancer. 2021 Jan 4;7:2. doi: 10.1038/s41523-020-00210-8
**Supplement:** Supplementary file 1 — Supplemental Materials

Supplementary Materials

MCM3 upregulation confers endocrine resistance in breast cancer and is a predictive marker of diminished tamoxifen benefit.

S. Løkkegaard, D. Elias, C. L. Alves, M. V. Bennetzen, A.-V. Lænkholm, M. Bak, M. F. Gjerstorff, L. E. Johansen, H. Vever, C. Bjerre, T. Kirkegaard, B. Nordenskjöld, T. Fornander, O. Stål, L. S. Lindström, L. J. Esserman, A. E. Lykkesfeldt, J. S. Andersen, R. Leth-Larsen and H. J. Ditzel.

A

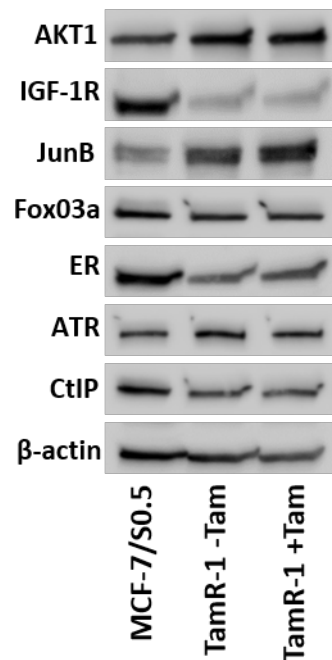

Supplementary Figure 1. Validation by Western blotting of the altered expression of selected proteins identified by quantitative proteomic analysis. (A) Altered expression of selected proteins in tamoxifen-resistant TamR-1 cells grown in the presence of tamoxifen (TamR-1 +Tam) or absence of tamoxifen (TamR-1 -Tam) vs. parental MCF-7/S0.5 cells was validated by Western blotting using whole cell lysates. β -actin was used as loading control. A representative of two biological replicates is shown.

A Global network

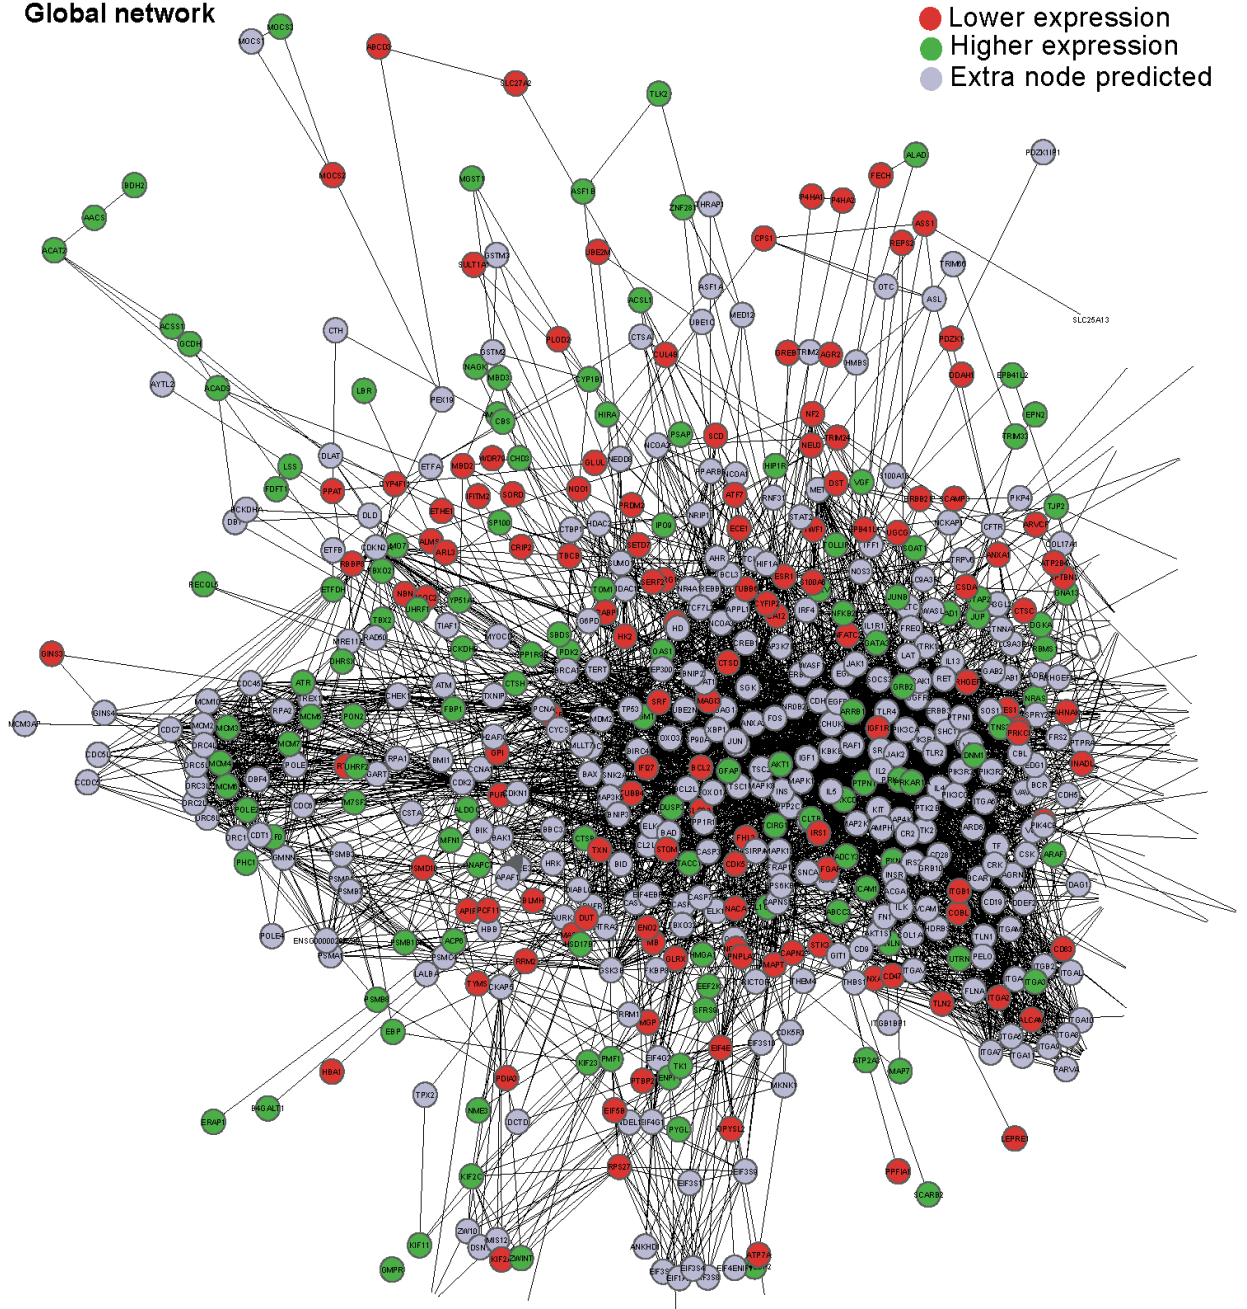

B

Subnetwork 2

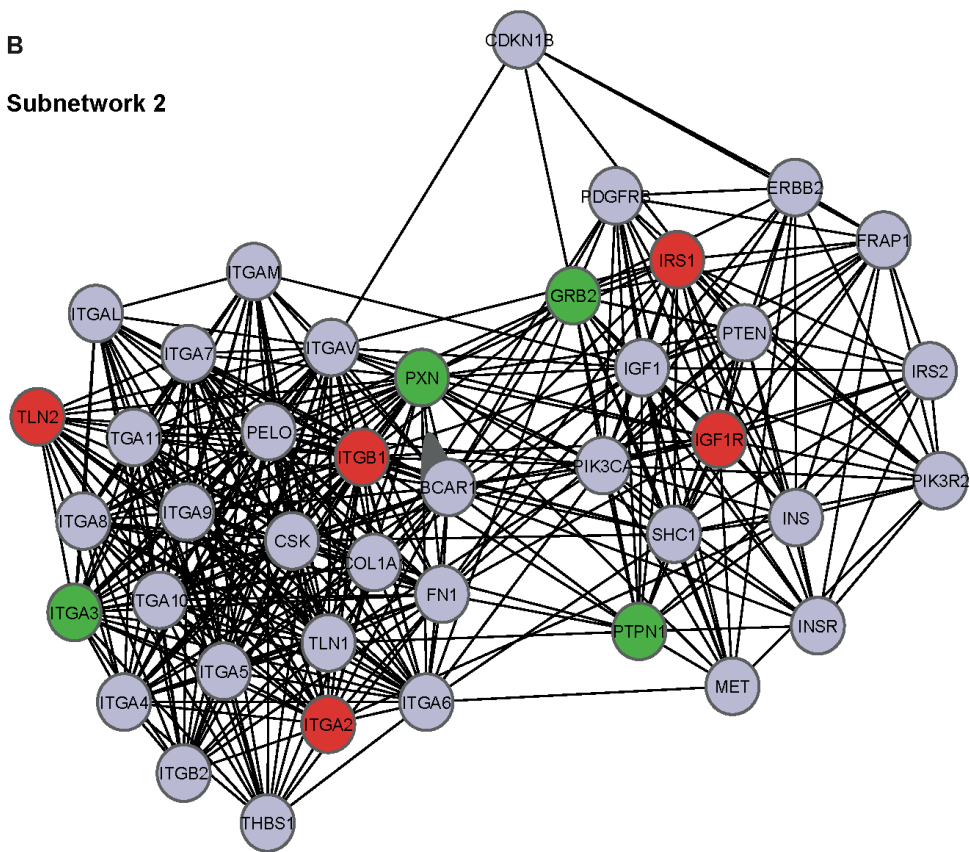

Subnetwork 4

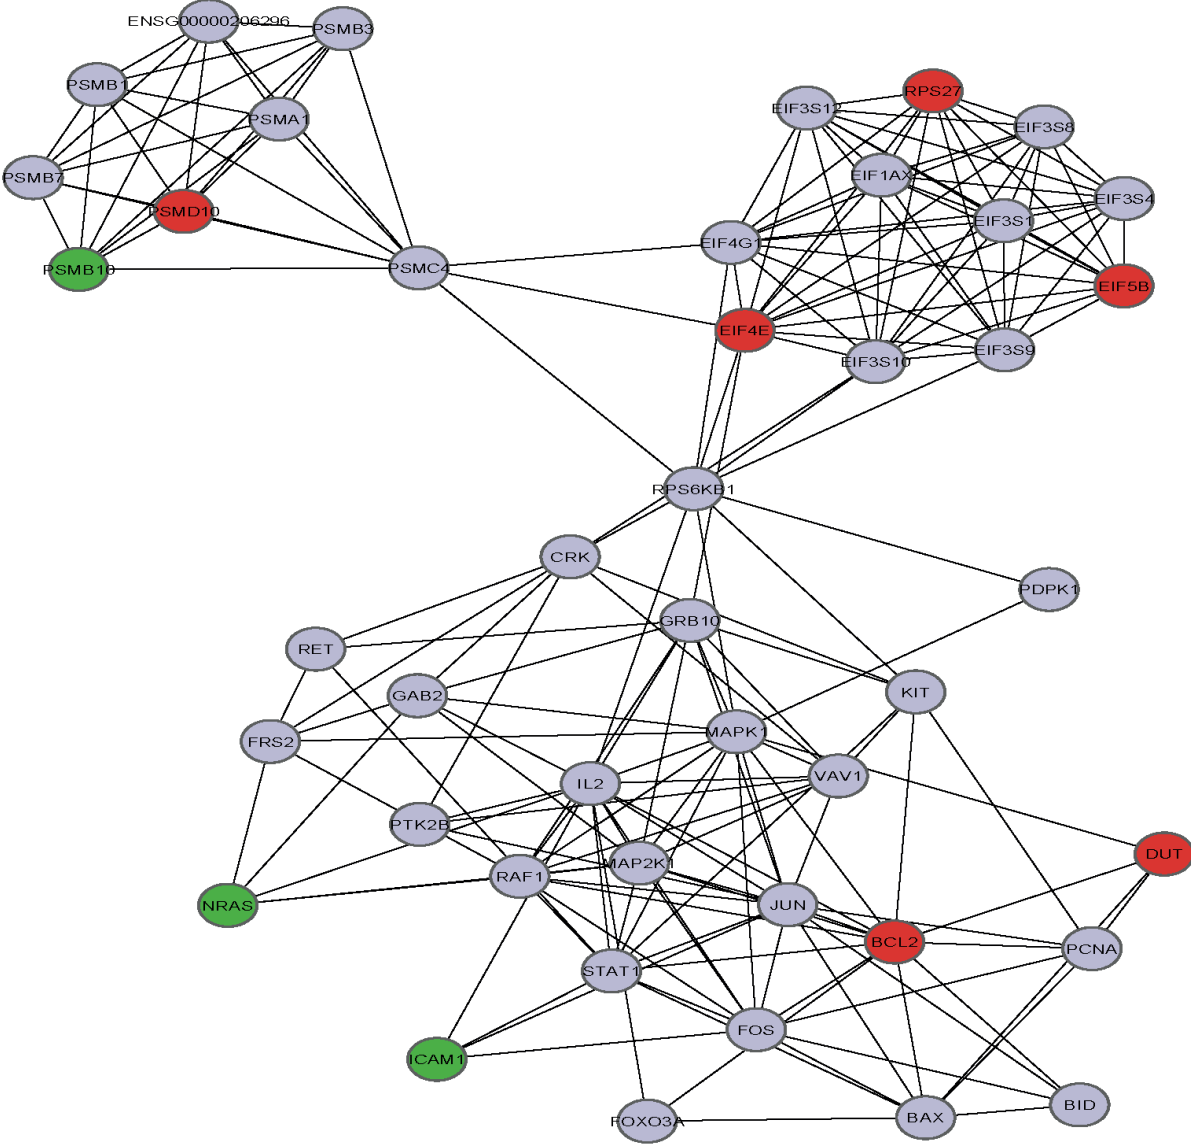

Subnetwork 5

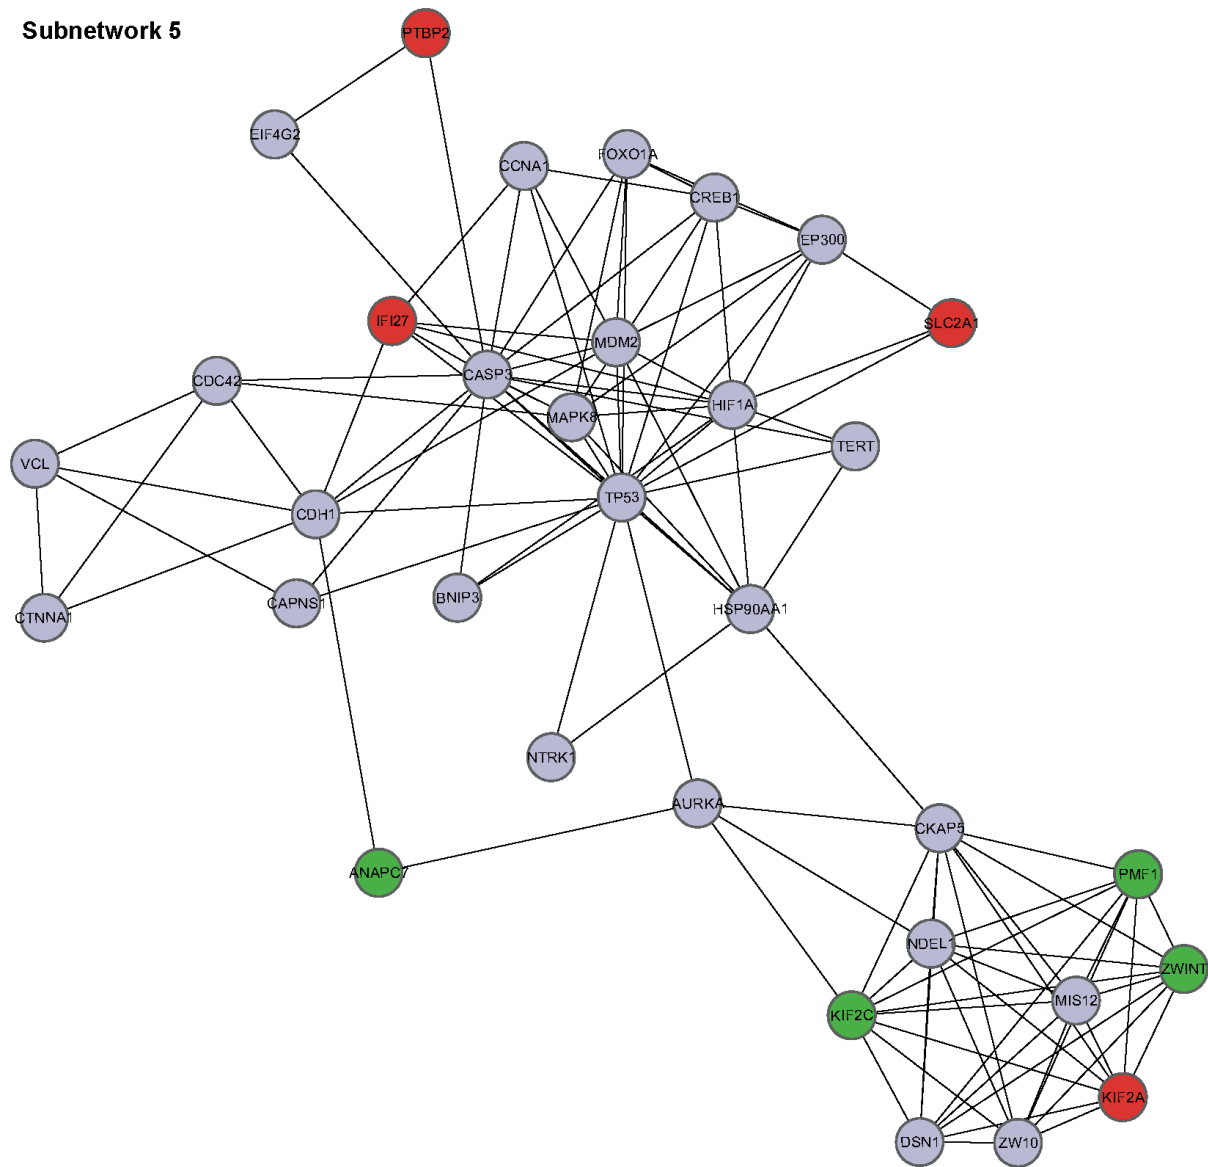

Supplementary Figure 2. Functional Association Network Analysis of proteins regulated >1.5-fold. One extra network node was allowed to study associations with proteins not regulated in the LC-MS/MS data set. **(A)** Functional association network prediction extracted from the STRING database. **(B)** MCODE algorithm and KEGG pathway analysis of the functional association network extracted five highly-connected subnetworks. Subnetwork 1 is shown in Supplementary Figure 3. Subnetwork 2 was enriched for proteins involved in focal adhesion, ECM-receptor interaction, cell adhesion molecules, regulations of actin cytoskeleton and insulin signaling receptor pathways, indicating that the regulated proteins in subnetwork 2 affect cell motility. Among others, the ErbB signaling pathway was enriched in subnetwork 3 and 4, which has been suggested to be involved in tamoxifen resistance. Green nodes represent proteins upregulated in TamR-1 vs. MCF-7/S0.5, red nodes represent downregulated proteins and blue nodes represent extra node predictions.

A Subnetwork 1

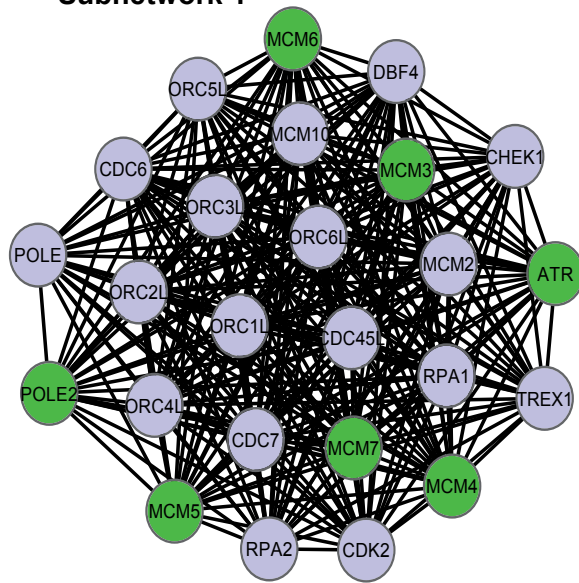

B

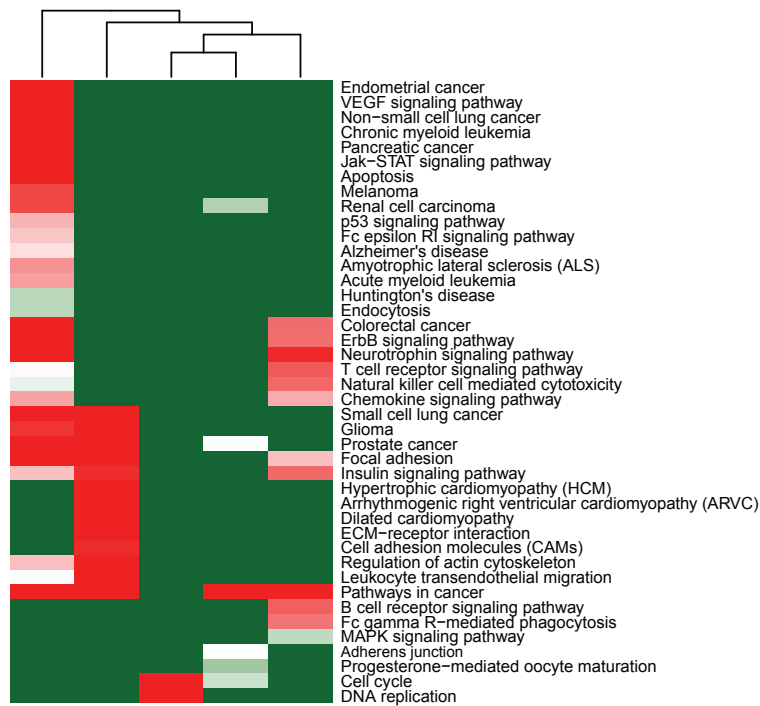

C

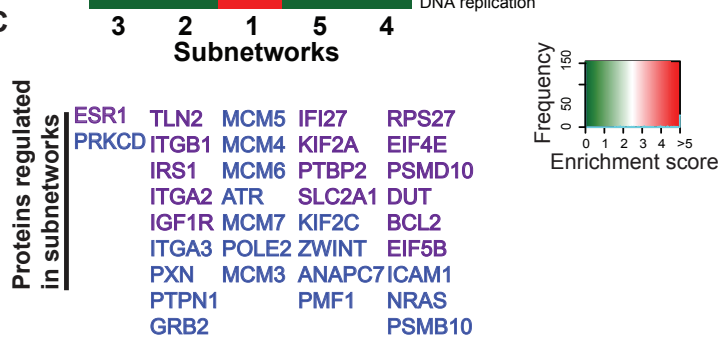

Supplementary Figure 3. KEGG pathway analysis of 5 highly connected subnetworks. (A) MCODE algorithm and KEGG pathway analysis of the functional association network extracted five highly-connected subnetworks. The top network, containing several MCM proteins and ATR, is shown, while the other networks are depicted in Supplementary Fig. 2. Green nodes represent proteins upregulated in TamR-1 vs. MCF-7/S0.5, red nodes represent downregulated proteins and blue nodes represent extra node predictions. (B) Heatmap of pathways associated with the five major subnetworks were identified by KEGG pathway analysis. Color key indicates the pathway enrichment scores. (C) Some representative regulated proteins in each subnetwork. Protein names in blue and purple represent upregulation and downregulation, respectively, in TamR-1 vs. MCF-7/S0.5.

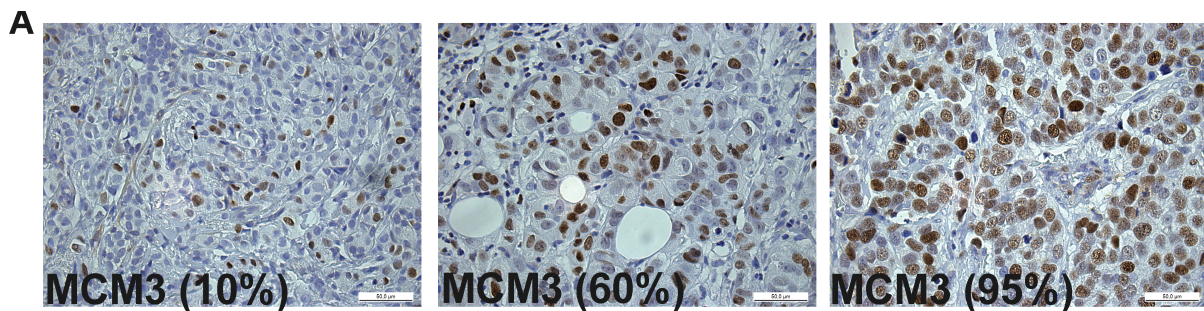

Supplementary Figure 4. (A) Immunohistochemical staining of representative ER+ primary breast cancer tissue samples for MCM3. MCM3 (% stained cells).

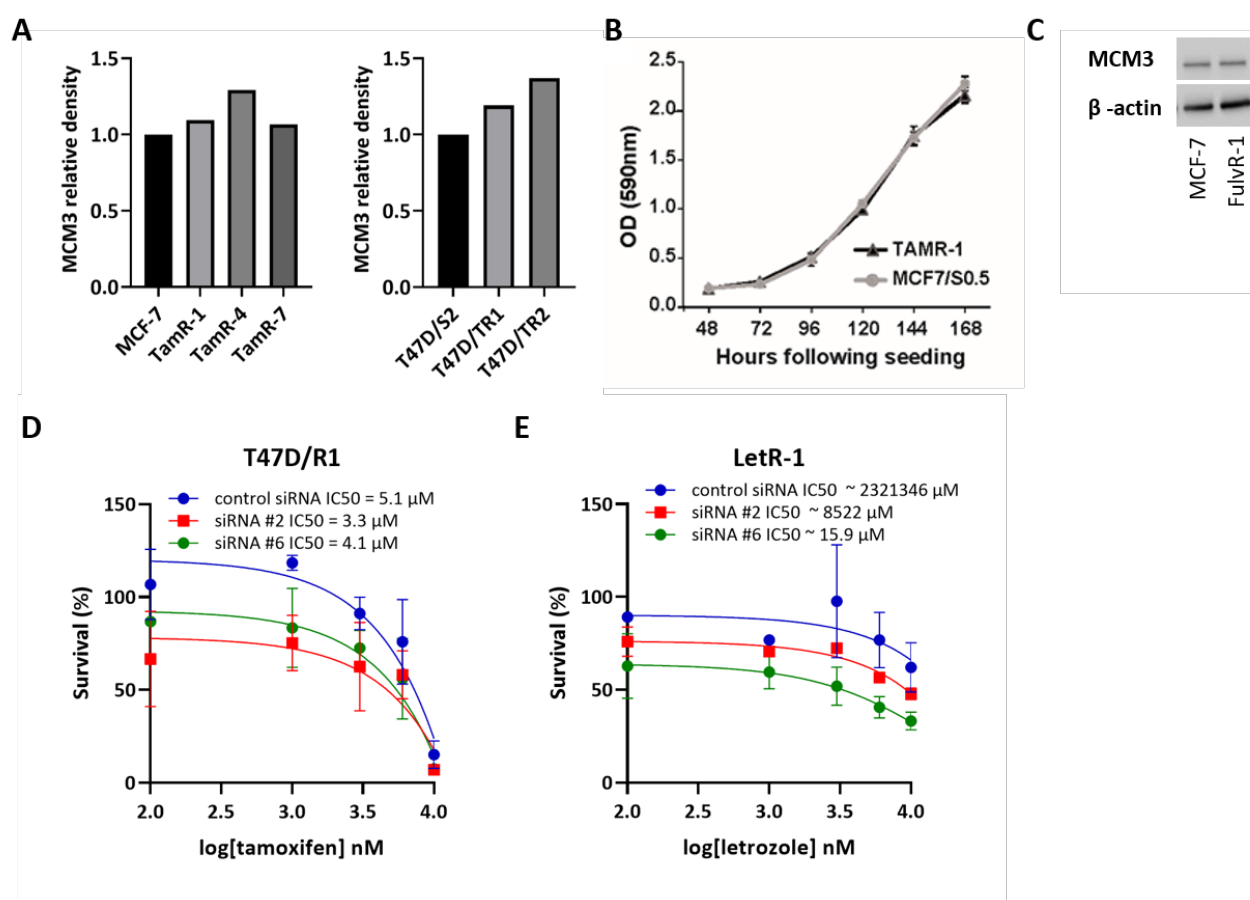

Supplementary Figure 5. (A) Band intensity of MCM3 in TamR vs. MCF-7/S0.5 cells and T47D/TR vs. T47D/S2 cells was quantified using ImageJ software and normalized to GAPDH and β -actin, respectively. (B) Cell growth analysis of TamR-1 and MCF-7/S0.5 cultured in standard conditions as measured by a colorimetric crystal violet assay. A representative experiment of two where data is represented as OD570 values $\pm$ s.e.m of 4 replicates is shown. (C) MCM3 expression in FulvR-1 vs. MCF-7/S0.5 cells by Western blotting using whole cell lysates. β -actin was used as loading control. A representative of two biological replicates is shown. T47D/R1 (D) and LetR-1 (E) cells were treated with different concentrations of tamoxifen (T47D/R1) or letrozole (LetR-1) for 5 days after MCM3 knockdown. Cell growth was measured by crystal violet colorimetric assay. Growth relative to vehicle (%) is plotted against log drug concentration. Each data point represents the average of three technical replicates.

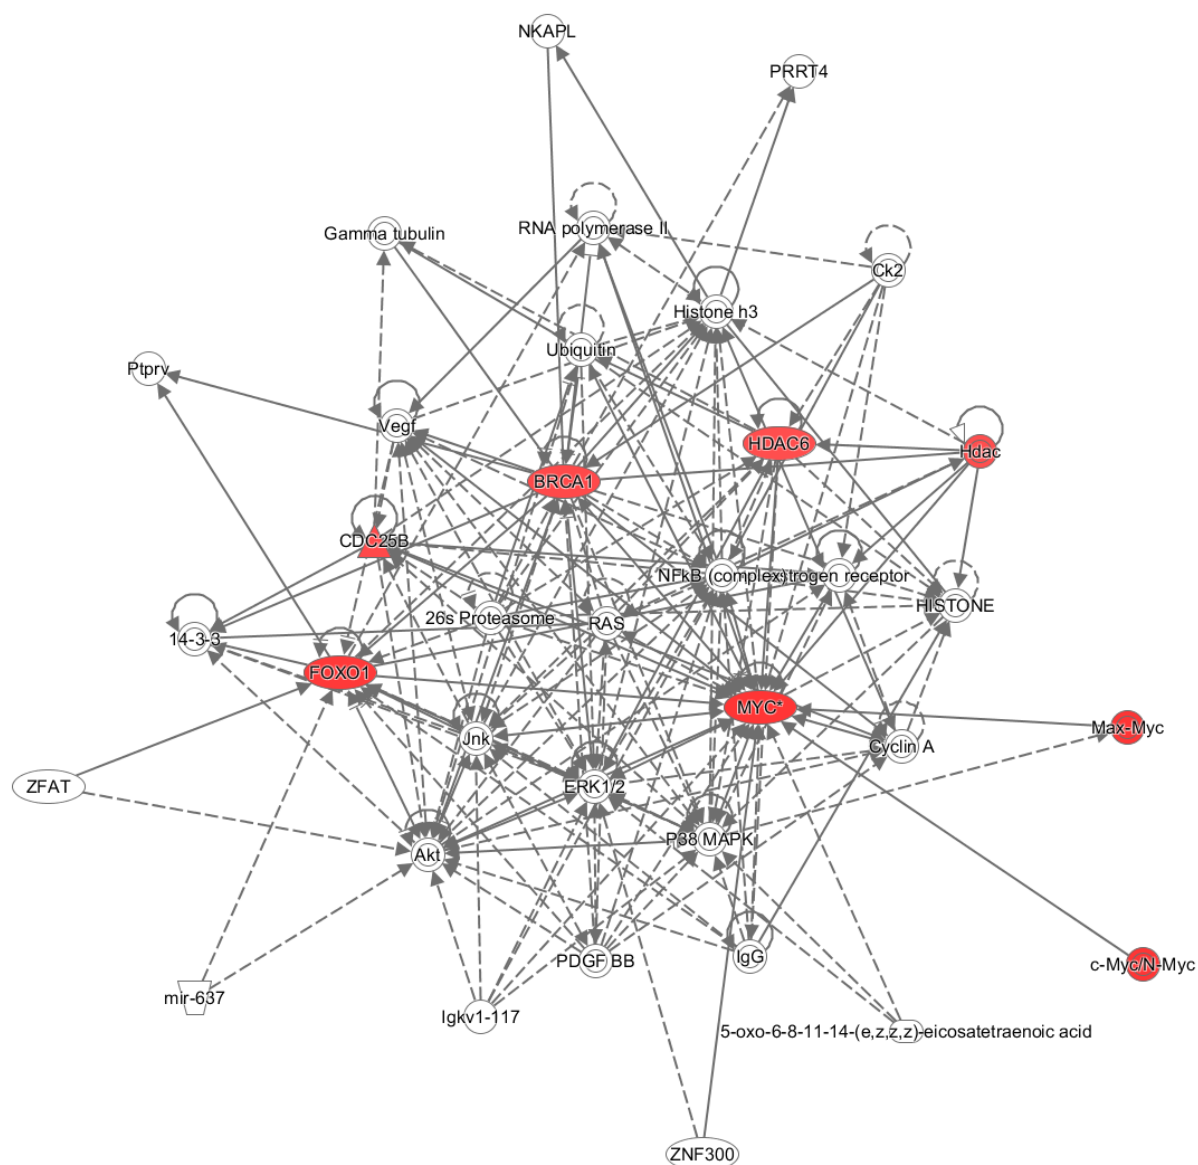

Supplementary Figure 7. Network of proteins exhibiting altered phosphorylation in MCM3 knockdown versus siControl TamR-1 cells identified using Ingenuity Pathway analysis software (only one was identified). Gene names of the proteins exhibiting altered phosphorylated are indicated. Red = elevated levels, green = decreased levels in MCM3 knockdown versus siControl TamR-1 cells.

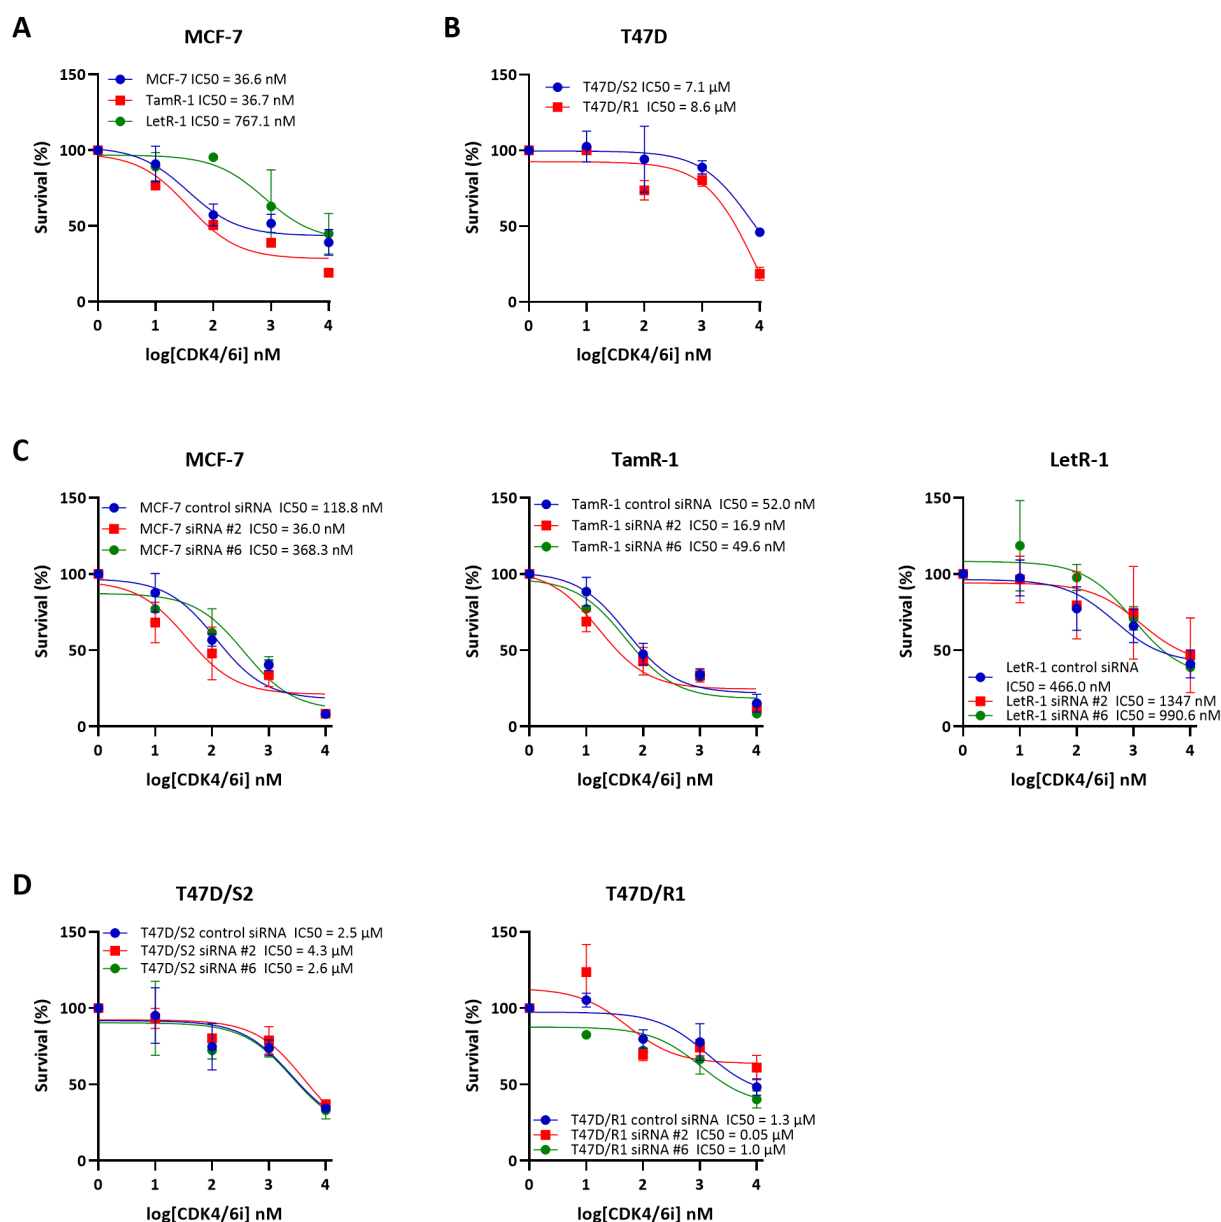

Supplementary Figure 8. Dose-dependent effect of CDK4/6 inhibitor in tamoxifen- and

letrozole-resistant cell models. MCF-7 (MCF-7/S0.5), TamR-1, LetR-1, T47D/S2 and T47D/R1

cells were treated with different concentrations of the CDK4/6 inhibitor (CDK4/6i) palbociclib for 4

days without (A and B) or with (C and D) MCM3 knockdown. Cell growth was measured by crystal violet colorimetric assay. Growth relative to vehicle (%) is plotted against log drug concentration.

Each data point represents the average of three technical replicates.

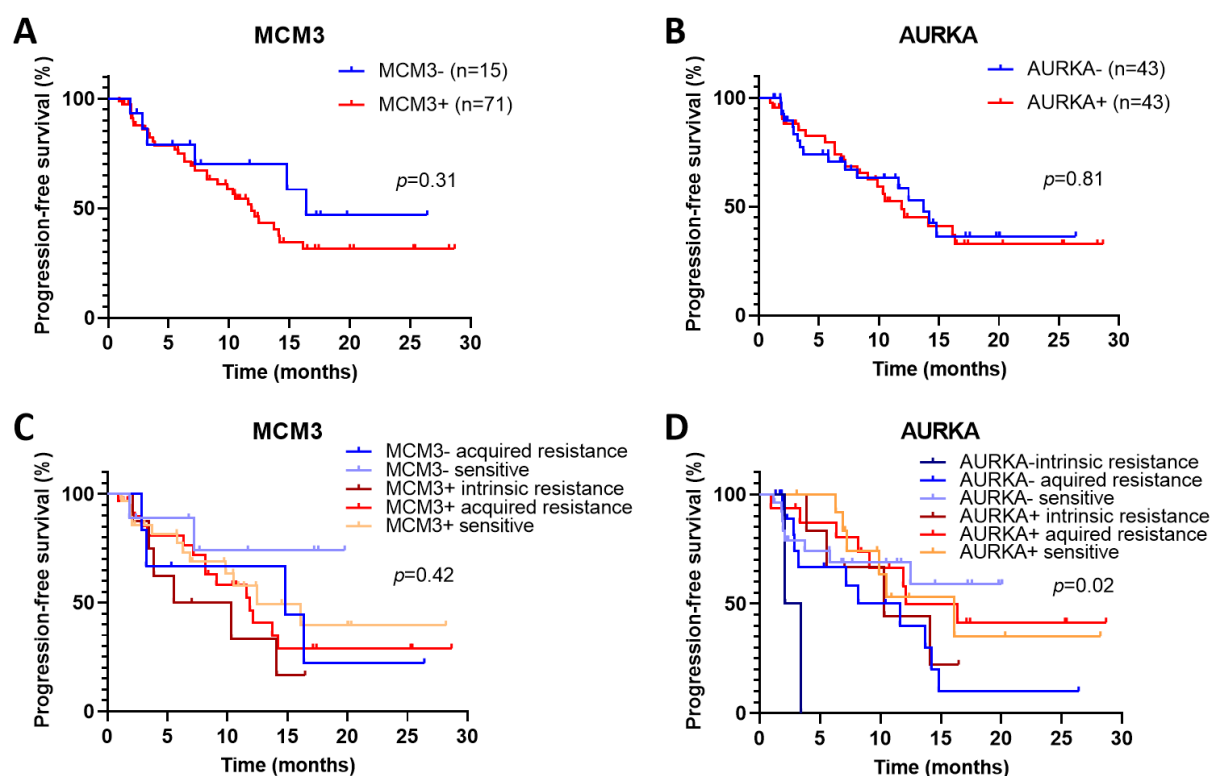

Supplementary Figure 9. MCM3 and AURKA expression in metastasis does not correlate with progression-free survival of advanced ER+ breast cancer patients treated with combined CDK4/6 inhibitor and endocrine therapy. Kaplan-Meier plots evaluating the association of MCM3 (A and C) and AURKA (B and D) expression and progression-free survival in a cohort of 86 ER+ advanced breast cancer patients treated with combined CDK4/6 inhibitor and endocrine therapy. The log-rank (Mantel-Cox) test was used to determine statistical significance. (C and D) For the subgroup analysis intrinsic endocrine resistance was defined as relapse during the first 2 years of adjuvant endocrine therapy, or progression within 6 months while receiving first-line endocrine therapy in the metastatic setting. Acquired endocrine resistance was defined as relapse after the first 2 years while on adjuvant endocrine therapy, or relapse within 12 months after the end of adjuvant endocrine therapy, or progression after at least 6 months while on endocrine therapy for metastatic disease. Endocrine sensitive was defined as relapse at least 12 months after the completion of neoadjuvant or adjuvant endocrine therapy, or no treatment for metastatic disease.

A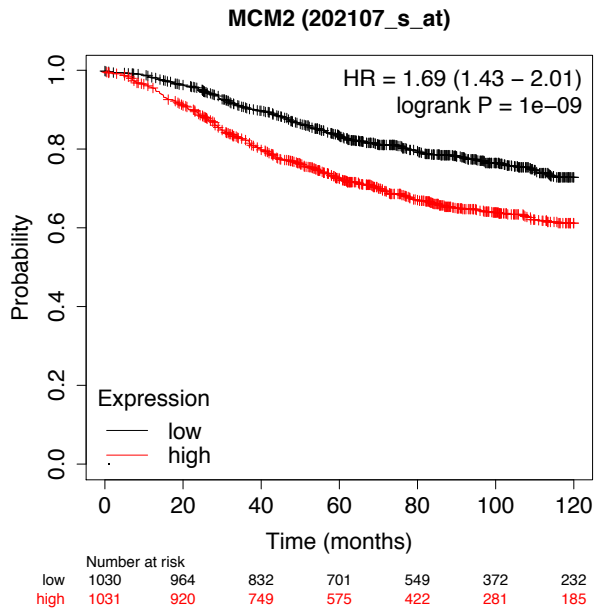**B**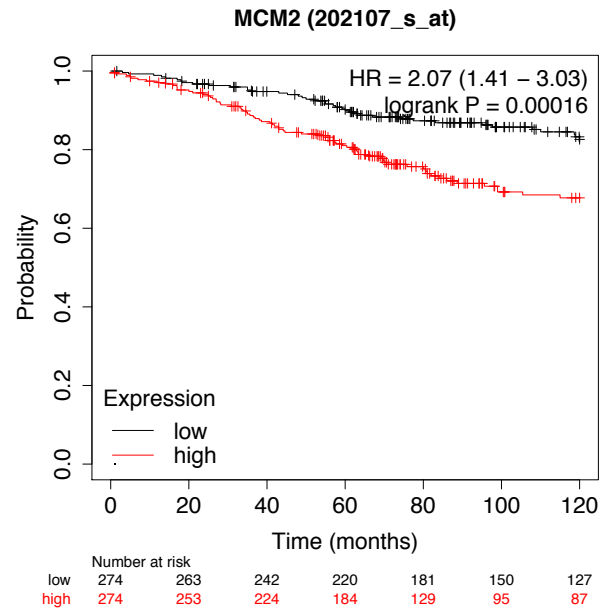**C**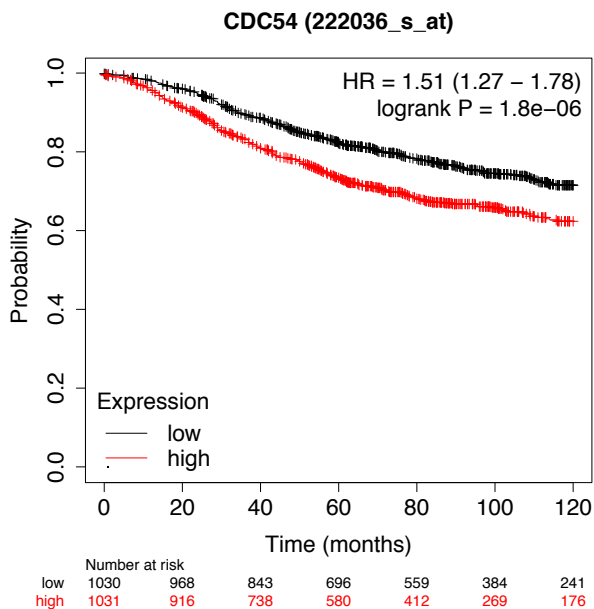**D**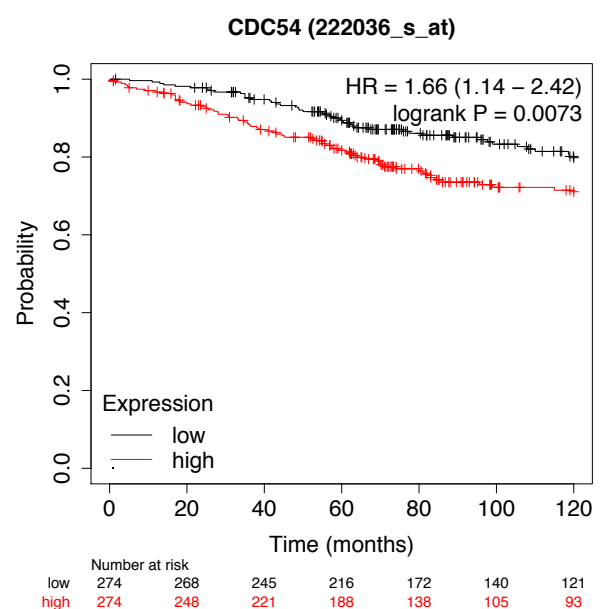

Supplementary Figure 10. Kaplan-Meier plots showing the association of MCM2 (**A** and **B**) and MCM4 (CDC54) (**C** and **D**) gene expression with 10-year recurrence-free survival (RFS) (**A** and **C**) and overall survival (OS) (**B** and **D**) in cohort 3 of early-stage, ER⁺ breast cancer patients treated with adjuvant endocrine treatment based on gene array data obtained from KMplot.com.

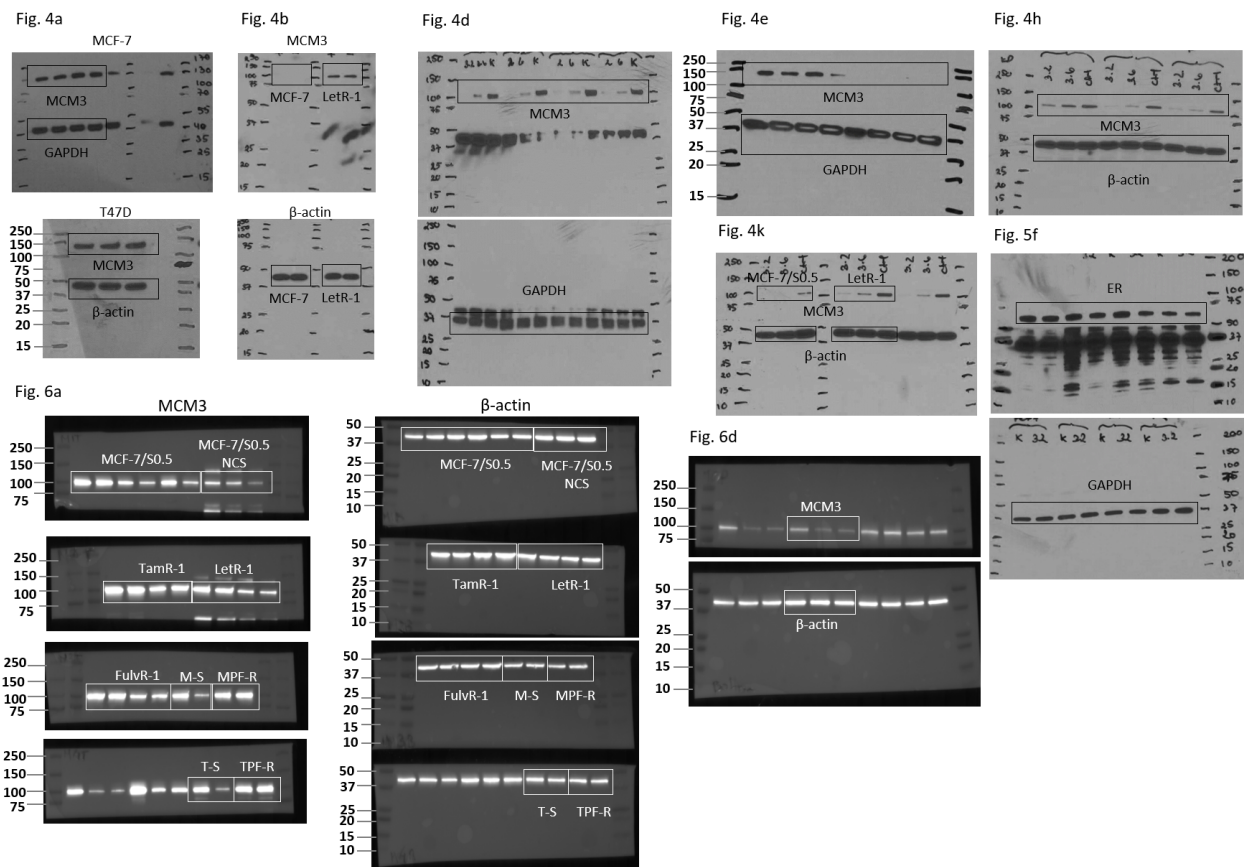

Supplementary Figure 11. Uncropped images of all Western blots shown in the main figures. Uncropped full scans of Western blots from the corresponding cropped Western blots shown in the main figures. Figure subpanel and molecular markers are indicated.

Supplementary Fig. 1a

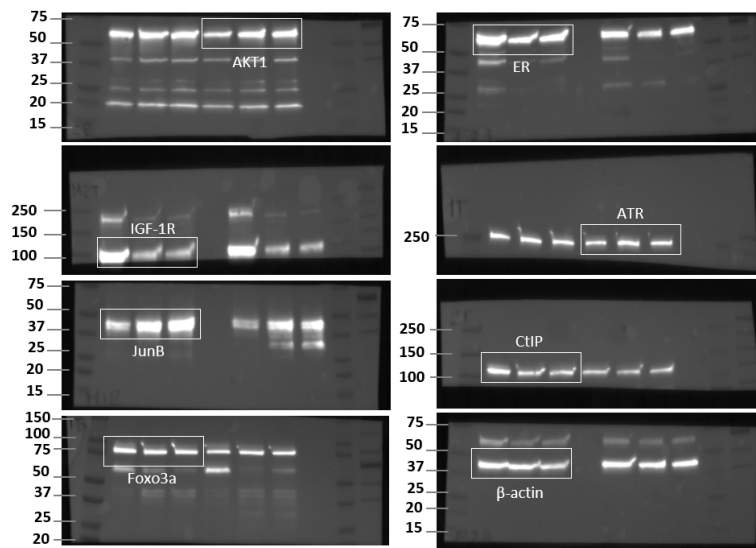

Supplementary Fig. 5c

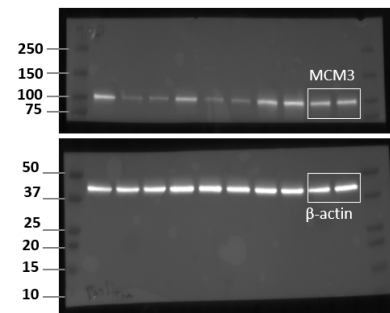

Supplementary Figure 12. Uncropped images of all Western blots shown in the Supplementary Figures. Uncropped full scans of Western blots from the corresponding cropped Western blots shown in the Supplementary Figures. Figure subpanel and molecular markers are indicated.

Supplementary Table 1. List of the 275 proteins showing increased expression, and 264 showed reduced expression in TAM^R-1 vs. MCF-7/S0.5 cells defined as ≥ 1.5 -fold differential expression.

Protein names	Gene names	Uniprot accession no.	Numbers of peptides used for quantification	Sequence Coverage (%)	Expression level (TAMR1 vs. MCF-7/S0.5)
SH3 domain-binding glutamic acid-rich-like protein	SH3BGRL	O75368	12	70.2	15.2
Neurosecretory protein VGF	VGF	Q9UDW8	7	8.5	11.0
Glial fibrillary acidic protein	GFAP	P14136	2	8.2	8.2
Kynureninase	KYNU	Q16719	14	25.2	7.3
cDNA FLJ76744	L1CAM	A8K139	5	2.9	6.1
Heat shock-related 70 kDa protein 2	HSPA2	P54652	10	25.8	5.2
Ladinin-1	LAD1	O00515	5	12.6	5.2
SET domain-containing protein 5	SETD5	Q9C0A6	2	1.2	4.6
Actin-binding protein anillin	ANLN	A8MUK7	4	5.7	4.5
Calcium-binding protein 39-like	CAB39L	Q9H9S4	9	8.3	4.4
Glycerophosphodiester phosphodiesterase domain-containing protein 1	GDPD1	Q8N9F7	3	8	4.3
Serine beta-lactamase-like protein LACTB, mitochondrial	LACTB	P83111	19	21.4	4.2
Glutathione S-transferase Mu 4	GSTM4	Q03013	11	25.2	3.8
LIM and calponin homology domains-containing protein 1	LIMCH1	Q9UPQ0	4	2.7	3.5
LIM and cysteine-rich domains protein 1	LMCD1	Q9NZU5	4	6.4	3.4
Protein dpy-19 homolog 1	DPY19L1	Q2PZI1	2	3	3.4
Glycogen phosphorylase	PYGL	P06737	15	21.3	3.3
Acetyl-coenzyme A synthetase 2-like, mitochondrial	ACSS1	Q9NUB1	11	14.2	3.0
Fructose-bisphosphate aldolase C	ALDOC	P09972	7	41.8	3.0
Short-chain specific acyl-CoA dehydrogenase	ACADS	P16219	6	21.6	2.9
Ankyrin repeat and SOCS box protein 9	ASB9	Q96DX5	6	16.7	2.9

**Kelch repeat and BTB domain-containing protein 2**	KBTBD2	Q8IY47	2	4.5	2.9
**Cytochrome P450 1B1**	CYP1B1	Q16678	2	7.2	2.9
**LIM domain only protein 7**	LMO7	Q8WWI1	4	3.3	2.9
**Sarcoplasmic/endoplasmic reticulum calcium ATPase 3**	ATP2A3	Q93084	7	12.9	2.7
**Mevalonate kinase**	MVK	Q03426	4	18.2	2.6
**Late secretory pathway protein AVL9 homolog**	AVL9	Q8NBF6	8	13.7	2.6
**Mitochondrial glutamate carrier 2**	SLC25A18	Q9H1K4	4	15.9	2.6
**Vacuolar protein sorting-associated protein 41 homolog**	VPS41	P49754	4	2.7	2.6
**Tensin-3**	TNS3	Q68CZ2	7	8.4	2.6
**Latexin**	LXN	Q9BS40	4	8.1	2.5
**NEDD4-binding protein 3**	N4BP3	O15049	2	4.6	2.5
**SH2 domain-containing protein 4A**	SH2D4A	Q9H788	2	7.3	2.5
**Proteasome subunit beta type-8**	PSMB8	P28062	3	13.8	2.5
**Transcription factor jun-B**	JUNB	P17275	11	42.7	2.4
**Paralemmin-3**	PALM3	A6NDB9	7	4.8	2.4
**cDNA FLJ78458**	"SEPT10;"	A8K7M3	6	7.7	2.3
**Lysosome membrane protein 2**	SCARB2	Q14108	13	14.6	2.3
**Dynamin 1 isoform 2 variant**	DNM1	Q05193	3	3.5	2.3
**Myosin-XVIIIa**	MYO18A	Q92614	10	4.8	2.3
**Cysteine and glycine-rich protein 1**	CSRP1	P21291	15	36.8	2.2
**Canalicular multispecific organic anion transporter 2**	ABCC3	O15438	19	11.7	2.2
**Brain acid soluble protein 1**	BASP1	P80723	8	36.6	2.2
**Cleavage stimulation factor 64 kDa subunit**	CSTF2T	Q9H0L4	2	19.8	2.2
**V-type proton ATPase 116 kDa subunit a isoform 3**	TCIRG1	Q13488	2	1.4	2.2
**Protein LSM14 homolog B**	LSM14B	Q9BX40	2	28.8	2.2
**GTPase Nras**	NRAS	P01111	17	39.7	2.1
**Transforming acidic coiled-coil-containing protein 1**	TACC1	O75410	6	8	2.1
**Cingulin**	CGN	Q9P2M7	13	9.1	2.1
**Inositol monophosphatase**	IMPA1	P29218	2	10.8	2.1
**Delta-aminolevulinic acid dehydratase**	ALAD	A8K375	6	9.7	2.1
**Band 4.1-like protein 2**	EPB41L2	O43491	25	15.9	2.1

**KDEL motif-containing protein 2**	KDELC2	Q7Z4H8	10	4.7	2.1
**Cathepsin H**	CTSH	P09668	2	7.8	2.1
**Neurobeachin**	NBEA	Q8NFP9	4	3.4	2.0
**Tight junction protein ZO-2**	TJP2	Q9UDY2	18	14.3	2.0
**Nuclear autoantigen Sp-100**	SP100	P23497	3	5	2.0
**Zinc finger protein 281**	ZNF281	Q9Y2X9	6	10.5	2.0
**Plastin-2**	LCP1	P13796	13	23.8	2.0
**Butyrate response factor 2**	ZFP36L2	P47974	2	6.6	2.0
**Intercellular adhesion molecule 1**	ICAM1	P05362	4	6	2.0
**Mitochondrial carnitine/acylcarnitine carrier protein CACL**	SLC25A29	Q8N8R3	6	17.2	2.0
**Inositol-tetrakisphosphate 1-kinase**	ITPK1	Q13572	10	25.1	2.0
**Choline transporter-like protein 2**	SLC44A2	Q8IWA5	4	3.1	2.0
**Synaptotagmin-like protein 2**	SYTL2	Q9HCH5	5	9	2.0
**Dephospho-CoA kinase domain-containing protein**	DCAKD	Q8WVC6	5	10.8	2.0
**Tudor and KH domain-containing protein**	TDRKH	Q9Y2W6	6	9.4	2.0
**Zinc finger CCCH-type with G patch domain-containing protein**	ZGPAT	Q8N5A5	3	10.9	2.0
**Cytochrome b561**	CYB561	P49447	2	5.1	2.0
**DnaJ homolog subfamily C member 5**	DNAJC5	Q9H3Z4	4	29.3	2.0
**ADP-ribosylation factor-related protein 1**	ARFRP1	Q13795	7	21.9	2.0
**Squalene synthetase**	FDFT1	P37268	11	15.3	2.0
**Putative uncharacterized protein YIF1A**	YIF1A	A6NM00	3	4	2.0
**DNA polymerase epsilon subunit 2**	POLE2	P56282	3	7	2.0
**Histone H1.0**	H1FO	P07305	6	13.9	2.0
**Electron transfer flavoprotein-ubiquinone oxidoreductase**	ETFDH	Q16134	6	17.7	1.9
**N-acetyl-D-glucosamine kinase**	NAGK	Q9UJ70	24	35.8	1.9
**Fumarylacetoacetate hydrolase domain-containing protein 2B**	FAHD2B	Q6P2I3	2	26.4	1.9
**Mitogen-activated protein kinase kinase kinase MLT**	MLTK	Q9NYL2	4	7.5	1.9
**Agmatinase, mitochondrial**	AGMAT	Q9BSE5	5	19	1.9

**Protein LSM14 homolog B**	LSM14B	Q9BX40	16	26.5	1.9
**cDNA FLJ78091**	UHRF1	A8K024	7	9.8	1.9
**Methyl-CpG-binding domain protein 3**	MBD3	O95983	4	18.9	1.9
**Diacylglycerol kinase alpha**	DGKA	P23743	2	3	1.9
**Dehydrogenase/reductase SDR family member 7B**	DHRS7B	Q6IAN0	6	17.8	1.9
**GMP reductase 1**	GMPR	P36959	2	13.9	1.9
**Nucleoside diphosphate kinase 3**	NME3	Q13232	8	30.8	1.9
**Delta(14)-sterol reductase**	TM7SF2	O76062	2	3.1	1.9
**Probable hydrolase PNKD**	PNKD	Q8N490	4	17.1	1.9
**Pyridoxine-5'-phosphate oxidase**	PNPO	Q9NVS9	14	29.9	1.9
**Cellular retinoic acid-binding protein 2**	CRABP2	P29373	7	34.8	1.9
**NADH-cytochrome b5 reductase 1**	CYB5R1	Q9UHQ9	13	27.2	1.9
**FYVE and coiled-coil domain-containing protein 1**	FYCO1	Q9BQS8	2	1.6	1.9
**Solute carrier family 25 member 42**	SLC25A42	Q86VD7	2	5.3	1.9
**Zinc finger protein 644**	ZNF644	Q9H582	2	1.3	1.9
**ATP-dependent DNA helicase Q5**	RECQL5	O94762	2	2	1.8
**Coactosin-like protein**	COTL1	Q14019	2	23.9	1.8
**Cystathionine beta-synthase**	CBS	P35520	3	6.5	1.8
**"Epsin-3;EPS-15-interacting protein 3"**	EPN3	Q9H201	23	11.6	1.8
**T-box transcription factor TBX2**	TBX2	Q13207	3	5.6	1.8
**Protein kinase C delta type**	PRKCD	Q05655	12	13.3	1.8
**Neurabin-2**	PPP1R9B	Q96SB3	4	7.1	1.8
**FK506-binding protein 9**	FKBP9	O95302	2	4.6	1.8
**Exocrine differentiation and proliferation factor**	EXDPF	Q4VXP1	5	35	1.8
**Lysophosphatidic acid phosphatase type 6**	ACP6	Q9NPH0	4	9.8	1.8
**Amine oxidase [flavin-containing] A**	MAOA	P21397	2	3	1.8
**Acetyl-CoA acetyltransferase, cytosolic**	ACAT2	Q9BWD1	38	37.3	1.8
**Dehydrogenase/reductase SDR family member on chromosome X**	DHRSX	Q8N5I4	3	4.5	1.8
**Signal-transducing adaptor protein 2**	STAP2	A6NKK3	7	12.7	1.8

**cDNA FLJ75329**	LASS2	A8K4M4	5	11.2	1.8
**Putative uncharacterized protein MAP7**	MAP7	A8MPQ8	12	21.8	1.8
**OGFR protein**	OGFR	Q05BV5	11	19.5	1.8
**Polyamine-modulated factor 1**	PMF1	Q5TCK2	2	6.6	1.8
**Putative uncharacterized protein DKFZp686N1969**	DKFZp686N1969	Q68E09	4	1.4	1.8
**DNA polymerase epsilon catalytic subunit isoform a**	POLE1	Q9UNE9	2	1.2	1.8
**Epidermal growth factor receptor kinase substrate 8-like protein 2**	EPS8L2	Q9H6S3	6	4.2	1.8
**Guanine nucleotide-binding protein subunit alpha-13**	GNA13	Q14344	19	22.8	1.8
**DNA replication licensing factor MCM4**	MCM4	P33991	39	22.1	1.8
**UDP-N-acetylhexosamine pyrophosphorylase-like protein 1**	UAP1L1	Q3KQV9	5	18.1	1.8
**Gamma-synuclein**	SNCG	O76070	5	26	1.8
**Fructose-1,6-bisphosphatase 1**	FBP1	P09467	79	44.4	1.8
**Putative pre-mRNA-splicing factor ATP-dependent RNA helicase DHX32**	DHX32	Q7L7V1	10	9	1.8
**RNA-binding motif, single-stranded-interacting protein 1**	RBMS1	Q14869	6	17.2	1.8
**3-keto-steroid reductase**	HSD17B7	P56937	3	7	1.8
**3-hydroxybutyrate dehydrogenase type 2**	BDH2	Q9BUT1	5	24.1	1.8
**Histone chaperone ASF1B**	ASF1B	Q9NVP2	2	9.9	1.7
**Chitinase domain-containing protein 1**	CHID1	Q9BWS9	4	7.9	1.7
**Ribosome maturation protein SBDS**	SBDS	Q9Y3A5	5	10.8	1.7
**Lamin-B receptor**	LBR	Q14739	2	3.1	1.7
**Uncharacterized protein C20orf112**	C20orf112	Q96MY1	2	6.9	1.7
**Huntingtin-interacting protein 1**	HIP1	O00291	2	4.6	1.7
**[Pyruvate dehydrogenase [lipoamide]] kinase isozyme 2, mitochondrial**	PKD2	Q15119	4	7	1.7
**Toll interacting protein variant**	TOLLIP	Q59FB9	7	19.3	1.7
**"Cathepsin B;Cathepsin B1"**	CTSB	P07858	12	23.6	1.7
**Elongation factor 1-alpha 2**	EEF1A2	Q05639	115	66.3	1.7

**Vesicle transport through interaction with t-SNAREs homolog 1B**	VTI1B	Q9UEU0	2	10.3	1.7
**Zinc finger protein 512B**	ZNF512B	Q96KM6	4	9.2	1.7
**Huntingtin-interacting protein 1-related protein**	HIP1R	O75146	26	21	1.7
**Plasma membrane calcium-transporting ATPase 1**	ATP2B1	P20020	21	14.8	1.7
**Prosaposin;Proactivator polypeptide;Saposin-A**	PSAP	B1AVU8	27	12.2	1.7
**Glycolipid transfer protein**	GLTP	Q9NZD2	7	29.2	1.7
**Lysine-specific demethylase 2A**	KDM2A	Q9Y2K7	8	8.1	1.7
**Eukaryotic translation initiation factor 4E-binding protein 2**	EIF4EBP2	Q13542	2	43.3	1.7
**Glycerophosphodiester phosphodiesterase domain-containing protein 3**	GDPD3	Q7L5L3	3	9.4	1.7
**Lanosterol 14-alpha demethylase**	CYP51A1	Q16850	12	23.4	1.7
**Lysine-specific demethylase 5B**	KDM5B	Q9UGL1	5	3.7	1.7
**Probable saccharopine dehydrogenase**	SCCPDH	Q8NBX0	48	35	1.7
**Breast cancer-associated antigen SGA-72M**	SGA72M	Q6TV07	12	8.4	1.7
**Xaa-Pro aminopeptidase 1**	XPNPEP1	Q9NQW7	8	7.2	1.7
**Cytosolic purine 5'-nucleotidase**	NT5C2	P49902	8	19.4	1.7
**Beta-arrestin-1**	ARRB1	P49407	7	16.1	1.7
**Uncharacterized protein LOC113230**		Q96FF7	2	5.3	1.7
**E3 ubiquitin-protein ligase TRIM33**	TRIM33	Q9UPN9	46	20.4	1.7
**Clathrin light chain B**	CLTB	P09497	3	8.7	1.7
**Utrophin**	UTRN	P46939	6	1.6	1.7
**Adenylate cyclase type 3**	ADCY3	O60266	2	2.4	1.7
**Peroxisomal proliferator-activated receptor A-interacting complex 285 kDa protein**	PRIC285	Q9BYK8	32	11.1	1.7
**Liprin-beta-1**	PPFIBP1	Q86W92	10	1.7	1.7
**Spectrin beta chain, brain 2**	SPTBN2	O15020	38	14.6	1.7
**Probable aminopeptidase NPEPL1**	NPEPL1	Q8NDH3	13	27.5	1.6
**Mitochondrial aspartate-glutamate carrier protein**	SLC25A13	Q546F9	35	36.7	1.6

Dual specificity protein phosphatase 3	DUSP3	P51452	6	26.2	1.6
Phosphotriesterase-related protein	PTER	Q96BW5	4	13.5	1.6
TOM1-like protein 2	TOM1L2	Q6ZVM7	2	11.8	1.6
Long-chain-fatty-acid--CoA ligase 1	ACSL1	P33121	6	8	1.6
Tyrosine-protein phosphatase non-receptor type 1	PTPN1	P18031	31	39.5	1.6
Putative uncharacterized protein CIT	CIT	A8MWQ3	2	1.4	1.6
Transmembrane protein C3orf1	C3orf1	Q9NPL8	3	13	1.6
DNA replication licensing factor MCM3	MCM3	P25205	34	24.5	1.6
Probable ATP-dependent RNA helicase DDX60	DDX60	Q8IY21	48	23.4	1.6
DNA replication licensing factor MCM7	MCM7	P33993	38	29.1	1.6
Non-specific lipid-transfer protein	SCP2	P22307	29	33.3	1.6
Adenylyltransferase and sulfurtransferase MOCS3	MOCS3	O95396	12	17.2	1.6
Thymidine kinase, cytosolic	TK1	P04183	7	12	1.6
Glutaryl-CoA dehydrogenase, mitochondrial	GCDH	Q92947	18	37.4	1.6
Vacuolar protein sorting-associated protein 18 homolog	VPS18	Q9P253	6	7.9	1.6
RILP-like protein 1	RILPL1	Q5EBL4	2	9.7	1.6
L-xylulose reductase	DCXR	Q7Z4W1	32	41.8	1.6
WD repeat-containing protein 68	WDR68	P61962	4	14	1.6
cAMP-dependent protein kinase type I-alpha regulatory subunit	PRKAR1A	P10644	18	18.4	1.6
Carrier family 6 , member 8 variant	PPGB	Q59EV6	11	9.8	1.6
Kinesin-like protein KIF16B	KIF16B	Q96L93	3	4.3	1.6
DKFZp761E198 protein	DKFZp761E198	Q0D2Q2	4	1.5	1.6
Sterol O-acyltransferase 1	SOAT1	P35610	8	11.3	1.6
Kinesin-like protein KIF2C	KIF2C	Q99661	4	8.3	1.6
Proteasome subunit beta type-10	PSMB10	P40306	4	24.9	1.6
Protein prune homolog	PRUNE	Q86TP1	3	12.1	1.6
PCTAIRE protein kinase 3	PCTK3	Q5VXQ4	2	9.3	1.6

**Methylated-DNA--protein-cysteine methyltransferase**	MGMT	P16455	15	17.4	1.6
**Diphosphoinositol polyphosphate phosphohydrolase 2**	NUDT4	Q9NZJ9	2	19.9	1.6
**N(G),N(G)-dimethylarginine dimethylaminohydrolase 2**	DDAH2	O95865	10	48.1	1.6
**Acetoacetyl-CoA synthetase**	AACS	Q86V21	4	6.1	1.6
**Ubiquitin-conjugating enzyme E2 variant 1**	UBE2V1	Q13404	11	11.6	1.6
**3,2-trans-enoyl-CoA isomerase, mitochondrial**	DCI	P42126	14	33.1	1.6
**Elongation factor 2 kinase**	EEF2K	O00418	2	1.4	1.6
**Beta-1,4-galactosyltransferase 1**	B4GALT1	P15291	8	7.5	1.6
**2'-5' oligoadenylate synthetase 1 p52 isoform**	OAS1	Q3ZM02	12	18.7	1.6
**Probable ATP-dependent RNA helicase DDX60-like**	DDX60L	Q5H9U9	2	3.2	1.6
**cDNA FLJ78682**	OAS3	A8KA84	62	28.4	1.6
**Vesicular integral-membrane protein VIP36**	LMAN2	Q12907	9	23.3	1.6
**Absent in melanoma 1 protein**	AIM1	Q9Y4K1	9	6.6	1.6
**DNA replication licensing factor MCM5**	MCM5	P33992	56	33.2	1.6
**Interferon regulatory factor 9**	IRF9	Q00978	7	10.2	1.6
**Putative N-acetylglucosamine-6-phosphate deacetylase**	AMDHD2	Q9Y303	6	18.9	1.6
**Vacuolar protein sorting-associated protein 16 homolog**	VPS16	Q9H269	11	10.4	1.6
**Mediator of RNA polymerase II transcription subunit 13**	MED13	Q9UHV7	5	3.6	1.6
**Mitofusin-1**	MFN1	Q8IWA4	2	3.3	1.6
**Microsomal glutathione S-transferase 1**	MGST1	P10620	14	30.3	1.6
**Ras-related protein Rab-7L1**	RAB7L1	O14966	3	24.1	1.6
**Ras-related protein Rab-9A**	RAB9A	P51151	9	23.4	1.6
**Chromodomain-helicase-DNA-binding protein 3**	CHD3	Q12873	3	3.9	1.6
**Putative uncharacterized protein KIF23**	KIF23	A8MTR8	4	6.6	1.6
**Putative phospholipase B-like 2**	PLBD2	Q8NHP8	5	6.3	1.6

**Aspartate beta-hydroxylase domain-containing protein 1**	ASPHD1	Q5U4P2	10	6.7	1.6
**Hepatocellular carcinoma-associated antigen 90**	HCA90	Q96RR5	5	8	1.6
**Glucosidase 2 subunit beta**	PRKCSH	P14314	34	30.3	1.6
**A-Raf proto-oncogene serine/threonine-protein kinase**	ARAF	P10398	3	14.2	1.6
**Presqualene diphosphate phosphatase**	PPAPDC2	Q8IY26	2	3.4	1.6
**Ectonucleotide pyrophosphatase/phosphodiesterase family member 1**	ENPP1	P22413	4	7.4	1.6
**Trans-acting T-cell-specific transcription factor GATA-3**	GATA3	P23771	6	13.3	1.6
**Arf-GAP with SH3 domain, ANK repeat and PH domain-containing protein 2**	ASAP2	O43150	8	7.2	1.6
**Monoacylglycerol lipase ABHD12**	ABHD12	Q8N2K0	10	25.7	1.6
**Anaphase-promoting complex subunit 7**	ANAPC7	Q9UJX3	10	17.3	1.6
**Cytoplasmic aconitate hydratase**	ACO1	P21399	31	25.8	1.6
**Splicing factor, arginine/serine-rich 9**	SFRS9	Q13242	10	34.8	1.6
**Target of myb1 (Chicken)**	TOM1	Q86X74	3	8.7	1.6
**RAC-alpha serine/threonine-protein kinase**	AKT1	P31749	5	12.3	1.6
**Nuclear factor NF-kappa-B p100 subunit**	NFKB2	Q00653	11	11.7	1.6
**Caskin-2**	CASKIN2	Q8WXE0	4	4.6	1.6
**Kinesin-like protein KIF11**	KIF11	P52732	5	4.5	1.6
**Vam6/Vps39-like protein**	VPS39	Q96JC1	5	4.5	1.6
**DNA replication licensing factor MCM6**	MCM6	Q14566	25	19.2	1.6
**Paxillin**	PXN	P49023	10	25	1.6
**E3 ubiquitin-protein ligase UHRF2**	UHRF2	Q96PU4	2	4	1.5
**Importin-9**	IPO9	Q96P70	32	24.7	1.5
**F-box/LRR-repeat protein 12**	FBXL12	Q9NXK8	2	6.1	1.5
**High mobility group protein HMG-I/HMG-Y**	HMGA1	P17096	7	9.4	1.5
**Probable cation-transporting ATPase 13A1**	ATP13A1	Q9HD20	28	15.8	1.5
**Ezrin**	EZR	P15311	48	36.7	1.5

**Polyhomeotic-like protein 1**	PHC1	P78364	7	14.7	1.5
**Lanosterol synthase**	LSS	P48449	13	10.4	1.5
**cDNA FLJ77959**	PRKAR1B	A8K099	2	4.7	1.5
**Mitogen-activated protein-binding protein-interacting protein**	ROBLD3	Q9Y2Q5	4	40.8	1.5
**UDP-glucose 6-dehydrogenase**	UGDH	O60701	42	54.3	1.5
**Cytochrome c oxidase assembly protein COX19**	COX19	Q49B96	5	21.1	1.5
**Cold-inducible RNA-binding protein**	CIRBP	Q14011	8	14.8	1.5
**WD repeat-containing protein 25**	WDR25	Q64LD2	3	4.4	1.5
**Serum paraoxonase/arylesterase 2**	PON2	Q15165	6	14	1.5
**Serine/threonine-protein kinase ATR**	ATR	Q13535	4	1.4	1.5
**F-box only protein 21**	FBXO21	O94952	4	5.9	1.5
**TEA domain family member 3**	TEAD3	Q7Z6U8	2	6.2	1.5
**Methylcrotonoyl-CoA carboxylase subunit alpha, mitochondrial**	MCCC1	Q96RQ3	35	35.4	1.5
**Phosphatidylinositol 4-kinase beta**	PI4KB	Q5VWB9	3	2.8	1.5
**Tumor suppressor candidate gene 1 protein**	TUSC1	Q2TAM9	2	10.8	1.5
**Chromosome-associated kinesin KIF4A**	KIF4A	O95239	4	7.1	1.5
**Cytochrome P450 20A1**	CYP20A1	Q6UW02	2	5.4	1.5
**Uncharacterized protein C1orf103**	C1orf103	Q5T3J3	2	3.9	1.5
**Lethal(2) giant larvae protein homolog 2**	LLGL2	Q6P1M3	36	20.8	1.5
**PKHD domain-containing transmembrane protein C17orf101**	C17orf101	Q6PK18	6	11.9	1.5
**Surfeit locus protein 2**	SURF2	Q15527	2	7.4	1.5
**3-beta-hydroxysteroid-Delta(8),Delta(7)-isomerase**	EBP	Q15125	3	5.2	1.5
**Serine/threonine-protein kinase haspin**	GSG2	Q8TF76	2	5.6	1.5
**Protein HIRA**	HIRA	P54198	3	3.5	1.5
**HEAT repeat-containing protein C7orf27**	C7orf27	Q6PJG6	12	17.2	1.5
**2-oxoisovalerate dehydrogenase subunit beta, mitochondrial**	BCKDHB	P21953	16	20.4	1.5

Serine/threonine-protein kinase tousled-like 2	TLK2	Q86UE8	14	10.1	1.5
Epsin-2	EPN2	O95208	3	4.2	1.5
Glycerol-3-phosphate dehydrogenase, mitochondrial	GPD2	P43304	56	51.6	1.5
ZW10 interactor	ZWINT	O95229	2	5.1	1.5
Growth factor receptor-bound protein 2	GRB2	P62993	12	23.5	1.5
Integrin alpha-3	ITGA3	P26006	2	1.6	1.5
Kinesin-like protein KIF14	KIF14	Q15058	2	0.7	1.5
Putative uncharacterized protein DKFZp686I0955	DKFZp686I0955	Q5HYC3	3	4.3	1.5
Junction plakoglobin	JUP	Q7L3S5	30	32.2	1.5
Endoplasmic reticulum aminopeptidase 1	ERAP1	Q9NZ08	24	20.5	1.5
Ubiquitin-like protein 3	UBL3	O95164	3	23.1	-1.5
Nibrin	NBN	O60934	4	5.7	-1.5
Vesicle-associated membrane protein-associated protein A	VAPA	Q9P0L0	45	56.6	-1.5
Sorbitol dehydrogenase	SORD	Q00796	22	36.7	-1.5
Thioredoxin	TXN	P10599	13	48.6	-1.5
Putative uncharacterized protein LYRM7	LYRM7	A8MPQ9	2	14.4	-1.5
Estrogen receptor	ESR1	P03372	6	9.1	-1.5
Glucose-6-phosphate isomerase	GPI	P06744	99	54.1	-1.5
Krueppel-like factor 16	KLF16	Q9BXX1	2	15.9	-1.5
Copper-transporting ATPase 1	ATP7A	Q04656	2	1.3	-1.5
Neuroblast differentiation-associated protein AHNK	AHNK	Q09666	341	40.7	-1.5
RNA polymerase II-associated protein 1	RPAP1	Q9BWH6	6	2.7	-1.5
UPF0488 protein C8orf33	C8orf33	Q9H7E9	4	14	-1.5
Liprin-alpha-1	PPFIA1	Q13136	10	8.2	-1.5
Protein YIF1B	YIF1B	Q5BJH7	13	24.8	-1.5
Eukaryotic translation initiation factor 3 subunit J	EIF3J	O75822	7	19.8	-1.5
Homer protein homolog 1	HOMER1	Q86YM7	2	5.1	-1.5
Cullin-4B	CUL4B	Q13620	29	18.6	-1.5
Protein cordon-bleu	COBL	O75128	3	1.4	-1.5
Elongation factor G 2, mitochondrial	GFM2	Q969S9	10	11.7	-1.5
Protein kinase C iota type	PRKCI	P41743	13	19.3	-1.5
CD276 antigen	CD276	Q5ZPR3	10	18.9	-1.5
RNA polymerase-associated protein RTF1 homolog	RTF1	Q92541	5	4.5	-1.5

**Ankyrin repeat domain-containing protein 46**	ANKRD46	Q86W74	2	11.6	-1.5
**APAF1-interacting protein**	APIP	Q96GX9	2	11.6	-1.5
**dUTP pyrophosphatase**	DUT	P33316	11	31.7	-1.5
**Brain protein 16**	BRP16	Q9BTY7	6	19	-1.5
**NF-kappa-B-repressing factor**	NKRF	O15226	12	14.6	-1.5
**Acyl-coenzyme A thioesterase 13**	ACOT13	Q9NPJ3	9	36.4	-1.5
**Estradiol 17-beta-dehydrogenase 8**	HSD17B8	Q92506	8	19.2	-1.5
**Telomerase Cajal body protein 1**	WDR79	Q9BUR4	2	4	-1.5
**5'-nucleotidase domain-containing protein 1**	NT5DC1	Q5TFE4	9	15.2	-1.5
**Calpain-2 catalytic subunit**	CAPN2	A6NDG7	4	4.3	-1.5
**Myoglobin**	MB	P02144	2	18.8	-1.5
**Alstrom syndrome protein 1**	ALMS1	Q8TCU4	2	0.6	-1.5
**Methyl-CpG-binding domain protein 2**	MBD2	Q9UBB5	3	15.6	-1.5
**Transmembrane emp24 domain-containing protein 4**	TMED4	Q7Z7H5	2	22.5	-1.5
**Nuclear factor of activated T-cells, cytoplasmic 2**	NFATC2	Q13469	2	7	-1.5
**Putative ATP-dependent RNA helicase DHX57**	DHX57	Q6P158	5	4.8	-1.5
**NAD(P)H dehydrogenase [quinone] 1**	NQO1	P15559	15	32.1	-1.5
**Conserved oligomeric Golgi complex subunit 6**	COG6	Q9Y2V7	2	8.7	-1.5
**Cancer susceptibility candidate gene 4 protein**	CASC4	Q6P4E1	2	6.2	-1.6
**Transmembrane channel-like protein 4**	TMC4	Q7Z404	10	2.7	-1.6
**Leucine-rich repeat-containing protein 8D**	LRRC8D	Q7L1W4	3	2.8	-1.6
**Methylcrotonoyl-CoA carboxylase beta chain, mitochondrial**	MCCC2	Q9HCC0	108	54.9	-1.6
**LRCH1 protein**	LRCH1	Q17R43	3	2.1	-1.6
**Patatin-like phospholipase domain-containing protein 2**	PNPLA2	Q96AD5	3	3.2	-1.6
**Gamma-enolase**	ENO2	P09104	14	32.7	-1.6
**Oxysterol-binding protein-related protein 1**	OSBPL1A	Q9BXW6	6	5.2	-1.6
**DNA-binding protein A**	CSDA	P16989	6	28.5	-1.6
**Neurolysin, mitochondrial**	NLN	Q9BYT8	22	24.1	-1.6

**AFG3-like protein 2**	AFG3L2	Q9Y4W6	20	22.7	-1.6
**Deoxyribonuclease-1-like 1**	DNASE1L1	P49184	2	8.9	-1.6
**40S ribosomal protein S27**	RPS27	P42677	2	39.3	-1.6
**Forkhead box protein J3**	FOXJ3	Q9UPW0	4	5.8	-1.6
**Putative uncharacterized protein DKFZp686P03159**	DKFZp686P03159	Q6N0B3	74	61.3	-1.6
**Hydroxysteroid dehydrogenase-like protein 2**	HSDL2	Q6YN16	8	18.2	-1.6
**DNA replication complex GINS protein PSF3**	GINS3	Q9BRX5	2	7.4	-1.6
**Chromosome 10 open reading frame 35**	C10orf35	Q5VVH9	2	8	-1.6
**PHD finger protein 10**	PHF10	Q8WUB8	6	9	-1.6
**Eukaryotic translation initiation factor 5B**	EIF5B	O60841	26	16.3	-1.6
**Baculoviral IAP repeat-containing protein 4**	XIAP	P98170	2	3.6	-1.6
**Trafficking protein particle complex subunit 6A**	TRAPPC6A	O75865	4	24.3	-1.6
**Putative ribosome-binding factor A, mitochondrial**	C18orf22	Q8N0V3	2	5.8	-1.6
**Multiple ankyrin repeats single KH domain protein isoform 2**	hCG_2045902	Q8IWZ2	8	5.1	-1.6
**La-related protein 2**	LARP2	Q659C4	2	4.3	-1.6
**Integrin beta-1**	ITGB1	Q8WUM6	19	11.3	-1.6
**UPF0672 protein C3orf58**	C3orf58	Q8NDZ4	3	4	-1.6
**Serine/threonine-protein kinase 3**	STK3	Q13188	4	5.1	-1.6
**Annexin A1**	ANXA1	P04083	2	6.9	-1.6
**Transferrin receptor protein 1**	TFRC	P02786	33	19.9	-1.6
**Zinc finger protein 451**	ZNF451	Q9Y4E5	3	2.9	-1.6
**CD63 antigen**	CD63	P08962	3	4.2	-1.6
**Stromal cell-derived factor 2-like protein 1**	SDF2L1	Q9HCN8	18	23.3	-1.6
**Anterior gradient protein 2 homolog**	AGR2	O95994	65	47.7	-1.6
**Transcriptional activator protein Pur-alpha**	PURA	Q00577	23	42.5	-1.6
**Occludin**	OCLN	Q16625	3	7.7	-1.6
**Polypyrimidine tract-binding protein 2**	PTBP2	Q9UKA9	17	27	-1.6
			2	87.1	-1.6
**NEDD8-conjugating enzyme Ubc12**	UBE2M	P61081	7	21.3	-1.6

Heat shock 70 kDa protein 12A	HSPA12A	O43301	7	14.2	-1.6
			4	81.4	-1.6
Kinesin-like protein KIF2A	KIF2A	O00139	5	6.2	-1.7
Creatine kinase, ubiquitous mitochondrial	CKMT1A	P12532	37	39.6	-1.7
SLIT-ROBO Rho GTPase-activating protein 1	SRGAP1	Q7Z6B7	8	5.8	-1.7
Cell division protein kinase 5	CDK5	Q00535	11	24.3	-1.7
Partitioning defective 6 homolog beta	PARD6B	Q9BYG5	10	22.8	-1.7
Synembryn-A	RIC8A	Q9NPQ8	7	13	-1.7
Uncharacterized protein C16orf89	C16orf89	Q6UX73	2	1.6	-1.7
Rho guanine nucleotide exchange factor 2	ARHGEF2	Q9H023	8	9.4	-1.7
Interferon-induced transmembrane protein 2	IFITM2	Q01629	2	29.5	-1.7
Moesin-ezrin-radixin-like protein	NF2	P35240	3	2.7	-1.7
Procollagen-lysine,2-oxoglutarate 5-dioxygenase 2	PLOD2	O00469	7	6.3	-1.7
Interferon-induced transmembrane protein 1	IFITM1	P13164	2	27.2	-1.7
Fatty acyl-CoA reductase 1	FAR1	Q8WVX9	14	17.3	-1.7
Armadillo repeat protein deleted in velo-cardio-facial syndrome	ARVCF	O00192	3	3.3	-1.7
Mitochondrial import inner membrane translocase subunit Tim8 A	TIMM8A	O60220	6	22.7	-1.7
Zinc finger CCCH-type antiviral protein 1-like	ZC3HAV1L	Q96H79	6	11	-1.7
Protein LAP2	ERBB2IP	Q96RT1	8	8.6	-1.7
DNA-binding protein SMUBP-2	IGHMBP2	P38935	2	5	-1.7
Putative uncharacterized protein EIF4E	EIF4E	A8MX72	3	13.4	-1.7
Tubulin folding cofactor B	TBCB	Q99426	3	14.3	-1.7
N(G)-dimethylarginine dimethylaminohydrolase 1	DDAH1	O94760	18	37.5	-1.7
26S proteasome non-ATPase regulatory subunit 10	PSMD10	O75832	6	22.1	-1.7
Methionine aminopeptidase 2	METAP2	P50579	2	2.1	-1.7

**E3 ubiquitin-protein ligase ZNRF1**	ZNRF1	Q8ND25	2	5	-1.7
**Putative uncharacterized protein CD81**	CD81	A6NMH8	20	14.2	-1.7
**DNAJC10 protein**	DNAJC10	Q3B7W8	9	4.3	-1.7
**Kynurenine--oxoglutarate transaminase 1**	CCBL1	Q16773	2	10.2	-1.7
**Amidophosphoribosyltransferase**	PPAT	Q06203	16	23	-1.7
**Sortilin-related receptor**	SORL1	Q92673	3	1.9	-1.7
**Putative uncharacterized protein NACA**	NACA	A8MTN7	12	5.9	-1.7
**Dihydropyrimidinase-related protein 2**	DPYSL2	Q16555	6	19.2	-1.7
**MAGUK p55 subfamily member 5**	MPP5	Q8N3R9	2	3.9	-1.8
**Cadherin EGF LAG seven-pass G-type receptor 2**	CELSR2	Q9HCU4	6	2.2	-1.8
**InaD-like protein**	INADL	Q8NI35	10	3.7	-1.8
			6	16	-1.8
**Glutaminy-peptide cyclotransferase-like protein**	QPCTL	Q9NXS2	2	8.4	-1.8
**Isochorismatase domain-containing protein 2, mitochondrial**	ISOC2	Q96AB3	36	60.2	-1.8
**Small EDRK-rich factor 2**	SERF2	P84101	6	16.9	-1.8
**Kelch domain-containing protein 7B**	KLHDC7B	Q96G42	2	6.9	-1.8
**Cathepsin D**	CTSD	P07339	85	30.1	-1.8
**Prostate tumor overexpressed gene 1 protein**	PTOV1	Q86YD1	2	6.2	-1.8
**Histone-lysine N-methyltransferase SETD7**	SETD7	Q8WTS6	2	7.1	-1.8
**Lysophosphatidylcholine acyltransferase 1**	LPCAT1	Q8NF37	3	3.4	-1.8
**Transcription intermediary factor 1-alpha**	TRIM24	O15164	14	14.7	-1.8
**Thymidylate synthase**	TYMS	P04818	3	11.2	-1.8
**EH domain-containing protein 4**	EHD4	Q9H223	13	23.3	-1.8
**Ankyrin repeat domain-containing protein 27**	ANKRD27	Q96NW4	8	8.4	-1.8
**NF-kappa-B-activating protein**	NKAP	Q8N5F7	6	18.3	-1.8
**Microtubule-associated protein tau**	MAPT	P10636	11	20	-1.8
**Heat shock protein beta-11**	HSPB11	Q9Y547	2	8.3	-1.9

**Bleomycin hydrolase**	BLMH	Q13867	4	9.5	-1.9
**Microtubule-actin cross-linking factor 1, isoforms 1/2/3/5**	MACF1	Q9UPN3	18	4.4	-1.9
**Erythrocyte band 7 integral membrane protein**	STOM	P27105	6	17	-1.9
**Membrane-associated guanylate kinase, WW and PDZ domain-containing protein 3**	MAGI3	Q5TCR0	2	2.3	-1.9
**Solute carrier family 2, facilitated glucose transporter member 1**	SLC2A1	P11166	3	3.9	-1.9
**Ferrochelatase**	FECH	Q8NAN0	17	25.4	-1.9
**UPF0577 protein KIAA1324**	KIAA1324	Q6UXG2	7	8.6	-1.9
**Endothelial protein C receptor**	PROCR	Q9UNN8	3	6.2	-1.9
**CD166 antigen**	ALCAM	Q13740	30	38.6	-1.9
**ADP-ribosylation factor GTPase-activating protein 3**	ARFGAP3	Q9NP61	2	6.6	-1.9
**Twinfilin-1**	TWF1	Q12792	5	15.9	-1.9
**Proto-oncogene tyrosine-protein kinase Yes**	YES1	P07947	6	11.4	-1.9
**Phosphatidylserine synthase 1**	PTDSS1	P48651	2	2.7	-1.9
**Prolyl 4-hydroxylase subunit alpha-2**	P4HA2	O15460	3	3.6	-1.9
**Elongation of very long chain fatty acids protein 5**	ELOVL5	Q9NYP7	11	16.4	-1.9
**Protein disulfide-isomerase A3**	PDIA3	P30101	102	54.7	-1.9
**Forkhead box protein O3**	FOXO3	O43524	2	6.5	-1.9
**Filamin-B**	FLNB	O75369	371	51.3	-1.9
**Cytochrome P450 4F22**	CYP4F22	Q6NT55	9	11.9	-1.9
**Putative uncharacterized protein DKFZp686J1254**	DKFZp686J1254	Q68CT2	2	9.3	-1.9
**Transcription elongation factor A protein-like 4**	TCEAL4	Q96EI5	4	7	-2.0
**BTB/POZ domain-containing protein KCTD3**	KCTD3	Q9Y597	3	7.6	-2.0
**RalBP1-associated Eps domain-containing protein 2**	REPS2	Q8NFH8	3	4.1	-2.0
**PR domain zinc finger protein 2**	PRDM2	Q13029	2	1.5	-2.0
**Palladin**	PALLD	Q8WX93	15	6.9	-2.0
**Cysteine-rich protein 2**	CRIP2	P52943	8	34.1	-2.0
**Four and a half LIM-domain protein 2**	FHL2	Q2I5I4	3	5.7	-2.0

**Cellular retinoic acid-binding protein 1**	CRABP1	P29762	6	38.7	-2.0
**4F2 cell-surface antigen heavy chain**	SLC3A2	P08195	64	32.1	-2.0
**Hexokinase-2**	HK2	P52789	2	3.8	-2.0
**Gem-associated protein 7**	GEMIN7	Q9H840	2	35.1	-2.0
**COBW domain-containing protein 2**	CBWD2	Q8IUF1	2	17.2	-2.0
**Placenta derived apoptotic factor**	PDAF	Q5Y8C7	2	16.7	-2.0
**Leukocyte surface antigen CD47**	CD47	Q08722	3	4.4	-2.0
**Myoferlin**	MYOF	Q9NZM1	34	14.3	-2.0
**Glutamine synthetase**	GLUL	P15104	6	14.7	-2.0
**UPF0364 protein C6orf211**	C6orf211	Q9H993	33	33.1	-2.1
**UPF0534 protein C4orf43**	C4orf43	Q96EY4	9	21.2	-2.1
**KIAA1688 protein**	KIAA1688	Q6PJO0	3	3.2	-2.1
**Dystonin**	DST	Q5TBT2	7	1.2	-2.1
**Prolyl 4-hydroxylase subunit alpha-1**	P4HA1	P13674	8	15.4	-2.2
**Protein GREB1**	GREB1	Q4ZG55	3	4.8	-2.2
**Adenylate kinase isoenzyme 6**	AK6	Q9Y3D8	7	9.3	-2.2
**Beta-soluble NSF attachment protein**	NAPB	Q9H115	2	5	-2.2
**Prolyl 3-hydroxylase 1**	LEPRE1	Q32P28	10	2.7	-2.2
**Ceramide glucosyltransferase**	UGCG	Q16739	2	7.4	-2.3
**Spectrin beta chain, brain 1**	SPTBN1	Q01082	4	21.3	-2.3
**Protein CDV3 homolog**	CDV3	Q9UKY7	28	63.2	-2.3
**ATP-binding cassette sub-family D member 3**	ABCD3	P28288	18	19.3	-2.3
**Transcription elongation factor A protein-like 3**	TCEAL3	Q969E4	3	16.5	-2.4
**Very long-chain acyl-CoA synthetase**	SLC27A2	O14975	19	17.4	-2.4
**RNA-binding protein 38**	RBM38	Q9H0Z9	3	15.1	-2.4
**Secretory carrier-associated membrane protein 3**	SCAMP3	B1AVS6	7	18.4	-2.4
**Integrin alpha-2**	ITGA2	P17301	30	18.9	-2.4
**Isochorismatase domain-containing protein 1**	ISOC1	Q96CN7	33	53	-2.4
**Tumor protein D53**	TPD52L1	Q16890	12	35.3	-2.4
**Sulfotransferase 1A1**	SULT1A1	P50225	12	24.9	-2.4
**Putative uncharacterized protein ANXA3**	ANXA3	A6NLK4	3	13.3	-2.4
**Tubulin beta-6 chain**	TUBB6	Q9BUF5	17	48.8	-2.4
**Methyltransferase-like protein 7A**	METTL7A	Q9H8H3	4	13.5	-2.4

**Peroxisomal Lon protease homolog 2**	LONP2	Q86WA8	10	12.2	-2.4
**Secretory carrier-associated membrane protein 1**	SCAMP1	O15126	12	20.4	-2.4
**5'-nucleotidase domain-containing protein 3**	NT5DC3	Q86UY8	9	14.1	-2.5
**Vesicle transport protein GOT1B**	GOLT1B	Q9Y3E0	2	10.1	-2.5
**Cytoplasmic FMR1-interacting protein 2**	CYFIP2	Q96F07	2	9.7	-2.5
**Ribonucleoside-diphosphate reductase subunit M2**	RRM2	P31350	11	13.1	-2.5
**Rhophilin-2**	RHPN2	Q8IUC4	6	5.8	-2.5
**Semaphorin-3C**	SEMA3C	Q99985	4	7.8	-2.5
**Spartin**	SPG20	Q8N0X7	2	4.8	-2.5
**Codanin-1**	CDAN1	Q8IWY9	2	3.9	-2.5
**Aflatoxin B1 aldehyde reductase member 3**	AKR7A3	O95154	2	7.9	-2.5
**Tubulin beta-4 chain**	TUBB4	P04350	5	62.2	-2.6
**Plasma membrane calcium-transporting ATPase 4**	ATP2B4	P23634	4	7.7	-2.6
**Acyl-CoA desaturase**	SCD	O00767	7	17.8	-2.6
**Cytochrome P450 4F11**	CYP4F11	Q9HBI6	2	2.7	-2.6
**Large neutral amino acids transporter small subunit 1**	SLC7A5	Q01650	3	6.9	-2.6
**Pannexin-1**	PANX1	Q96RD7	2	3.3	-2.6
**Endothelin-converting enzyme 1**	ECE1	P42892	5	7.7	-2.6
**Inositol monophosphatase 2**	IMPA2	O14732	2	8	-2.6
**Glutaredoxin-1**	GLRX	P35754	4	27.4	-2.6
**Interferon alpha-inducible protein 27**	IFI27	P40305	3	41.8	-2.6
**DEP domain-containing mTOR-interacting protein**	DEPDC6	Q8TB45	2	8.8	-2.7
**Pleckstrin homology-like domain family B member 1**	PHLDB1	Q86UU1	13	9	-2.7
**Endonuclease domain-containing 1 protein**	ENDOD1	O94919	3	11.2	-2.7
**Protein ETHE1, mitochondrial**	ETHE1	O95571	16	47.2	-2.8
**Trophoblast glycoprotein**	TPBG	Q13641	14	13.6	-2.8
**ADP-ribosylation factor-like protein 3**	ARL3	P36405	17	61.5	-2.8
**Prostaglandin reductase 1**	PTGR1	Q14914	20	38	-2.8
**Protein S100-A14**	S100A14	Q9HCY8	4	26	-2.9
**Carbonic anhydrase 12**	CA12	O43570	12	20.6	-2.9
**Sideroflexin-2**	SFXN2	Q96NB2	8	22	-3.0

Neutral amino acid transporter A	SLC1A4	P43007	5	17.1	-3.1
Sialidase-3	NEU3	Q9UQ49	2	9.3	-3.1
Dipeptidyl-peptidase 1	CTSC	P53634	3	2.6	-3.1
Molybdenum cofactor synthesis protein 2A	MOCS2	O96033	4	18.2	-3.2
Annexin A6	ANXA6	P08133	100	54.4	-3.2
Zinc transporter ZIP6	SLC39A6	Q13433	4	1.3	-3.3
CDC42 small effector protein 2	CDC42SE2	Q4KMT9	6	66.7	-3.3
Serum response factor	SRF	P11831	4	9.6	-3.5
Cyclic AMP-dependent transcription factor ATF-7	ATF7	P17544	2	16.8	-3.5
Band 4.1-like protein 1	EPB41L1	Q9H4G0	7	9.1	-3.5
Molybdenum cofactor synthesis protein 2B	MOCS2	O96007	4	25	-3.5
Talin-2	TLN2	Q9Y4G6	5	8.1	-3.8
Caspase-14	CASP14	P31944	2	5.8	-3.9
Insulin receptor substrate 1	IRS1	P35568	7	7.7	-3.9
Insulin-like growth factor 1 receptor	IGF1R	P08069	4	3.4	-4.0
Adseverin	SCIN	Q9Y6U3	5	9	-4.7
Carbonic anhydrase-related protein	CA8	P35219	3	12.8	-4.9
Argininosuccinate synthase	ASS1	P00966	39	39.8	-5.1
PDZ and LIM domain protein 3	PDLIM3	Q53GG5	3	9.2	-5.3
Protein phosphatase 1E	PPM1E	Q8WY54	3	4	-5.5
Pre-mRNA cleavage complex 2 protein Pcf11	PCF11	O94913	11	4.7	-5.9
Immunoglobulin superfamily member 1	IGSF1	Q8N6C5	4	2.8	-5.9
Amine oxidase [flavin-containing] B	MAOB	P27338	2	2.9	-6.1
Carbamoylphosphate synthetase I	CPS1	Q5R206	2	2.8	-6.2
Sodium-driven chloride bicarbonate exchanger	SLC4A10	Q6U841	2	2.6	-6.7
Protein NDRG1	NDRG1	Q92597	18	32	-6.8
Na(+)/H(+) exchange regulatory cofactor NHE-RF3	PDZK1	Q5T2W1	8	12.3	-7.2
Apoptosis regulator Bcl-2	BCL2	P10415	7	12.6	-7.5
Adenylyl cyclase-associated protein 2	CAP2	P40123	7	20.1	-9.0
Protein S100-A6	S100A6	P06703	2	26.7	-9.6
Progesterone receptor	PGR	P06401	9	8.5	-10.1
Neural cell adhesion molecule 2	NCAM2	O15394	3	6.7	-11.4

**Signal peptide, CUB and EGF-like domain-containing protein 2**	SCUBE2	Q9NQ36	3	1.4	-12.4
**cDNA FLJ75801**	RBBP8	A8K8W6	2	2	-13.3
**Collagen alpha-1(XII) chain**	COL12A1	Q99715	31	12.9	-19.0
**Ras-related protein Rab-31**	RAB31	Q13636	4	27.2	-20.5
**Matrix Gla protein**	MGP	P08493	8	32	-25.1
**Aldo-keto reductase family 1 member C1**	AKR1C1	Q04828	18	27.9	-33.3
**Hemoglobin subunit alpha**	HBA1	P69905	5	23.9	-44.9
**Syntabulin**	SYBU	Q9NX95	3	7.8	-97.8

Supplementary Table 2. Clinical characteristic of the three cohorts of postmenopausal breast cancer patients used in the immunohistochemical studies

Parameter	Cohort 1	Cohort 2	Cohort 4		
	All patients<br>n (%)		All patients<br>n (%)	MCM3<br>≤10%<br>n (%)	MCM3<br>≥10%<br>n (%)
**Patients**	79 (100)	218 (100)	683 (100)	335(49)	348 (51)
**Age (Years)**					
Median (range)	61 (48-74)	61 (48-74)			
<59	33 (42)	100 (46)	≤60	221 (32)	102 (30)
60-69	33 (42)	88 (40)	>60	233 (70)	119 (34)
>69	13 (16)	30 (14)			229 (66)
**Tumor size (mm)**					
≤ 20	34 (43)	89 (41)	506 (76)	252 (77)	254 (75)
> 20	43 (54)	129 (59)	161 (24)	76 (23)	85 (25)
Unknown	2 (3)		16 (2)	7 (2)	9 (3)
**Estrogen receptor status (retrospective)**					
ER+	79 (≥ 10%)<br>(100)	218 (≥ 1%)<br>(100)	516 (≥ 10%)<br>(76)	279 (83)	237 (68)
ER-			147 (22)	47 (14)	100 (29)
Unknown			20 (3)	9 (3)	11 (3)
**Lymph nodes (tumor positive)**			**HER2 status (retrospective)**		
0	6 (8)	17 (8)	HER2-	556 (81)	282 (84)
1-3	43 (54)	122 (56)	HER2+	75 (11)	22 (7)
≥ 4	30 (38)	79 (36)	Unknown	52 (8)	31 (9)
**Tumor grade (ductal)**					
1	20 (25)	48 (22)		100 (15)	69 (21)
2	44 (56)	85 (39)		346 (51)	179 (53)
3	15 (19)	53 (24)		145 (21)	36 (11)
Unknown	15 (19)	32 (15)		92 (13)	51 (15)
**Recurrence (<10 years)**			**Recurrence**		
No	35 (44)	150 (69)	No	506 (74)	
Yes	44 (56)	68 (31)	Yes	177 (26)	
**Death (< 10 years)**			**Tamoxifen**		
No	43 (54)	131 (60)	No	339 (49)	166 (50)
Yes	36 (46)	87 (40)	Yes	349 (51)	169 (50)
					180 (52)

Supplementary Table 3. Alteration of MCM3 Axis in Breast Cancer Cells during Adaption to Grow in Estrogen Deprived Medium.

Cell line	Control vs.LTED-cells	MCM3 level (fold-change)	Accession no.	Sample no.
MCF7	0 vs. 3 days	-1.1	GSE20361	GSM510103
	0 vs. 15 days	-1.44		GSM510104
	0 vs. 30 days	-1.57		GSM510105
	0 vs. 90 days	1.19		GSM510106
	0 vs. 120 days	1.43		GSM510107
	0 vs. 150 days	1.69		GSM510108
	0 vs. 180 days	1.69		GSM510109
MCF7	Control vs. MCF7/LTED	1.7	GSE38829	GSM950396<br>GSM950398
MCF7	0 vs. 2 days	1	GSE50820	GSM1230317
	0 vs. 6 weeks	-1.6		GSM1230344
	0 vs. 10 months	1.5		GSM1230345<br>GSM1230346

Three microarray gene datasets were downloaded from the GEO database and analysed in Partek Genomic Suite. The MCM3 level were studied in control cells and compared with cells at several time points to follow the alteration of the MCM3 axis during adaption to grow in estrogen-deprived medium.

Supplementary Table 4. Genes exhibiting altered expression in TamR cells following MCM3 knockdown (transfected with MCM3-specific siRNAs) versus cells transfected with siControl (FDR < 0.05 and ≥ 1.5 fold altered expression).

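The genes of Supplementary Table 4 that moved in TamR mostly moved the same way in MCF-7/S0.5. Its up-regulated probe sets had a median log2 fold change of 1.00 in TamR and 0.76 in MCF-7/S0.5, and its down-regulated ones -0.87 and -0.55. BCHE, which encodes butyrylcholinesterase, was among the most different, with 0.98 ± 0.43 in TamR (SD, n = 3 lines) and 3.01 in MCF-7/S0.5 (adjusted p of the difference = 0.00516 from limma). ENTPD1, the ectonucleotidase CD39, had 1.13 ± 0.42 in TamR and 0.06 in MCF-7/S0.5 on one of its probe sets (adjusted p of the difference = 0.0690).
The table gives, for each probe set, the paper's signed fold change of siMCM3 against siControl in TamR-1, TamR-4 and TamR-7, which was converted to log2 here, and no value for MCF-7/S0.5. Of its 90 entries, 88 were matched to a probe set by identifier, covering 65 genes with a single symbol, and 84 of these were called here. The 264 ratios of these 88 entries had the paper's sign in 264 cases and lay within 1.5-fold of the paper's value in 264, with a median absolute difference of 0.04 on the log2 scale and a largest one of 0.42. Of the 88, 77 were changed at least 1.5-fold in the same direction in each TamR line in the deposited values. In the paper's own values 86 moved the same way in all 3 TamR lines, 75 up and 11 down. Of these 86, 48 were changed at least 1.5-fold in that direction in MCF-7/S0.5, 37 stayed under 1.5-fold and 1, MYBL1, was changed the opposite way, and 81 had the same sign. By gene, 36 of 65 were changed at least 1.5-fold in the same direction in MCF-7/S0.5. The difference from MCF-7/S0.5 itself was called for 16 of the 88. The table was chosen by the study on these arrays, so the number called is not independent evidence.

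**Figure D2:**
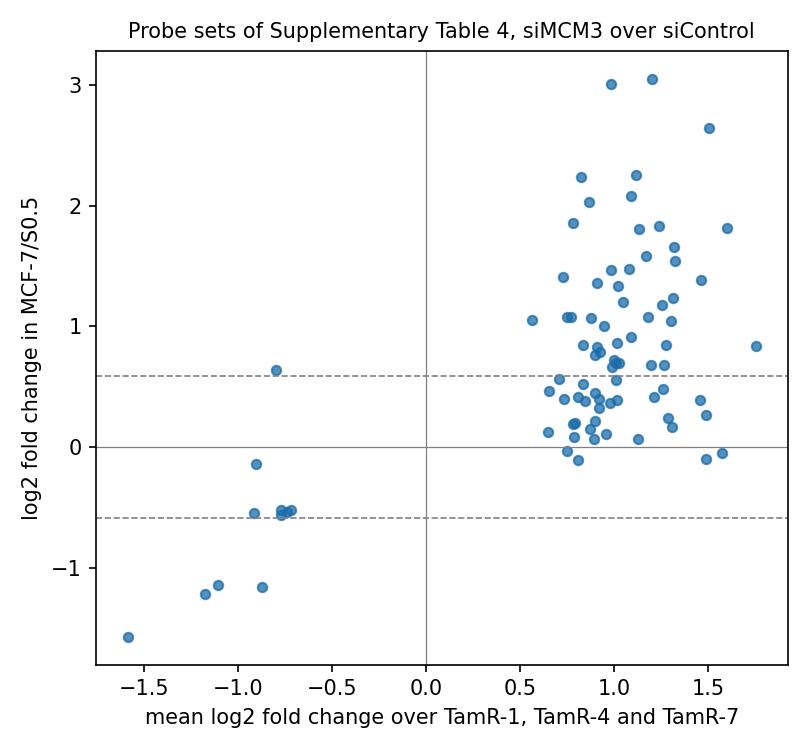
Log2 fold change, siMCM3 over siControl, of 86 probe sets of Supplementary Table 4 that moved the same way in all 3 TamR lines, with the mean of the TamR lines on one axis and MCF-7/S0.5 (1 pair of arrays) on the other, 1 point per probe set. The dashed lines mark 1.5-fold, and 48 points lie beyond it in MCF-7/S0.5 in the TamR direction.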

Column #	Probeset ID	Entrez Gene	Gene Symbol	Gene Title	Fold-Change(TamR1kd vs. TamR1ct)	Fold-Change(TamR4kd vs. TamR4	Fold-Change(TamR7kd vs. TamR7ct)			
45729	236472_at	---	---	---	1,90547	TamR1kd up vs TamR1ct	-1,72157	TamR4kd down vs Tar	1,56184	TamR7kd up vs TamR7ct
46692	237435_at	---	---	---	2,88213	TamR1kd up vs TamR1ct	1,80237	TamR4kd up vs TamR	2,02797	TamR7kd up vs TamR7ct
35627	226363_at	10057	ABCC5	ATP-binding cassette, su	1,60265	TamR1kd up vs TamR1ct	1,54129	TamR4kd up vs TamR	1,60057	TamR7kd up vs TamR7ct
54661	94952_at	32	ACACB	acetyl-CoA carboxylase	1,70048	TamR1kd up vs TamR1ct	1,66255	TamR4kd up vs TamR	1,50883	TamR7kd up vs TamR7ct
18582	209160_at	8644	AKR1C3	aldo-keto reductase fam	2,04086	TamR1kd up vs TamR1ct	1,61216	TamR4kd up vs TamR	2,47685	TamR7kd up vs TamR7ct
14475	205020_s_at	10124	ARL4A	ADP-ribosylation factor	1,7172	TamR1kd up vs TamR1ct	1,58197	TamR4kd up vs TamR	1,85577	TamR7kd up vs TamR7ct
14888	205433_at	590	BCHE	butyrylcholinesterase	2,33665	TamR1kd up vs TamR1ct	2,81976	TamR4kd up vs TamR	1,66928	TamR7kd up vs TamR7ct
17104	207655_s_at	29760	BLNK	B-cell linker	2,69024	TamR1kd up vs TamR1ct	1,67855	TamR4kd up vs TamR	2,15359	TamR7kd up vs TamR7ct
35240	225976_at	91408	BTF3L4	basic transcription fact	-1,61032	TamR1kd down vs TamR1ct	-1,77264	TamR4kd down vs Tar	-1,65454	TamR7kd down vs TamR7ct
18453	209031_at	23705	CDM1	cell adhesion molecule	2,06099	TamR1kd up vs TamR1ct	1,70165	TamR4kd up vs TamR	1,78255	TamR7kd up vs TamR7ct
19810	210404_x_at	816	CAMK2B	calcium/calmodulin-de	1,51348	TamR1kd up vs TamR1ct	-2,20387	TamR4kd down vs Tar	-1,63512	TamR7kd down vs TamR7ct
19796	210390_s_at	6358 /// 6359 ///	CCL14 /// CCL1	chemokine (C-C motif) l	2,02951	TamR1kd up vs TamR1ct	2,00914	TamR4kd up vs TamR	1,61952	TamR7kd up vs TamR7ct
16	1405_i_at	6352	CCL5	chemokine (C-C motif) l	1,85822	TamR1kd up vs TamR1ct	3,75606	TamR4kd up vs TamR	2,30635	TamR7kd up vs TamR7ct
14110	204655_at	6352	CCL5	chemokine (C-C motif) l	2,16823	TamR1kd up vs TamR1ct	3,32458	TamR4kd up vs TamR	2,16137	TamR7kd up vs TamR7ct
45570	236313_at	1030	CDKN2B	cyclin-dependent kinas	3,59582	TamR1kd up vs TamR1ct	2,10081	TamR4kd up vs TamR	2,26993	TamR7kd up vs TamR7ct
31836	222549_at	9076	CLDN1	claudin 1	2,74422	TamR1kd up vs TamR1ct	1,82797	TamR4kd up vs TamR	1,71196	TamR7kd up vs TamR7ct
30986	221698_s_at	64581	CLEC7A	C-type lectin domain fa	1,71023	TamR1kd up vs TamR1ct	2,86613	TamR4kd up vs TamR	1,87706	TamR7kd up vs TamR7ct
2556	1555756_a_at	64581	CLEC7A	C-type lectin domain fa	1,71835	TamR1kd up vs TamR1ct	4,00837	TamR4kd up vs TamR	1,72022	TamR7kd up vs TamR7ct
31331	222043_at	1191	CLU	clusterin	1,55553	TamR1kd up vs TamR1ct	3,09283	TamR4kd up vs TamR	1,52621	TamR7kd up vs TamR7ct
18214	208791_at	1191	CLU	clusterin	1,61607	TamR1kd up vs TamR1ct	2,21742	TamR4kd up vs TamR	1,85368	TamR7kd up vs TamR7ct
18215	208792_s_at	1191	CLU	clusterin	1,72165	TamR1kd up vs TamR1ct	2,38516	TamR4kd up vs TamR	1,88213	TamR7kd up vs TamR7ct
37631	228369_at	10695	CNPY3	canopy 3 homolog (zebi	2,15953	TamR1kd up vs TamR1ct	2,80391	TamR4kd up vs TamR	2,19441	TamR7kd up vs TamR7ct
17251	207802_at	10321	CRISP3	cysteine-rich secretory	1,97772	TamR1kd up vs TamR1ct	1,75101	TamR4kd up vs TamR	4,00574	TamR7kd up vs TamR7ct
14426	204971_at	1475	CSTA	cystatin A (stefin A)	2,90071	TamR1kd up vs TamR1ct	3,7962	TamR4kd up vs TamR	3,31914	TamR7kd up vs TamR7ct
19508	210096_at	1580	CYP4B1	cytochrome P450, fami	1,7164	TamR1kd up vs TamR1ct	1,75189	TamR4kd up vs TamR	1,73719	TamR7kd up vs TamR7ct
14854	205399_at	9201	DCLC1	doublecortin-like kinas	1,51298	TamR1kd up vs TamR1ct	1,52733	TamR4kd up vs TamR	1,51154	TamR7kd up vs TamR7ct
32080	222793_at	23586	DDX58	DEAD (Asp-Glu-Ala-Asp)	1,79063	TamR1kd up vs TamR1ct	1,61042	TamR4kd up vs TamR	2,1112	TamR7kd up vs TamR7ct
28278	218986_s_at	55601	DDX60	DEAD (Asp-Glu-Ala-Asp)	2,22817	TamR1kd up vs TamR1ct	1,62532	TamR4kd up vs TamR	2,5954	TamR7kd up vs TamR7ct
37414	228152_s_at	91351	DDX60L	DEAD (Asp-Glu-Ala-Asp)	1,951	TamR1kd up vs TamR1ct	1,66184	TamR4kd up vs TamR	2,19699	TamR7kd up vs TamR7ct
42104	232843_s_at	81704	DOCK8	dedicator of cytokinesi	1,72039	TamR1kd up vs TamR1ct	1,74917	TamR4kd up vs TamR	1,82846	TamR7kd up vs TamR7ct
34767	225502_at	81704	DOCK8	dedicator of cytokinesi	2,19335	TamR1kd up vs TamR1ct	2,0096	TamR4kd up vs TamR	2,08082	TamR7kd up vs TamR7ct
14101	204646_at	1806	DPYD	dihydropyrimidine deh	1,54499	TamR1kd up vs TamR1ct	1,70804	TamR4kd up vs TamR	1,99724	TamR7kd up vs TamR7ct
15569	206115_at	1960	EGR3	early growth response 3	-1,9543	TamR1kd down vs TamR1ct	-1,52805	TamR4kd down vs Tar	-1,63237	TamR7kd down vs TamR7ct
17140	207691_x_at	953	ENTPD1	ectonucleoside triphos	1,56847	TamR1kd up vs TamR1ct	2,11409	TamR4kd up vs TamR	1,85005	TamR7kd up vs TamR7ct
18895	209474_s_at	953	ENTPD1	ectonucleoside triphos	1,66758	TamR1kd up vs TamR1ct	1,59731	TamR4kd up vs TamR	2,84487	TamR7kd up vs TamR7ct
31641	222354_at	50848	F11R	F11 receptor	-2,28643	TamR1kd down vs TamR1ct	-1,78496	TamR4kd down vs Tar	-1,67164	TamR7kd down vs TamR7ct
32345	223058_at	83641	FAM107B	family with sequence si	1,63261	TamR1kd up vs TamR1ct	1,63369	TamR4kd up vs TamR	1,82972	TamR7kd up vs TamR7ct
33600	224325_at	8325	FZD8	frizzled family receptor	-1,87585	TamR1kd down vs TamR1ct	-1,5867	TamR4kd down vs Tar	-1,72351	TamR7kd down vs TamR7ct
40839	231577_s_at	2633	GBP1	guanylate binding prot	1,67078	TamR1kd up vs TamR1ct	1,59986	TamR4kd up vs TamR	2,06339	TamR7kd up vs TamR7ct
21757	212444_at	9052	GPRC5A	G protein-coupled rece	1,63515	TamR1kd up vs TamR1ct	1,6649	TamR4kd up vs TamR	1,98047	TamR7kd up vs TamR7ct
12565	203108_at	9052	GPRC5A	G protein-coupled rece	1,71108	TamR1kd up vs TamR1ct	2,29223	TamR4kd up vs TamR	2,11239	TamR7kd up vs TamR7ct
13604	204149_s_at	2948	GSTM4	glutathione S-transfer	1,82146	TamR1kd up vs TamR1ct	1,72242	TamR4kd up vs TamR	1,86628	TamR7kd up vs TamR7ct
13690	204235_s_at	51454	GULP1	GULP, engulfment adap	1,59675	TamR1kd up vs TamR1ct	2,12105	TamR4kd up vs TamR	1,71054	TamR7kd up vs TamR7ct
13692	204237_at	51454	GULP1	GULP, engulfment adap	1,73608	TamR1kd up vs TamR1ct	1,78843	TamR4kd up vs TamR	1,86906	TamR7kd up vs TamR7ct
25214	215913_s_at	51454	GULP1	GULP, engulfment adap	2,70308	TamR1kd up vs TamR1ct	1,59559	TamR4kd up vs TamR	2,10557	TamR7kd up vs TamR7ct
28644	219352_at	55008	HERC6	HECT and RLD domain c	1,95659	TamR1kd up vs TamR1ct	3,36203	TamR4kd up vs TamR	2,41648	TamR7kd up vs TamR7ct
13870	204415_at	2537	IFI6	interferon, alpha-induc	2,61085	TamR1kd up vs TamR1ct	2,03091	TamR4kd up vs TamR	2,13886	TamR7kd up vs TamR7ct
12609	203153_at	3434	IFIT1	interferon-induced pro	2,81582	TamR1kd up vs TamR1ct	2,70187	TamR4kd up vs TamR	3,41063	TamR7kd up vs TamR7ct
36020	226757_at	3433	IFIT2	interferon-induced pro	1,89583	TamR1kd up vs TamR1ct	1,73741	TamR4kd up vs TamR	2,88227	TamR7kd up vs TamR7ct
38712	229450_at	3437	IFIT3	interferon-induced pro	2,2467	TamR1kd up vs TamR1ct	1,76802	TamR4kd up vs TamR	3,12116	TamR7kd up vs TamR7ct
23229	214022_s_at	8519	IFITM1	interferon induced tran	1,96416	TamR1kd up vs TamR1ct	2,97349	TamR4kd up vs TamR	2,40492	TamR7kd up vs TamR7ct
11057	201601_x_at	8519 /// 10581	IFITM1 /// IFITM1	interferon induced tran	1,66269	TamR1kd up vs TamR1ct	2,64375	TamR4kd up vs TamR	2,1741	TamR7kd up vs TamR7ct
13337	203882_at	10379	IRF9	interferon regulatory fa	2,61683	TamR1kd up vs TamR1ct	1,83485	TamR4kd up vs TamR	1,7562	TamR7kd up vs TamR7ct
14938	205483_s_at	9636	ISG15	ISG15 ubiquitin-like mc	1,71445	TamR1kd up vs TamR1ct	2,79928	TamR4kd up vs TamR	2,18601	TamR7kd up vs TamR7ct
19669	210261_at	3776	KCNK2	potassium channel, sub	2,21605	TamR1kd up vs TamR1ct	2,26505	TamR4kd up vs TamR	2,21492	TamR7kd up vs TamR7ct
14001	204546_at	9764	KIAA0513	KIAA0513	1,56107	TamR1kd up vs TamR1ct	1,59727	TamR4kd up vs TamR	1,7873	TamR7kd up vs TamR7ct
3483	1557165_s_at	23276	KLHL18	kelch-like family mem	1,64721	TamR1kd up vs TamR1ct	1,90607	TamR4kd up vs TamR	1,73488	TamR7kd up vs TamR7ct
15024	205569_at	27074	LAMP3	lysosomal-associated m	1,84931	TamR1kd up vs TamR1ct	2,67828	TamR4kd up vs TamR	1,9325	TamR7kd up vs TamR7ct
12455	202998_s_at	4017	LOXL2	lysyl oxidase-like 2	1,91297	TamR1kd up vs TamR1ct	1,64899	TamR4kd up vs TamR	1,66779	TamR7kd up vs TamR7ct
40125	230863_at	4036	LRP2	low density lipoprotein	1,74465	TamR1kd up vs TamR1ct	3,09403	TamR4kd up vs TamR	3,74437	TamR7kd up vs TamR7ct
15165	205710_at	4036	LRP2	low density lipoprotein	2,11673	TamR1kd up vs TamR1ct	2,86339	TamR4kd up vs TamR	2,97856	TamR7kd up vs TamR7ct
11011	201555_at	4172	MCM3	minichromosome main	-3,26685	TamR1kd down vs TamR1ct	-2,61897	TamR4kd down vs Tar	-3,36795	TamR7kd down vs TamR7ct
23213	213906_at	4603	MYBL1	v-myb myeloblastosis v	-1,7497	TamR1kd down vs TamR1ct	-2,02417	TamR4kd down vs Tar	-1,61171	TamR7kd down vs TamR7ct
17765	208334_at	64579	NDST4	N-deacetylase/N-sulfot	4,2186	TamR1kd up vs TamR1ct	2,11883	TamR4kd up vs TamR	2,72721	TamR7kd up vs TamR7ct
45017	235760_at	64324	NSD1	nuclear receptor bindir	1,50349	TamR1kd up vs TamR1ct	1,84947	TamR4kd up vs TamR	1,54427	TamR7kd up vs TamR7ct
12325	202869_at	4938	OAS1	2'-5'-oligoadenylate syn	2,20268	TamR1kd up vs TamR1ct	3,49767	TamR4kd up vs TamR	2,93312	TamR7kd up vs TamR7ct
15007	205552_s_at	4938	OAS1	2'-5'-oligoadenylate syn	2,38369	TamR1kd up vs TamR1ct	4,15708	TamR4kd up vs TamR	2,76033	TamR7kd up vs TamR7ct
15111	205656_at	27253	PCDH17	protocadherin 17	1,65409	TamR1kd up vs TamR1ct	1,56359	TamR4kd up vs TamR	1,90842	TamR7kd up vs TamR7ct
35567	226303_at	5239	PGM5	phosphoglucumutase 5	1,94628	TamR1kd up vs TamR1ct	1,52946	TamR4kd up vs TamR	1,54198	TamR7kd up vs TamR7ct
28306	219014_at	51316	PLAC8	placenta-specific 8	1,81576	TamR1kd up vs TamR1ct	1,69957	TamR4kd up vs TamR	1,76567	TamR7kd up vs TamR7ct
39343	230081_at	345557	PLCXD3	phosphatidylinositol-s	1,76067	TamR1kd up vs TamR1ct	1,76849	TamR4kd up vs TamR	1,92761	TamR7kd up vs TamR7ct
13739	204284_at	5507	PPP1R3C	protein phosphatase 1	1,60045	TamR1kd up vs TamR1ct	1,86915	TamR4kd up vs TamR	1,6617	TamR7kd up vs TamR7ct
51247	241990_at	171177	RHOV	ras homolog family mer	1,63935	TamR1kd up vs TamR1ct	2,26038	TamR4kd up vs TamR	1,60739	TamR7kd up vs TamR7ct
38664	229402_at	148418	SAMD13	sterile alpha motif dom	2,21936	TamR1kd up vs TamR1ct	1,75284	TamR4kd up vs TamR	1,63074	TamR7kd up vs TamR7ct
20767	211429_s_at	5265	SERPINA1	serpin peptidase inhibi	-1,98262	TamR1kd down vs TamR1ct	-2,43884	TamR4kd down vs Tar	-2,13831	TamR7kd down vs TamR7ct
12289	202833_s_at	5265	SERPINA1	serpin peptidase inhibi	-1,94639	TamR1kd down vs TamR1ct	-2,36479	TamR4kd down vs Tar	-2,22006	TamR7kd down vs TamR7ct
21753	212440_at	11017	SNRNP27	small nuclear ribonucle	-1,58958	TamR1kd down vs TamR1ct	-1,72807	TamR4kd down vs Tar	-1,56753	TamR7kd down vs TamR7ct
39500	230238_at	134548	SOWAHA	sonosdownah ankyrin re	1,71477	TamR1kd up vs TamR1ct	2,02386	TamR4kd up vs TamR	1,89015	TamR7kd up vs TamR7ct
19178	209762_x_at	3431	SP110	SP110 nuclear body pr	1,9203	TamR1kd up vs TamR1ct	2,02084	TamR4kd up vs TamR	1,80889	TamR7kd up vs TamR7ct
18091	208667_s_at	6767	ST13	suppression of tumorig	-1,61183	TamR1kd down vs TamR1ct	-2,12167	TamR4kd down vs Tar	-1,78157	TamR7kd down vs TamR7ct
16379	206925_at	7903	ST8SIA4	ST8 alpha-N-acetyl-neu	1,52326	TamR1kd up vs TamR1ct	2,36684	TamR4kd up vs TamR	1,76268	TamR7kd up vs TamR7ct
52200	242943_at	7903	ST8SIA4	ST8 alpha-N-acetyl-neu	2,21396	TamR1kd up vs TamR1ct	2,62586	TamR4kd up vs TamR	2,12127	TamR7kd up vs TamR7ct
54641	AFFX-HUMISGF	6772	STAT1	signal transducer and a	1,50765	TamR1kd up vs TamR1ct	1,53937	TamR4kd up vs TamR	1,74689	TamR7kd up vs TamR7ct
19227	209813_x_at	445347	TARP	TCR gamma alternate re	2,83493	TamR1kd up vs TamR1ct	1,89306	TamR4kd up vs TamR	2,54744	TamR7kd up vs TamR7ct
26218	216920_s_at	6967 /// 44534	TARP /// TRGC2	TCR gamma alternate re	2,59803	TamR1kd up vs TamR1ct	2,04758	TamR4kd up vs TamR	2,61628	TamR7kd up vs TamR7ct
15398	205943_at	6999	TD02	tryptophan 2,3-dioxyge	1,51784	TamR1kd up vs TamR1ct	1,79408	TamR4kd up vs TamR	2,10158	TamR7kd up vs TamR7ct
37383	228121_at	7042	TGF82	transforming growth fa	2,38156	TamR1kd up vs TamR1ct	1,7205	TamR4kd up vs TamR	1,57747	TamR7kd up vs TamR7ct
12143	202687_s_at	8743	TNFSF10	tumor necrosis factor (l	2,1094	TamR1kd up vs TamR1ct	1,89422	TamR4kd up vs TamR	2,57615	TamR7kd up vs TamR7ct
36165	226902_at	8975	USP13	ubiquitin specific pepti	-1,69247	TamR1kd down vs TamR1ct	-1,99806	TamR4kd down vs Tar	-2,05152	TamR7kd down vs TamR7ct
36684	227421_at	54059	YBEY	ybeY metallopeptidase	1,94206	TamR1kd up vs TamR1ct	1,8674	TamR4kd up vs TamR	1,95276	TamR7kd up vs TamR7ct

Supplementary Table 5. Gene ontology term enrichment analysis of the 77 genes exhibiting altered expression upon MCM3 knockdown in TamR cell lines using Ingenuity Pathway analysis software. List of the molecular functions in which the genes showed significant enrichment and the corresponding genes involved in each molecular function as analyzed using Ingenuity Pathway analysis software.

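Of the genes that the paper groups under cell signaling, STAT1 has no single symbol in the platform's gene table and is left out here. The other 5 are 4 antiviral genes and a chemokine, and each rose in TamR. They had a median log2 fold change of 1.30, and included ISG15, a ubiquitin-like modifier, at 1.17 ± 0.35 (SD, n = 3 lines, adjusted p = 0.00724 from limma) and the chemokine CCL5 at 1.14 ± 0.65 (adjusted p = 0.0444). Of 8 genes with a single symbol under cell cycle (STAT1 and FZD8 are left out), 5 rose and 1, EGR3, fell (6 rose and 1 fell when adjusted over the list alone). IRF9, a transcription factor of interferon signaling, rose by 1.02 ± 0.29, TGFB2, a growth factor that inhibits epithelial growth, by 0.98 ± 0.28, and clusterin (CLU) by 0.92 ± 0.22. Of 27 genes with a single symbol under cell death and survival (STAT1 and CAMK2B are left out), 17 rose and 3 fell (21 rose and 3 fell when adjusted over the list alone). BLNK, an adaptor of B cell receptor signaling, rose by 1.26 ± 0.19, IFI6, an interferon-induced survival factor, by 1.13 ± 0.23, and the transcription factor MYBL1 fell by 0.80 ± 0.28.
In MCF-7/S0.5 the median log2 fold change was 1.23 for the first group, 0.86 for the next and 0.55 for the last, against 0.95 and 0.95 for the last 2 groups in TamR. Each gene stands here by its brightest probe set with a single symbol, which is not always the one in Supplementary Table 4. With limma's camera at a preset correlation each group stood above other genes, at adjusted p = 2.84e-19 for cell signaling, adjusted p = 2.11e-10 for cell cycle and adjusted p = 1.25e-30 for cell death and survival. None passed when the correlation was estimated (adjusted p = 0.294, adjusted p = 0.294 and adjusted p = 0.176 with an estimated correlation). The study drew these groups from genes it had chosen on these arrays, so their direction is not independent evidence.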

**Molecular function**	**p values**	**Genes**
Cell Signaling	1.4×10^{-3} - 1.6×10^{-6}	CCL5, IFIT1, ISG15, OAS1, STAT1, IFITM1
Cell Cycle	3.3×10^{-3} - 2.6×10^{-5}	DOX58, Irf9, STAT1, CLU, EGR3, FZD8, OAS1, TGFB2, TNFSF10, DDX58, CDKN2B, TGFB2
Cell Death & Survival	5.2×10^{-3} - 1.5×10^{-5}	CCL5, ENTPD, GBP1, ISG15, STAT1, TNFSF10, BLNK, CSTA, ENTPD1, IFIT3, MYBL, PLAC8, ST8SIA4, CADM1, DDX58, NDST4, SERPINA1, EGR3, SPI10, TDO2, CLU, EGR3, IFIT2, LRP2, OAS1, ST13, TGFB2, BCHE, DOCK8, ST8SIA4, IFI6, CAMK2B, NDST4, PLAC8

Supplementary Methods

Mass spectrometry-based proteomic analysis

Stable Isotope Labeling with Amino Acids of Cell Lines

MCF-7/S0.5 and TamR-1 cells were cultured separately in custom-made phenol red-free D-MEM/F-12 (1:1) medium without L-arginine, L-lysine and L-glutamine (1-57S10-I, Medinova Scientific A/S,) supplied with 1% dialyzed FBS (Hyclone), insulin (6ng/ml, Sigma, I6634) and $^{12}\text{C}_6$ L-glutamine (580mg/L, Sigma, G8540) at 37°C and 5% CO_2 . Prior to the comparative quantitative proteome analysis, MCF-7/S0.5 and TamR-1 cell lines were labeled metabolically using stable isotope labeling with amino acids in cell culture (SILAC) (1). Medium for MCF-7/S0.5 cells was supplied with light amino acids $^{12}\text{C}_6$ L-arginine (22mg/L, Sigma, A-6969) and $^{12}\text{C}_6$ L-lysine (48mg/L, Sigma, L-8662). Medium for TamR-1 cells was supplied with heavy stable isotopes of the amino acids $^{13}\text{C}_6^{15}\text{N}_4$ L-arginine (23mg/L, Cambridge Isotope Laboratories, CNLM-539-0) and $^{13}\text{C}_6^{15}\text{N}_2$ L-lysine (59.5mg/L, Cambridge Isotope Laboratories, CNLM-291-0) and tamoxifen (10^{-6}M , T5648, Sigma). In addition, proline (8mg/L) was added to the medium to inhibit arginine conversion to proline (2). MCF-7/S0.5 and TamR-1 cells were propagated 4 times to achieve > 90% incorporation of the light and heavy isotopes. MCF-7/S0.5 and TamR-1 cells grown in standard medium were 85% confluent after one week when seeded into 1×10^5 /T25 flasks. Evaluation of growth showed that labeling the amino acids with isotopes and the dialyzed FBS had no influence on the growth rate of the cell lines.

Sample preparation for Mass Spectrometry Analysis and Western blotting

MCF-7/S0.5 and TamR-1 cells used for mass spectrometry analysis were harvested with trypsin and mixed 1:1. Cells were lysed in ice-cold hypotonic buffer (1M HEPES (pH 7.9), 1M MgCl_2 , 2.5M KCL, 1M DTT) supplied with Mini EDTA-free complete protease inhibitor (04396159001, Roche,) for 5 min. Cells analyzed by mass spectrometry were homogenized by 20 strokes with a tight pestle using a pre-chilled Dounce homogenizer. The homogenate was centrifuged at 1000rpm for 5 min. at 4°C

to pellet nuclei and other fragments, and the supernatant was retained as the cytoplasmic fraction. Cells used for Western blotting were scraped off the flask in RIPA buffer (10mM Tris (pH 8.0), 5mM EDTA (pH 8.0), 0.1% Igepal, 0.5% sodium deoxycholate, 0.1% SDS). Protein concentrations were determined using a Pierce BCA protein assay kit (Thermo Scientific, 23225).

Nuclear and cytosolic fractions from SILAC-labeled cells were prepared as described above. The proteins in the cytosolic fraction were precipitated with ice-cold acetone. All fractions were dissolved in denaturant 6M/2M urea/thiourea, and supplemented with phosphatase inhibitors (sodium fluoride, β -glycerophosphate and pervanadate). Benzamide (Merck) was added to the nuclear fraction. All steps were performed at room temperature to avoid carbamylation of amines. Reduction of cysteines was performed with DTT (5mM) for 30 min followed by alkylation with iodoacetamide (11mM) for 20 min in the dark. The proteins were digested 1:100 protease:protein with LysC (Wako) for 3.5 h, diluted 4 times with 50 mM ammonium bicarbonate followed by trypsin (Promega) digestion overnight. The nuclear fraction was spun at 10,000 rpm for 10 min and the supernatant was filtered through a 0.45 μ m filter (MillexHV Ø400). From each cellular fraction, approximately 100 μ g digested protein was collected for isoelectric focusing. The two digested fractions were desalted using SepPak C18 purification cartridges (Waters) and each was subsequently separated into 12 fractions by isoelectric focusing using the Agilent 3100 OFFGEL Fractionator (Agilent, G3100) following the protocol described previously (3). Gelstrips and ampholyte buffer were purchased from GE Healthcare. The peptides were focused for 20 kVh at a maximum current of 50 μ A and maximum power of 200 mW. Trifluoroacetic acid (10 μ l of 10%) was added to each fraction and STAGE-tipped as described (4) prior to mass spectrometry (MS) analysis, processing and bioinformatics analysis of the proteomic data.

Isoelectric Focusing

The two digested fractions were desalted using SepPak C18 purification cartridges (Waters) and each was subsequently separated into 12 fractions by IEF using the Agilent 3100 OFFGEL

Fractionator (Agilent, G3100) following the protocol described previously (3). Gelstrips and ampholyte buffer were purchased from GE Healthcare. The peptides were focused for 20 kVh at a maximum current of 50 μ A and maximum power of 200 mW.

Mass Spectrometric Analysis

MS analysis was performed on an LTQ-Orbitrap-Velos (5) (Thermo Fisher Scientific) connected to an Agilent 1100 nanoflow HPLC system (Agilent) using a nanoelectrospray ion source (Proxeon Biosystems). Mass spectrometry analysis of MCF-7/S0.5 and TamR-1 was performed twice. Peptides were separated by reverse-phase chromatography using an in-house fused silica emitter (75 μ m ID) packed with Reprosil-Pur C18-AQ 3 μ m reverse-phase material (Dr. Maisch GmbH). Peptides were loaded in 98% solvent A (0.5% acetic acid) followed by 100 min linear gradient to 50% solvent B (80% acetonitrile, 0.5% acetic acid). Survey full scan MS spectra (m/z range 300-2000, resolution 60,000@ m/z 400) were acquired followed by fragmentation of the 20 most intense multiply-charged ions. Ions selected for MS/MS were placed on a dynamic exclusion list for 45 seconds. Real-time internal lock mass recalibration was used during data acquisition (6).

Processing of Proteomic Data

All raw files were processed with MaxQuant v. 1.0.13.13 (7) into centroided data and submitted to the database with Mascot v.2.2 (Matrix-Science). Pre-processing by MaxQuant was performed to determine charge states, miscleavages and SILAC states, and to filter the MS/MS spectra, keeping the 6 most intense peaks within a 100Da bin. Carbamidomethylation of Cysteine was chosen as fixed modification, and acetylation of the protein N-terminus, oxidation of Methionine, Glutamine-to-pyroGlutamate conversion, Glutamate-to-pyroGlutamate conversion and deamidation of Asparagine

and Glutamine, were chosen as variable modifications. The processed MS/MS spectra were searched against a concatenated target-decoy database of forward and reverse sequences from the IPI database (152616 sequences, FASTA file created 20080506). For the search, Trypsin/P+DP (allows tryptic cleavage C-terminal to Lysine and Arginine unless Proline is C-terminal of these amino acids, and allows gas-phase-induced autocleavage between Aspartate and Proline) was chosen for the in silico protein digestion, allowing 3 miscleavages. The mass tolerance for the MS spectra acquired in the Orbitrap was set to 7 ppm, whereas the MS/MS tolerance was set to 0.6 Da for the CID MS/MS spectra from the LTQ.

How the deposited data were processed for this re-analysis (not part of the article)

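RNA of 4 breast cancer cell lines was measured after MCM3 knockdown: the tamoxifen-resistant lines TamR-1, TamR-4 and TamR-7 and their parental line MCF-7/S0.5, each with siMCM3 and with siControl, 1 Affymetrix array per line and siRNA and 8 in all. The deposited values are log2 expression values, 1 per probe set and array. The authors made them by Robust Multiarray Average in Partek Genomic Suite, which includes background correction, normalization between arrays and a summary over the probes of a probe set. The version and the settings of that step are not given in the sources used here, nor is the model behind the paper's false discovery rate for the arrays. Normalization between arrays removes differences in total RNA between samples, so a change of all mRNAs at once would not be seen. No scanner files were used.

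From there, the log2 values were used as deposited, with R 4.3.3 and limma 3.58.1. Of 54675 probe sets, 52 for spike-in transcripts were left out. Gene names come from the platform's gene table (41097 of 54623 probe sets tested have 1 symbol, covering 19775 genes), which already carried current symbols, so 0 were updated, and F11R and STAT1 were named through Supplementary Table 4. Genes of probe sets with several symbols or none are not named. No genome coordinates are given, because no genome build is stated for these values.

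4 fits were made, each with moderated variances and Benjamini-Hochberg adjustment over all probe sets, called at an adjusted p under 0.05: the TamR knockdown effect (6 arrays, cell line as a block, 2 residual degrees of freedom), the knockdown effect over all 4 lines (8 arrays, cell line as a block, 3 residual degrees of freedom), the difference of the knockdown effect between TamR and MCF-7/S0.5 (8 arrays, 2 residual degrees of freedom), and the level in TamR against MCF-7/S0.5 on the 4 siControl arrays (2 residual degrees of freedom). A rule without a test counted probe sets changed at least 1.5-fold the same way in each TamR line and under 1.5-fold in MCF-7/S0.5. The siMCM3 and siControl arrays are paired because they come from the same cell line. Their deviations from the group means correlated within a line (r = 0.685, 0.596 and 0.820 across probe sets for TamR-1, TamR-4 and TamR-7), while between lines the values ran from -0.588 to 0.0387. Deviations from a mean of 3 lines cancel out over the lines, so positive values within lines pull those between lines down. The values between lines therefore add nothing to the case for pairing.

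31 gene lists were tested with camera at a preset correlation of 0.01, each gene standing by its probe set with the highest mean among those with 1 symbol. Genes without such a probe set, among them STAT1, are left out of the lists. They cover interferon-stimulated genes, interferons, antigen presentation, inflammatory NF-kB targets, estrogen response, ER cofactors, MCM and pre-replication genes, DNA replication, E2F targets of G1 and S phase, G2 and mitosis, CDK inhibitors, p53 targets, damage checkpoint genes, apoptosis, immediate early genes, TGF-beta genes, cholesterol synthesis, the unfolded protein response, heat shock, luminal epithelial, cell adhesion and junction, basal and mesenchymal, fibroblast and leukocyte markers, housekeeping genes, and 6 lists from the paper (the genes of its array text, 3 groups of Supplementary Table 5, and the proteins it names as higher or lower in TamR-1).

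The genes named in the text follow a rule written before the data were examined, as were the lists, the fits and the alternatives, apart from 1 alternative that is named as added. The paper's fold changes in Supplementary Table 4 had been seen by then. The rule takes the genes the paper names on the array, with TFF1 and ESR1, the genes of Supplementary Table 5, the 10 genes with the highest and the 10 with the lowest mean change among those changed at least 1.5-fold in each TamR line and above the median level, the 5 highest and 5 lowest by the difference from MCF-7/S0.5, the 10 highest and 10 lowest by the change in MCF-7/S0.5, up to 4 examples from each list, and the proteins the paper names in TamR-1. A list's members that were called, and genes with values given for contrast, are named beyond it.

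The fits were tested on simulated data with known changes. With 54623 probe sets, the TamR fit recovered 42.4% of probe sets changed 1.5-fold and 100% of those changed 2-fold, with 8 false calls. The fit over all 4 lines recovered 69.5% at 1.5-fold. The fit of the difference recovered 0% at 1.5-fold, 2.74% at 2-fold and 100% at 4-fold, and the comparison of levels recovered 0% even at 4-fold. Those 2 comparisons can therefore miss differences of these sizes. On the arrays the fit of the difference did call some under 2-fold, such as CYP4B1 at 0.92 on the log2 scale, and did not call OAS2 at 1.07. The simulated data held few changed probe sets, so for the difference the adjusted cut-off was stricter there than on the arrays. The share of 2-fold differences missed on the arrays is not known. The alternatives were a fit without the block, an intensity trend with a robust prior, only probe sets above the median level, centring or quantile normalization of the arrays once more, probe sets averaged per gene, tests without moderation (a one-way test, listed beforehand as the methods' although the paper names no test for the arrays, and a paired one), other fold thresholds and conditions, an estimated correlation or fry for the lists, and leaving out each line in turn.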

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

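The tests on RNA degradation, on labelling, on leukocytes, on the siRNA itself, on a larger interferon response in TamR, on the array differences behind the interferon list, on the other MCM mRNAs and on each line parted from 2 TamR lines were chosen after the result was seen, the last of them once a first test of that kind had given 0 calls and the leave-one-out counts were known.

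The knockdown effect differed between TamR and MCF-7/S0.5 for 2873 probe sets, 2710 of them lower in TamR. Genes of DNA damage signaling were among them, with TamR minus MCF-7/S0.5 log2 differences of -2.29 and -1.59 for the 2 called probe sets of the checkpoint kinase ATR, and of -1.10, -1.31, -1.65 and -1.72 for the 4 called ones of NBN. So were the tyrosine kinase YES1 (-1.67 and -1.48), the receptor ERBB4 (-2.00), TFPI, an inhibitor of coagulation (-2.33), GUCY1A2 (-2.40), the calcium pump ATP2B1 (-2.21), the metalloprotease MMP16 (-2.04), DCLK1 (-1.81), MAP2 (-1.59), GULP1 (-1.42), BCHE (-2.03), ST8SIA4 (-0.96 on 1 of its probe sets), and the progesterone receptor PGR (-1.16). BCHE, MAP2 and GULP1 rose in TamR too, by less than the change in MCF-7/S0.5. So did the antiviral genes IFIT1 (-1.14), IFIT3 (-1.85), DDX60 (-1.14) and RIGI on 1 of its probe sets (-1.17), while another of RIGI (-1.41) was not called in TamR. In the other direction stood LRP2 (1.59 and 1.62), NDST4 (1.22), OAS1 (1.07 on 1 of its probe sets), CSTA (0.91) and CYP4B1 (0.92), which rose in TamR, and SERPINA3 (1.45), ADAMTS15 (1.35), SOX9-AS1 (1.27), ELAPOR1 (1.16) and GALNT12 (1.10), which had lower values with siMCM3 than with siControl in MCF-7/S0.5 and were not called in TamR. MYBL1 (-1.44) and NPR3 (-0.99) fell in TamR and were higher with siMCM3 in MCF-7/S0.5. A negative difference does not by itself mean a fall in TamR. In MCF-7/S0.5, 4682 probe sets were up at least 1.5-fold and 1022 down, against 490 to 891 and 177 to 1149 in the TamR lines. The damage checkpoint list had a median of 0.35 in MCF-7/S0.5 and -0.13 in TamR, where 0 of its 20 genes were called. The MCF-7/S0.5 side of each of these differences is 1 pair of arrays. Probe sets of 1 gene did not always move together, as with YES1, where another had -0.54 in MCF-7/S0.5.

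A technical source for this difference stays open. The 99th percentile of the absolute log2 fold change was 1.48 in MCF-7/S0.5 and 0.62 to 0.78 in the TamR lines, and on 74.6% of the called probe sets the MCF-7/S0.5 siControl array was the extreme one, against 32.3% for the MCF-7/S0.5 siMCM3 array. Over all probe sets the shares were 30.6% and 25.0%. Probe sets called for a difference from MCF-7/S0.5 are chosen in a way that favours an extreme array of that line. The 74.6% therefore leaves it open whether that single array stands apart. Over all probe sets, the siMCM3 and siControl arrays correlated at r = 0.986 in MCF-7/S0.5. In TamR-1, TamR-4 and TamR-7 the values were 0.996, 0.994 and 0.997. That does not tell which array of the MCF-7/S0.5 pair departs, or why. The poly-A spike-in controls, which follow labelling and RNA input, changed by a median of -0.39 in MCF-7/S0.5 against -0.06 to 0.28 in the TamR lines, which is consistent with a difference in labelling or input. Degraded RNA on the MCF-7/S0.5 siControl array is argued against. Its ACTB 3' minus 5' value was 0.0945, within the -0.0125 to 0.138 of the others. The 0.138 is the value of the MCF-7/S0.5 siMCM3 array, which was highest for GAPDH too (-0.0745). That array was not tested, so a difference in RNA quality within the pair stays open. Any line parting from its fellows as strongly is argued against too. A TamR line parted from the other 2 gave at most 68 calls (TamR-1), against 2603 to 4956 for MCF-7/S0.5 parted from 2 TamR lines. Parting each TamR line from all 3 others gave 0 calls with limma (745, 3521 and 329 probe sets had an unadjusted p under 0.05 for TamR-1, TamR-4 and TamR-7), which decides nothing although a low count had been set as evidence, because the MCF-7/S0.5 pair then enters the spread, and a response to MCM3 loss that differs in tamoxifen-sensitive cells, as the design would allow, stays open and untested.

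For the rise of interferon-stimulated genes after siMCM3, an array-wide difference of opposite sign in TamR-4 and MCF-7/S0.5 is argued against. Changes over all probe sets in these lines correlated at r = -0.366, while the list median was 0.59 in MCF-7/S0.5 and 0.90 in TamR-4. Both lay above each of 10000 random lists matched on level. Random lists do not keep the correlation among these genes, so other differences between the siMCM3 and siControl arrays are not excluded. The upper quartile of leukocyte markers was 0.0810, far below the interferon list's median, which speaks against leukocytes in the cultures. These are cultures of cell lines, so that test could hardly have come out otherwise and adds little. A response to the siRNA itself cannot be told apart from one to MCM3 loss, since the list median of 0.70 rests on 1 siMCM3 and 1 siControl array per line and none untransfected. Whether the response is larger in TamR than in MCF-7/S0.5 stays open too, as the list's difference was not called (camera adjusted p = 0.250), while that of antigen presentation genes was called, higher in TamR (adjusted p = 0.0162, adjusted p = 0.711 with an estimated correlation). It remains a hypothesis that loss of MCM3 may raise these genes, which an array set with another siRNA against MCM3 and with untransfected cells would test.

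Loss of MCM3 mRNA came without a loss of the other helicase mRNAs of like size, with a lowest TamR log2 fold change of -0.20 (MCM6). Of the probe sets called in TamR, 58 were not matched to an entry of Supplementary Table 4, 45 up and 13 down. They hold the STAT1 probe set at the MA position and 41 named genes, of which 8 (USP13, CCL5, GBP1, SP110, ACACB, CLEC7A, PLCXD3 and FAM107B) are in that table by another probe set or identifier, and 33 are not in it, 25 up and 8 down. The 33 include MAP2, S100A8 (0.97), OASL (1.08), TNFRSF11B (0.85), the osteoprotegerin gene that encodes a decoy receptor for TRAIL, CD36 (0.79) and ATF3 (0.79) among those that rose, and CYBRD1, NPR3, PDZK1 and TFF3 among those that fell. S100A8, TNFRSF11B and CD36 were chosen after their values were seen. The fits pair the arrays by line, so the real split is compared with those that also part every pair. There are 4 of these for the 6 TamR arrays, where the real one gave 142 calls and the highest other 0, and 8 for all 4 lines, where the real one gave 6 and the highest other 0, and in both the real one is the 1 with that many. These are too few splits for a share under 0.05. The other splits leave both arrays of a line on one side, and those that could be fitted gave 0 as well.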

How the results depend on the processing

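The choices of setting were made before the data were examined, apart from the use of siMCM3 arrays for the comparison of levels, which was added after the MCF-7/S0.5 siControl array was seen to be the extreme one on 74.6% of the probe sets called for a difference from MCF-7/S0.5 in knockdown effect, a share that the choice of those probe sets favours.

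Of the 142 probe sets called in TamR, the count became 246 with an intensity trend and robust prior, 81 (genes) with probe sets averaged per gene, 298 at an unadjusted p under 0.01 with 1.5-fold, and 49 to 582 with 1 TamR line left out; 41 of the 142 were among the 49 left without TamR-4. It was 0 without the replicate block (985 at an unadjusted p under 0.05), by the one-way test without moderation (1685) and by the unmoderated paired test (3287). The first leaves line differences in the spread and the last has 2 residual degrees of freedom per probe set. The 6 calls over all 4 lines became 35 with the trend, 12 with averaged probe sets, 0 above the median level, 0 without the replicate block (1025 at an unadjusted p under 0.05) and 0 to 142 with 1 line left out, the 142 without MCF-7/S0.5. The 2873 differences between TamR and MCF-7/S0.5 became 846 (genes) with averaged probe sets and 2603 to 4956 with 1 TamR line left out. The 16 differences in level became 41 with the trend, 0 above the median level and 10 on the siMCM3 arrays, 5 of them shared. The 41 probe sets changed 1.5-fold in TamR and not in MCF-7/S0.5 became 75 at 1.4-fold, 5 at 2-fold, 19 with under 1.2-fold in MCF-7/S0.5, 93 without a condition on MCF-7/S0.5, and 69 to 128 with 1 TamR line left out, which relaxes the rule. Of 12 gene lists called, 0 were called with an estimated correlation and 2 by fry, the paper's cell cycle and cell death groups. Unless named, the cause was not tested. The other settings kept these counts within 1.5 times.

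Of 254 named probe sets, 61 were called, and 61 lost the call without the replicate block and 2 after centring of the arrays. The mean of all probe sets was run only for the 150 that stand for their gene, where 138 kept their result, 9 lost the call and 3 gained it. None of those run reversed. Damage checkpoint genes lost their list call without TamR-4 (adjusted p = 0.156) and DNA replication genes without TamR-7 (adjusted p = 0.0527). Inflammatory NF-kB targets lost it as the mean of all probe sets (adjusted p = 0.0535). The genes of the proteins named as lower in TamR-1 lost it without TamR-1 (adjusted p = 0.251), without TamR-4 (adjusted p = 0.264), without the replicate block (adjusted p = 0.114) and as the mean of all probe sets (adjusted p = 0.150). Calls were gained by interferons without TamR-1 (adjusted p = 1.84e-05) and TamR-7 (adjusted p = 0.0340), CDK inhibitors (0.0354 and 0.0173) and the proteins named as higher in TamR-1 (0.0342 and 0.0286) without the same lines, E2F targets (0.0206), cholesterol synthesis (0.0272) and cell adhesion genes (0.0206) without TamR-4, and immediate early (0.0492) and luminal genes (0.0311) without the replicate block. No depth applies to arrays. Of the 142 probe sets called in TamR, 137 lay above the median level, and dim probe sets have small fold changes at a given change in mRNA. None of the 9 measured interferons had a mean above the median level.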

Differences from the paper's values

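The paper reports 77 genes changed in the TamR lines and not in the parental line, and the rule applied here to the deposited values gave 30 genes with a single symbol at the same 1.5-fold, all with an adjusted p under 0.05 from limma. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with no condition on MCF-7/S0.5 (67 genes), at 1.4-fold (55), without TamR-1 (88), without TamR-4 (56) and without TamR-7 (55). It did not at 2-fold (4), with under 1.2-fold in MCF-7/S0.5 (14), with any direction in each line (30), above the median level (28), after centring (30) or after repeated quantile normalization (29).

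For CADM1, on its probe set in Supplementary Table 4, the log2 fold change was 0.94 in TamR-1, 0.89 in TamR-4 and 0.90 in TamR-7, where the paper's fold changes in Supplementary Table 4, converted to log2 here, are 1.04, 0.77 and 0.83. The direction is the same, and the values differ by more than the SD between lines, 0.03, which is small for this probe set. Centring the arrays (0.92, 0.86 and 0.89) and repeated quantile normalization (0.93, 0.87 and 0.91) left each of the 3 values apart from the paper's.

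The paper presents TRAIL as regulated in TamR alone. It also reports RT-qPCR of TRAIL in MCF-7/S0.5 and the TamR lines, which was not examined here. The array values below are those of the TNFSF10 probe set in Supplementary Table 4, with 1 pair of arrays for MCF-7/S0.5. On the arrays TNFSF10 had a log2 fold change of 1.20 in MCF-7/S0.5 and 1.05 in TamR (adjusted p of the difference = 0.817). Of the other genes the paper names from this set, F11R (-1.16), CDKN2B (1.66) and CADM1 (1.36) were beyond 1.5-fold in MCF-7/S0.5 too. EGR3 (-0.52) and STAT1 at its MA position (0.45) were under 1.5-fold there, and EGR3 passes the paper's criterion here, although its difference from MCF-7/S0.5 was not called (adjusted p of the difference = 0.622). The table cuts the STAT1 identifier short, so whether it means that probe set is not known. Over the whole of Supplementary Table 4, 48 of 86 probe sets that moved one way in TamR were changed at least 1.5-fold that way in MCF-7/S0.5 and 37 were under 1.5-fold. With MCF-7/S0.5 left out of the rule, TNFSF10, F11R, CDKN2B and CADM1 pass it on these probe sets. The directions that the paper gives for TRAIL, EGR3, F11R, STAT1, CDKN2B and CADM1 in TamR are those found here.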

Other observations

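The comparison of levels and the list tests were set before the data were examined, and the use of the siMCM3 arrays and the correlation across probe sets were chosen after the result was seen.

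Before knockdown, the TamR lines had less mRNA of the estrogen-regulated genes GREB1 and PGR than MCF-7/S0.5, which stands here by 1 siControl array. The tests of level assume that MCF-7/S0.5 varies like the TamR lines, and whether its siControl array stands apart is open. On the 4 siControl arrays, 16 probe sets were called with limma, 1 higher and 15 lower in TamR. GREB1, a coactivator induced by estrogen, was lower (adjusted p = 0.0252), with log2 values of 10.78 in MCF-7/S0.5 and 2.61 to 3.11 in the TamR lines. The TamR values lie below the lower quartile of those arrays (3.46 to 3.50), and no detection calls were used to tell them from background, so the size of the difference is not known. PGR, the progesterone receptor, was lower by a log2 difference of -3.76 (SE 0.22, adjusted p = 0.0496), and by -4.92 on the siMCM3 arrays. Its TamR values, 3.66 to 4.06, lie below the arrays' medians, so that size is uncertain too. No probe set was called when only those above the median level were tested. Other estrogen-regulated genes did not pass the test, and SERPINA3 had -5.70 (adjusted p = 0.101), EGR3 -2.79 (adjusted p = 0.437), TFF1 -1.53 (adjusted p = 0.663) and ESR1, which encodes the estrogen receptor, -1.29 (adjusted p = 0.290). The 35 estrogen response genes had a median of -1.09, and 2 of them were called. The TamR lines were grown with tamoxifen and MCF-7/S0.5 without, so line and drug cannot be separated. The interferon-stimulated genes had a median difference of 0.02 in TamR-1, 1.72 in TamR-4 and 1.81 in TamR-7 before knockdown, so the lines were not alike. None of the 51 was called, and the list was not tested for levels.

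MCM3 mRNA had a log2 difference between TamR and MCF-7/S0.5 of 0.02 (SE 0.18, adjusted p = 0.986), where the paper finds more MCM3 protein in TamR cells. Of 12 genes whose proteins the paper names as higher in TamR-1, 8 had a higher mRNA mean over the 3 TamR lines and none was called. The list median was 0.28 in TamR-1, the line of the protein comparison, and 0.09 for the mean of the 3 lines. TamR-1 alone, with 1 siControl array and no test, had 0.08 for MCM3, 0.29 for MCM5, -0.00 for MCM4, -0.19 for MCM6 and 0.28 for MCM7. Of 7 measured genes whose proteins it names as lower, 3 had a higher mRNA mean over the 3 TamR lines. The list median was -0.39 in TamR-1 and -0.27 for the mean of the 3 lines. PGR was called as lower, and IGF1R had -4.71 and was not called. After knockdown, TFF1 had a log2 fold change of -0.59 ± 0.39 (SD, n = 3 lines) in TamR (adjusted p = 0.187) and -0.43 in MCF-7/S0.5, and ESR1 -0.33 ± 0.07 (adjusted p = 0.386) and -0.16, beside the paper's RT-qPCR and Western blots of TFF1 and ER.

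Of the list tests of the TamR knockdown effect not yet given, those called at the preset correlation were MCM and pre-replication genes (median -0.05, adjusted p = 0.00421, adjusted p = 0.383 with an estimated correlation), of which MCM3 alone was called, DNA replication genes (median -0.10, adjusted p = 0.00421, adjusted p = 0.383 with an estimated correlation), damage checkpoint genes (median -0.13, adjusted p = 0.00137, adjusted p = 0.383 with an estimated correlation), inflammatory NF-kB targets (median 0.10, adjusted p = 0.00795, adjusted p = 0.383 with an estimated correlation), of which CCL5 alone was called, and the proteins the paper names as lower in TamR-1 (median -0.11, adjusted p = 0.0308, adjusted p = 0.457 with an estimated correlation). Damage checkpoint genes had -0.33 in TamR-4, where the poly-A spike-ins changed by 0.28, against -0.03 in TamR-1, and 0.35 in MCF-7/S0.5. The knockdown effect on G2 and mitosis genes and on damage checkpoint genes was lower in TamR than in MCF-7/S0.5 (camera adjusted p = 0.000418 and adjusted p = 0.000123), as was that on the genes of the proteins named as lower in TamR-1 (adjusted p = 0.00118), and that on antigen presentation genes was higher, with a median of 0.22 in TamR and -0.23 in MCF-7/S0.5. None of these 4 passed with an estimated correlation (adjusted p = 0.711 with an estimated correlation for each). Lists not called had medians of 0.10 for interferons, -0.04 for ER cofactors, -0.05 for E2F targets, 0.05 for CDK inhibitors, 0.02 for p53 targets, -0.03 for apoptosis, 0.04 for immediate early genes, -0.005 for TGF-beta genes, 0.10 for cholesterol synthesis, -0.03 for the unfolded protein response, -0.08 for heat shock, 0.11 for luminal epithelial, 0.05 for cell adhesion, 0.04 for basal and mesenchymal, 0.00 for fibroblast and -0.01 for housekeeping genes, -0.02 for the proteins named as higher in TamR-1 and 0.44 for the genes of the array text.

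Among single members of these lists, CLDN1, a tight junction protein, rose by 1.01 in TamR (adjusted p = 0.0132), PCDH17 by 0.96 (adjusted p = 0.0143), LOXL2, a lysyl oxidase, by 0.83 (adjusted p = 0.0105) and the stress-induced transcription factor ATF3 by 0.79 (adjusted p = 0.0110). IFNB1, which encodes interferon beta, had 0.82 (adjusted p = 0.556), with -0.43 in TamR-1, 1.99 in TamR-4 and 0.89 in TamR-7. Its mean log2 level over the 8 arrays, 3.93, lies below the median of all probe sets (4.80), so these sizes are uncertain. Across probe sets, which are not independent replicates, the change in MCF-7/S0.5 after siMCM3 correlated at r = 0.521 with the difference TamR-7 minus TamR-1 on the siControl arrays, at r = 0.498 with TamR-7 minus TamR-4 and at r = 0.148 with TamR-4 minus TamR-1.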
